# Regulation of tumor angiogenesis and mesenchymal–endothelial transition by p38α through TGF-β and JNK signaling

**DOI:** 10.1038/s41467-019-10946-y

**Published:** 2019-07-11

**Authors:** Raquel Batlle, Eva Andrés, Lorena Gonzalez, Elisabet Llonch, Ana Igea, Núria Gutierrez-Prat, Antoni Berenguer-Llergo, Angel R. Nebreda

**Keywords:** Tumour angiogenesis, Cell signalling, Mesenchymal stem cells

## Abstract

The formation of new blood vessels is essential for normal development, tissue repair and tumor growth. Here we show that inhibition of the kinase p38α enhances angiogenesis in human and mouse colon tumors. Mesenchymal cells can contribute to tumor angiogenesis by regulating proliferation and migration of endothelial cells. We show that p38α negatively regulates an angiogenic program in mesenchymal stem/stromal cells (MSCs), multipotent progenitors found in perivascular locations. This program includes the acquisition of an endothelial phenotype by MSCs mediated by both TGF-β and JNK, and negatively regulated by p38α. Abrogation of p38α in mesenchymal cells increases tumorigenesis, which correlates with enhanced angiogenesis. Using genetic models, we show that p38α regulates the acquisition of an endothelial-like phenotype by mesenchymal cells in colon tumors and damage tissue. Taken together, our results indicate that p38α in mesenchymal cells restrains a TGF-β-induced angiogenesis program including their ability to transdifferentiate into endothelial cells.

## Abstract (web summary)

Mesenchymal cells contribute to tumor angiogenesis by regulating proliferation and migration of endothelial cells. Here, the authors show that mesenchymal stem cells also have the ability to acquire an endothelial phenotype upon TGF-β stimulation via the downstream kinase JNK, and that p38α negatively regulates this process.

## Introduction

New blood vessel formation is essential for normal development, and tissue repair. Yet, angiogenesis has also emerged as a key factor for inflammatory processes, tumor progression and metastasis. Once tumors grow beyond a few millimeters, the angiogenic program is turned on. Blood vessel formation requires proliferation, migration and structural modification of endothelial cells, which are stimulated in the microvascular niche. There is evidence suggesting the existence of different stem and progenitor cell types in the vascular wall with diverse differentiation potential in vitro^1^, but much remains to be learnt about the precise identities of the endothelial cell precursors. Besides endothelial cells, the vascular wall contains pericytes, perivascular or mural cells that closely encircle endothelial cells in capillaries and microvessels, maintaining vessel integrity and normalizing new vasculature^1^. Perivascular cells have a mesenchymal origin, and some mural cells express markers of mesenchymal stem cells (MSCs), retaining osteogenic, myogenic, adipogenic, and chondrogenic potential in culture^2–4^. There is also evidence that MSCs can differentiate into cancer-associated fibroblasts (CAFs) and myofibroblasts, which play important roles in the tumor microenvironment^3,5^. Several studies have reported the angiogenic potential of MSCs, through the release of factors that facilitate blood vessel formation^6,7^, but whether these cells have the ability to acquire an endothelial phenotype is controversial^8,9^.

The transforming growth factor-β (TGF-β) pathway exerts a tumor-suppressive function in cancer and is frequently inactivated by mutations in epithelial cancer cells, but elevated expression of *TGFB1* mRNA (encoding TGF-β) is associated with poor outcome in colorectal cancer patients^10^. This apparent controversy has been accounted for by an important role for TGF-β in the tumor microenvironment, which facilitates colorectal cancer progression and metastasis^10,11^. For example, TGF-β is a potent inducer of angiogenesis in vivo by modulating pro- and anti-angiogenic factors that affect both endothelial and mural cells^12^.

Binding of TGF-β to its receptors induces phosphorylation of Smad proteins, the canonical mediators of TGF‐β signaling, but can also activate other signaling pathways including the mitogen‐activated protein kinases (MAPK) JNK and p38α^13^. The TGF-β-activated kinase 1 (TAK1) is essential for the TGF‐β-induced activation of JNK and p38α and, interestingly, TAK1-deficient embryos presents vascular defects^14^. Signaling by p38α and JNK has been also linked to endothelial cell proliferation and apoptosis as well as to the production by endothelial cells of angiogenesis-regulation factors like VEGF^15–18^. However, the contribution of TGF-β-activated Smad and MAPK signaling to the conversion of MSCs to endothelial-like cells and whether this impinges on tumor angiogenesis has not been investigated.

Here we describe a new mechanism mediated by TGF-β/JNK signaling and negatively regulated by p38α that promotes angiogenesis and controls the fate of mesenchymal cells. We also provide evidence that mesenchymal cells may act as a source of endothelial cells during tissue repair and tumor angiogenesis.

## Results

### p38α negatively regulates blood vessel formation in tumors

Angiogenesis is actively involved in tumor development. Studies in colon tumors from mouse models and patient derived xenografts (PDXs) have implicated p38α signaling in the regulation of tumor initiation and progression^19,20^. However, how p38α in cells of the tumor microenvironment contributes to tumor growth, and in particular to the angiogenic switch is poorly characterized.

During tumor-induced angiogenesis, endothelial cells and the surrounding pericytes that form the vasculature, develop multiple morphological and architectural abnormalities. To evaluate the role of p38α in tumor vasculature formation, we treated two PDX models of colon tumors with either the p38α inhibitor PH797804 or vehicle. Immunohistochemistry analysis using PDGFRB (CD140b) as a perivascular cell marker, and CD31 or CD105 as markers for mature or immature blood vessels, respectively, showed an enhanced number of blood vessels and perivascular cells in the colon tumors upon p38α inhibition (Fig. 1a).

**Fig. 1:**
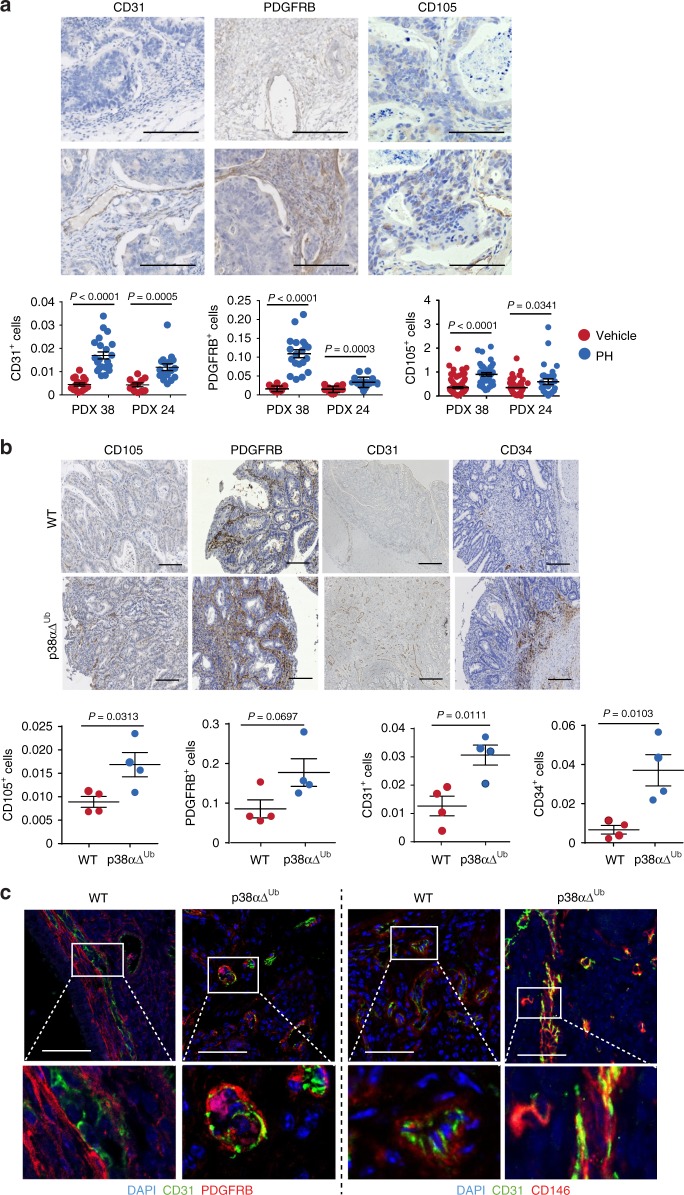
Pharmacological inhibition of p38α induces angiogenesis in human and mouse colon tumors. **a** Immunostaining analysis of two different human colon PDXs that were treated with the p38α inhibitor PH797804 (PH) or vehicle. The percentages of CD31^+^, CD105^+^, and PDGFRB^+^ cells among the total number of cells per tumor area were determined using ImageJ on pictures from colon tumors. *n* ≥ 4 images for each condition. Bars, 100 μm. Data represent mean ± SEM (*n* = 4 tumors). **b** Immunostaining analysis of colon tumors induced by AOM/DSS in WT or p38αΔ^Ub^ mice. The percentages of CD31^+^, CD105^+^, CD34^+^, and PDGFRB^+^ cells among the total number of cells per tumor area were determined using ImageJ on pictures from three colon tumors for each condition. Bars, 100 μm. Data represent mean ± SEM (*n* = 4 mice). **c** Colon tumors induced by AOM/DSS in WT and p38αΔ^Ub^ mice were stained with DAPI (blue) and immunostained for the endothelial marker CD31 (green) and the perivascular markers PDGFRB or CD146 (red). Bars, 100 μm. The lower panels show higher magnifications of the indicated areas

To extend these observations, we used mice with the UBC-Cre-ERT2 transgene and floxed alleles of *Mapk14* encoding p38α. After 4-hydroxy tamoxifen (4-OHT) administration to induce p38α downregulation (p38αΔ^Ub^), mice were treated with the carcinogen Azoxymethane (AOM) and three cycles of DSS^19^ to induce colorectal tumors. Consistent with the PDX analysis, we found enhanced staining for CD31, CD105, CD34 (mature and immature blood vessel marker) and PDGFRB in colon tumors from p38αΔ^Ub^ mice (Fig. 1b), suggesting that p38α downregulation stimulated tumor vessel density and perivascular cell recruitment. Interestingly, double staining experiments revealed the co-expression of CD31 with PDGFRB or CD146 (M-CAM) in blood vessels of colon tumors from p38αΔ^Ub^ but not WT mice (Fig. 1c).

Taken together, these results suggest that p38α signaling negatively regulates new blood vessel formation during colon tumorigenesis, and that p38α-deficient perivascular cells co-express endothelial markers.

### p38α negatively regulates an angiogenic program in MSCs

Pericytes that surround the endothelial cells play an important role in vasculature architecture, and pericytes with MSC traits have been identified in several human organs^2,3^. MSCs have been isolated from virtually every postnatal and fetal tissue, and have been shown to differentiate into different cell types in vitro^21^.

Since p38α signaling can modulate cell differentiation programs^22^, we investigated the role of this pathway in MSC fate. We generated immortalized MSCs from bone marrow of UBC-Cre-ERT2;*Mapk14*^lox/lox^ mice. Fluorescence-activated cell-sorting (FACS) confirmed that the isolated MSCs were negative for the endothelial markers CD31 and Ve-Cadherin (CD144) and the hematopoietic marker CD45 but were positive for several MSC markers including PDGFRB, CD29, CD105 and CD73, and also showed low expression of the perivascular marker CD146 (Supplementary Fig. 1a). Moreover, WT MSCs were able to differentiate into adipocytes and osteoblast (Supplementary Fig. 1b, c). Immortalized WT MSCs were treated with 4-OHT to delete p38α (p38α∆), which was confirmed by immunoblotting (Supplementary Fig. 1d). WT and p38α∆ MSCs looked morphologically similar in subconfluent cultures. However, confluent p38α∆ but not WT MSCs showed a typical endothelial cobblestone phenotype (Supplementary Fig. 1e).

TGF-β is an important regulator of MSC activation and differentiation potential^5^. We found that TGF-β treatment induced p38α activation and enhanced phospho-Smad2 levels (Fig. 2a). 

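RNA of immortalized mouse MSCs was measured on 12 Affymetrix MG-430 PM arrays: 4 of WT MSCs, 3 of TGF-β-treated WT MSCs, 2 of p38α∆ MSCs and 3 of TGF-β-treated p38α∆ MSCs. Treatment was with 5 ng/ml TGF-β for 20 h in medium with 0.5% serum. The arrays carry a number: 1 in all 4 groups, 2 in TGF-β-treated p38α∆ MSCs alone, 3 in all groups but TGF-β-treated p38α∆ MSCs, and 4 in all groups but untreated p38α∆ MSCs. A further WT array, 4b, was counted with number 4. The sources used here do not say what a number stands for or that the arrays of a group are separate cultures, so each p-value below measures the spread between these arrays. The number of arrays limits the precision of every value.

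The authors normalized the arrays with RMA, and the deposited values, on a log2 scale with 1 per probeset, were used without further scaling. Each gene was represented by its probeset with the highest median absolute deviation over the 12 arrays, which left 17097 genes. Groups were compared in 1 limma fit of all 12 arrays, in which arrays of the same number were treated as related (estimated correlation 0.52), because the paper's methods adjust for scanning batch and the batches themselves are not given in the sources used here. With the arrays numbered 1 left out, a setting chosen after the data were seen, the estimated correlation was 0.11. P-values are two-sided and adjusted over all genes by the Benjamini-Hochberg method, and a gene passed at an adjusted p under 0.05. Lists of genes were written from general knowledge, after the paper had been read and before the data were examined. They were tested with limma's camera, which ranks all genes by their t statistic, with a preset correlation between genes of 0.01, and adjusted over the 20 lists of a comparison.

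Mapk14, the gene of p38α, was looked at first in every array. Its log2 values were 5.29, 5.35, 5.33 and 5.00 in WT MSCs, 5.24, 5.70 and 6.01 in TGF-β-treated WT MSCs, 4.99 and 5.08 in p38α∆ MSCs, and 5.16, 5.76 and 5.89 in TGF-β-treated p38α∆ MSCs. None of its 6 probesets passed in either comparison of p38α∆ with WT. The sources used here do not say which of them lie in the deleted part of the gene, so these values do not check the labels. The paper's immunoblots show that the p38α protein is lost in p38α∆ MSCs, which does not settle it for these arrays, and the groups are named as the arrays are labelled.

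The largest component of variation, 51.2% of the variance, set the 4 arrays numbered 1 (1 in each group) apart from the other 8. The second, 26.0%, set TGF-β-treated arrays (−22.0 to −15.7) apart from untreated arrays (15.8 to 23.0).

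**Figure D1:**
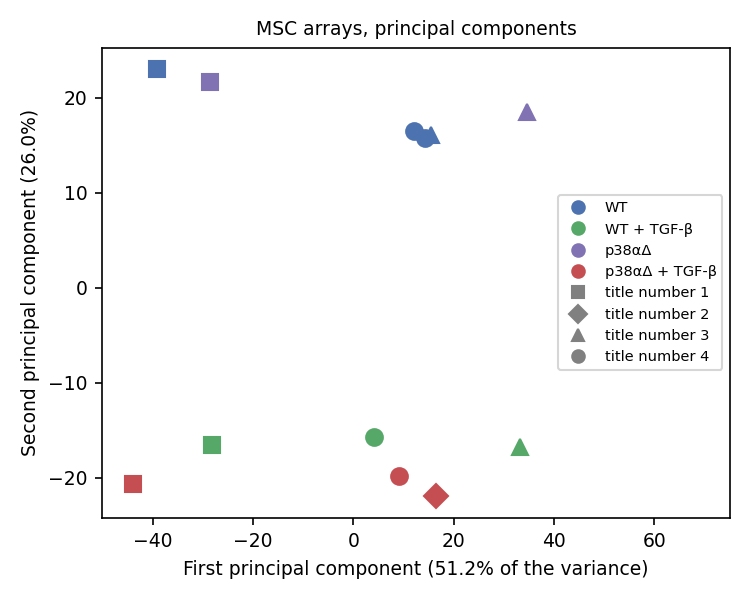
First (horizontal axis) and second (vertical axis) principal component of the log2 values, 1 point per array, with color for the group and shape for the array's number (4b is drawn as 4). The 4 arrays numbered 1 lie at −44 to −28 on the first component and the other 8 at 4 to 35.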

To analyze the contribution of p38α to MSC functions, we performed transcriptomic analysis. Gene set enrichment analysis (GSEA) revealed a highly enriched signature of genes associated with angiogenesis and vasculature development in TGF-β-treated p38α∆ MSCs (Fig. 2b). Moreover, we confirmed that several angiogenesis-related genes were robustly upregulated in p38α∆ MSCs (Fig. 2c). 

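Ccn2 (CTGF), a secreted matrix protein that TGF-β induces and that promotes vessel growth, was among the strongest differences between TGF-β-treated p38α∆ and TGF-β-treated WT MSCs. It rose from a log2 value of 7.21 ± 0.35 (SD, n = 3) to 8.98 ± 0.25 (SD, n = 3), a log2 fold change of 1.74 (SE 0.18, adjusted p = 0.00486 in limma). Mcam (CD146), an adhesion molecule of endothelial cells and pericytes, rose from 4.28 ± 0.07 (SD, n = 3) to 5.45 ± 0.18 (SD, n = 3), by 1.14 (SE 0.12, adjusted p = 0.00486). Angptl4, a secreted protein that acts on lipid uptake and on vessel permeability, rose from 6.30 ± 0.16 to 6.93 ± 0.15 (SD, n = 3 each), by 0.56 (SE 0.10, adjusted p = 0.0495), while its other probeset, near the bottom of the scale (mean 3.01), gave −0.02 (unadjusted p = 0.878). Hbegf, a membrane-bound growth factor of the EGF family and named here only after its value was seen, rose by 0.87 (adjusted p = 0.0359). For these 4 genes each of the 3 TGF-β-treated p38α∆ arrays lay above each of the 3 TGF-β-treated WT arrays. Vegfa, the vascular growth factor, did not pass (0.28, SE 0.16, adjusted p = 0.733, above the WT mean in 3 of 3 arrays), and neither did Angpt1, which steadies vessels (−0.23), or Angpt2, which loosens them (−0.03).

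Over all genes, 54 were higher and 11 lower in TGF-β-treated p38α∆ MSCs. Other large rises were those of Tmem191c (1.39), of Creb5, a transcription factor of the CREB family (1.37), of Tmcc3, a membrane protein of the endoplasmic reticulum (1.25), and of AA467197, a transcript without an assigned function (1.14). Among the genes that fell were Tmem86a, which breaks down plasmalogen-derived lipids (−1.03), Kirrel3, an adhesion molecule (−0.85), Txnip, which holds back glucose uptake (−0.78), Zfp467, a zinc finger protein of mesenchymal precursors (−0.69), Pomgnt1, a glycosyltransferase (−0.58), Ints4, of the Integrator complex (−0.50), and Cpt2, of mitochondrial fatty acid oxidation (−0.49, adjusted p = 0.0193).

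Of 152 measured genes of angiogenesis, 4 rose (Ccn2, Mcam, Hbegf and Angptl4), none fell and 148 did not pass, with 10 higher and 2 lower when adjusted over the list alone. The list as a whole was higher (median 0.03, 89 of 152 above 0, adjusted p = 0.00527 by camera and 5.08e-06 by fgsea, a preranked enrichment test), but not with a correlation estimated from the arrays (adjusted p = 0.195 with an estimated correlation). Of 132 genes that regulate vasculature development, 1 rose (Angptl4), none fell and 131 did not pass, and adjusted over the list alone it was likewise 1 higher and none lower. Its median was 0.04, with 84 of 132 above 0 (adjusted p = 0.0395 by camera and 0.000796 by fgsea, and adjusted p = 0.283 with an estimated correlation). Within number 1, which is 1 TGF-β-treated p38α∆ array against 1 TGF-β-treated WT array, the median was 0.01 for both lists, and within number 4 it was 0.08 for both. Ccn2 differed by 1.75 within number 1 and by 1.97 within number 4, and Mcam by 0.93 and 1.31.

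The number of genes that pass depends strongly on how the arrays are related: 5 passed without the numbers, 4 with each number as its own term, and none with only the 6 TGF-β-treated arrays (648 had an unadjusted p under 0.05 in limma), while leaving out 1 array at a time gave from 5 (without array 4 of either TGF-β-treated genotype) to 75 (without WT array 4b). Leaving out the TGF-β-treated p38α∆ array 4 ended both list calls (adjusted p = 0.136 for angiogenesis and 0.365 for vasculature development), and leaving out any of 5 other arrays ended the second (adjusted p from 0.0545 to 0.121). Giving each number its own term also ended the call for vasculature development.

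**Figure D2:**
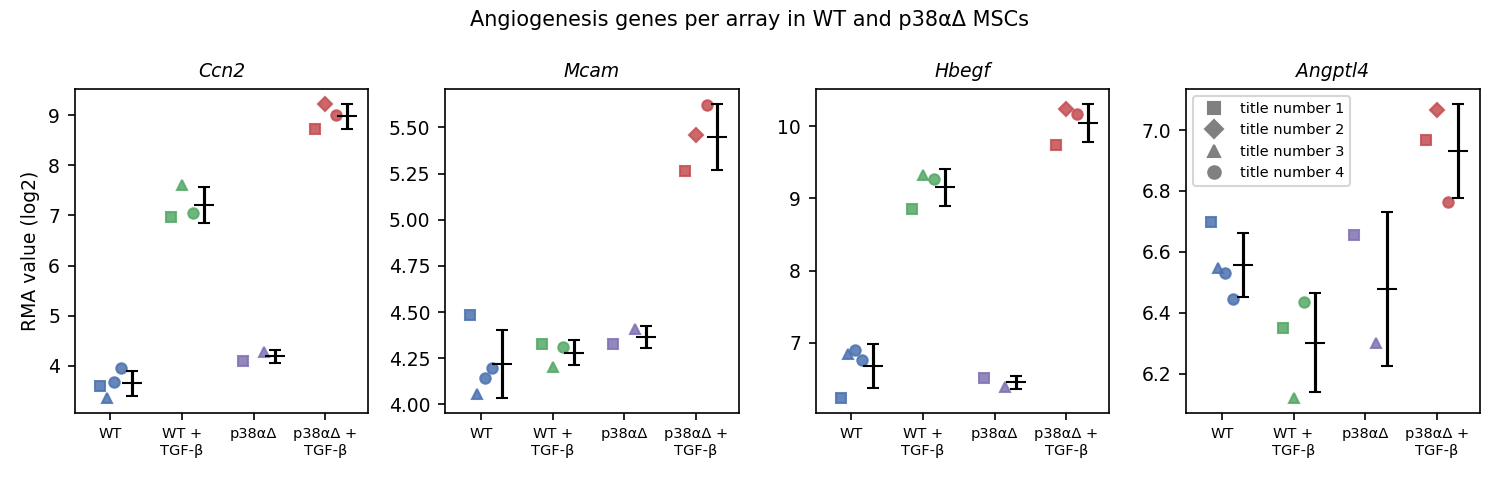
Log2 values of Ccn2, Mcam, Hbegf and Angptl4, 1 point per array with its shape for the array's number (4b is drawn as 4), and the mean and SD of each group beside the points. The 3 TGF-β-treated p38α∆ arrays lie above the 3 TGF-β-treated WT arrays for each gene.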

Interestingly, the addition of TGF-β potentiated the changes in angiogenesis-related gene expression observed in p38α∆ MSCs suggesting that p38α signaling negatively regulates the TGF-β pathway in MSCs.

**Fig. 2:**
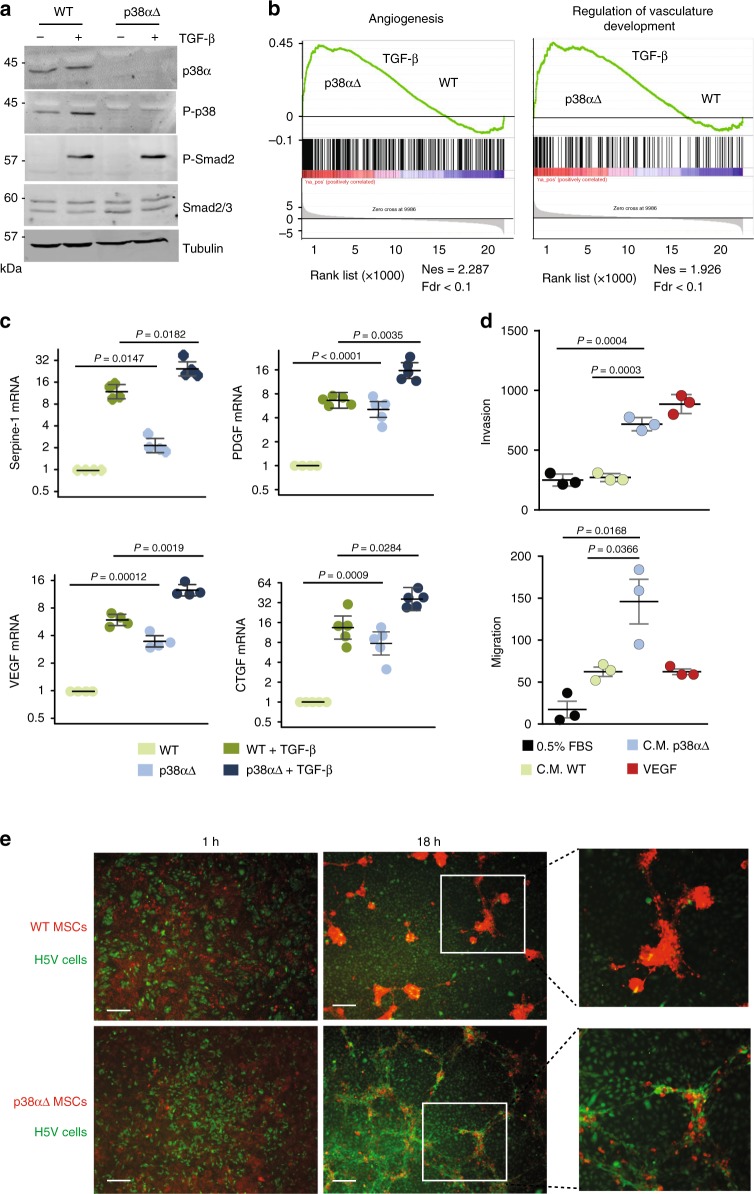
p38α negatively regulates TGF-β signaling and the expression of angiogenesis genes in MSCs. **a** MSCs were obtained from *Mapk14*^lox/lox^;UBC-Cre-ERT2 mice, immortalized and then incubated with 4-OHT for 2 days to obtain p38αΔ MSCs. WT MSCs were treated with vehicle. Cells were starved (0.5% FBS) and treated with TGF-β for 20 h, and total protein lysates were analyzed by immunoblotting. **b** Gene set enrichment analyses (GSEA) of Angiogenesis (GO: 001525) and Regulation of vasculature development (GO: 1901342) comparing WT and p38αΔ MSCs treated or not with TGF-β. Nes normalized enrichment score, Fdr false discovery rate. **c** Relative levels of the indicated mRNAs in WT and p38αΔ MSCs treated with TGF-β. Values are graphically represented in log2 scale and show the fold change versus WT. Data represent mean ± SEM (*n* = 4) and CTGF (*n* = 5). **d** H5V endothelial cells were used for migration and invasion assays on Boyden chambers in the presence of 0.5% FBS, VEGF (10 ng/ml) or conditioned medium (C.M.) prepared from WT and p38αΔ MSCs after 48 h of culture. Quantifications were performed after 6 h for the migration assays or 16 h for the invasion assays by counting the number of crystal violet-stained cells in different fields. Data are means ± SEM (*n* = 3). **e** Co-cultures of H5V endothelial cells and MSCs pre-stained with cell tracker green and red, respectively, in DMEM 10% FBS for the indicated times. Bars, 100 μm. The right panels show higher magnifications of the indicated areas

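TGF-β raised Ccn2 strongly in both genotypes, by 3.57 on the log2 scale in WT MSCs (SE 0.16, adjusted p = 3.23e-07 in limma) and by 4.73 in p38α∆ MSCs (SE 0.21, adjusted p = 6.54e-07). It also raised Fgf2, a growth factor for endothelial cells, by 2.14 and 2.25, and Vegfa by 0.72 (adjusted p = 0.0071) and 1.14 (adjusted p = 0.0027). Angpt1 fell by 1.14 with TGF-β in WT MSCs. For Mcam the TGF-β response was 0.07 in WT MSCs, which did not pass, and 1.04 in p38α∆ MSCs (adjusted p = 0.000755), and the difference between the 2 responses, 0.97, did not pass over all genes (adjusted p = 0.456). Without TGF-β, none of these genes passed between p38α∆ and WT MSCs, with Ccn2 at 0.59 (SE 0.19, unadjusted p = 0.0093 and adjusted p = 0.969 in limma), Mcam at 0.17 and Vegfa at −0.14.

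In untreated MSCs no gene passed between p38α∆ (n = 2) and WT (n = 4) in limma, and 845 of 17097 had an unadjusted p under 0.05. The other settings of limma called none either, apart from 3 genes when the WT array 4b was left out. Of the 152 angiogenesis genes none passed, and none did when adjusted over the list alone (median 0.01, 79 above 0, adjusted p = 0.912 by camera). The 132 genes of vasculature development gave the same counts, with a median of −0.01, a mean of 0.02 and a test pointing down (adjusted p = 0.934).

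With TGF-β in WT MSCs, 28 angiogenesis genes rose, 20 fell and 104 did not pass (34 and 28 adjusted over the list alone), and the list as a whole was higher (adjusted p = 0.0357, and adjusted p = 0.636 with an estimated correlation). In p38α∆ MSCs 24 rose, 16 fell and 112 did not pass (33 and 26 adjusted over the list alone), with adjusted p = 0.00221, and adjusted p = 0.329 with an estimated correlation. For vasculature development the counts were 20 up, 10 down and 102 not passing in WT MSCs (23 and 11 adjusted over the list alone), with a median of −0.02 and a mean of 0.06 (adjusted p = 0.223). In p38α∆ MSCs they were 14 up, 11 down and 107 not passing (23 and 13 adjusted over the list alone, adjusted p = 0.0175, and adjusted p = 0.302 with an estimated correlation).

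Whether the TGF-β response itself differs between the genotypes was tested as the difference of the 2 responses. No gene passed in limma (919 had an unadjusted p under 0.05), and 3 did when all 45037 probesets were tested. The difference was 1.15 for Ccn2 (SE 0.27, adjusted p = 0.584) and 0.42 for Vegfa (adjusted p = 0.902). Adjusted over the list alone, 5 angiogenesis genes responded more in p38α∆ MSCs (Mcam, Angptl4, Ccn2, Ccn1 and Hbegf, the last 2 named after their values were seen) and none less. Neither list passed as a whole by camera (adjusted p = 0.0618 for angiogenesis and 0.0888 for vasculature development), while both did with fgsea (adjusted p = 0.000512 and 0.0126) and neither with an estimated correlation (adjusted p = 0.431 for each with an estimated correlation).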

Mesenchymal cells can promote tumor growth by remodeling the extracellular matrix, recruiting endothelial cells and inducing vascularization during tumorigenesis^7^. We postulated that the upregulated angiogenic program in p38α∆ MSCs could facilitate migration and invasion of endothelial cells. Consistent with this idea, conditioned media collected from p38α∆ MSCs enhanced the migration and invasion of H5V endothelial cells (Fig. 2d). Furthermore, co-culture of H5V endothelial cells with p38α∆ MSCs but not with WT MSCs produced three-dimensional tubules that resembled small capillaries without the addition of exogenous extracellular matrix (Fig. 2e). These results indicate that p38α negatively regulates an angiogenic program in MSCs that releases pro-angiogenic factors and facilitates the migration and capillary formation by endothelial cells.

### p38α controls MSC differentiation into endothelial cells

The differentiation of MSCs towards adipocyte, osteoblast and chondrocyte lineages is well established, and there is evidence indicating that MSCs can form capillary-like structures in vitro^8,9^. To investigate whether p38α controls the mesenchymal-to-endothelial transition, WT or p38α∆ MSCs were seeded on matrigel to facilitate capillary tube formation and subjected to serum starvation. Strikingly, we found that both primary and immortalized p38α∆ but not WT MSCs were able to form preliminary sprouting at 5 h, with well-formed capillary tube-like structures observed after 16 h (Fig. 3a and Supplementary Fig. 2a). Since other cell types, including fibroblasts and cancer cells, have been reported to form networks on matrigel^23^, we confirmed that p38α∆ but not WT MSCs formed capillary tube-like structures in collagen matrices (Supplementary Fig. 2b). Importantly, endothelial cells are known to take up acetylated low-density lipoprotein (AcLDL)^24^, and AcLDL added to the medium was detected 4 h later in the cytoplasm of p38α∆ MSCs but not in WT cells (Fig. 3b). Furthermore, we confirmed that primary and immortalized p38α∆ MSCs cultured on collagen were able to form a primary lumen that elongates along cell branches, as expected for new vessels (Fig. 3c, Supplementary Fig. 2c, and Supplementary Movies 1 and 2).

**Fig. 3:**
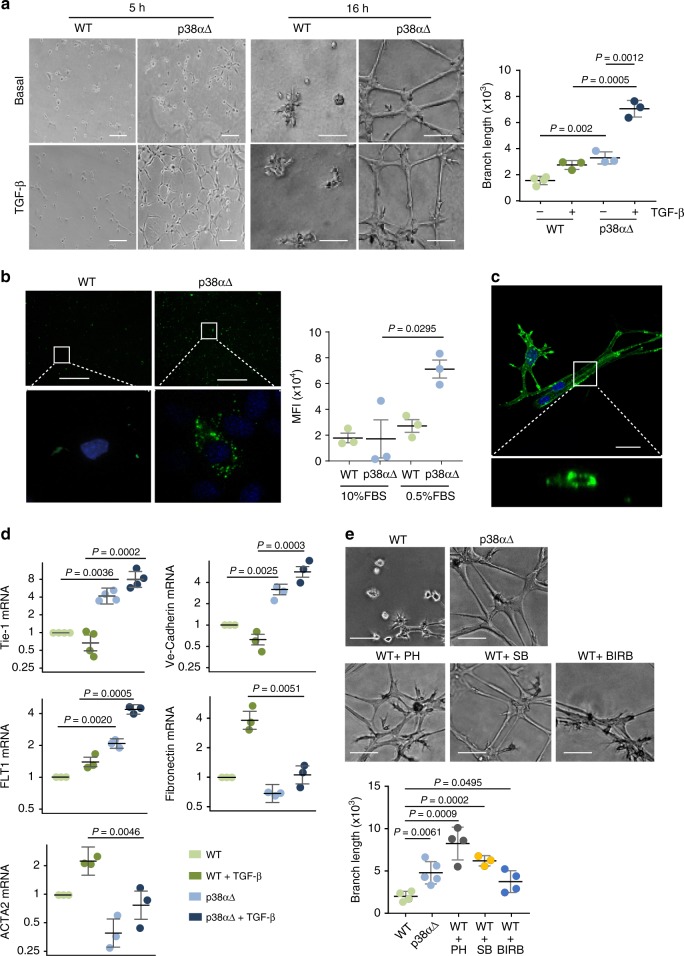
p38α-deficient MSCs adopt an endothelial phenotype ex vivo. **a** MSCs were seeded in matrigel with 0.5% FBS in the presence or absence of TGF-β (5 ng ml^-1^) and tube formation was determined 5 h and 16 h later. The histogram shows the quantification of the branch length per field using an ImageJ macro at 5 h. Data are mean ± SEM (*n* = 3). Bars, 100 μm. **b** MSCs were starved and then incubated with AcLDL labeled with AlexaFluor488 in 0.2% FBS for 4 h. Green dots show AcLDL internalization in p38αΔ but not WT MSCs. The lower panels show higher magnifications of the indicated areas. The histogram shows the quantification of the mean fluorescence intensity (MFI) determined by scanning all fields with a ScanR inverted microscope. Bars, 500 μm. Data are mean ± SEM (*n* = 3). **c** p38αΔ MSCs were stained with Alexa Fluor 488 Phalloidin and cultured in a 3D collagen gel to allow formation of vascular structures with central lumen. The lower panel shows a higher magnification of the indicated area as the orthogonal projections along the vertical axis. Bar, 25 μm. **d** MSCs were cultured in 0.5% FBS for 7 days in the presence or absence of TGF-β, which was added to the medium every 2 days. Relative mRNA expression levels for the endothelial markers Tie-1, Ve-Cadherin and FLT1 (VEGFR1), and the fibroblast markers, Fibronectin and ACTA2 (SMA) were analyzed by RT-PCR. Values are represented in log2 scale and show the fold change versus WT. Data are mean ± SEM (*n* = 3) and Tie-1(*n* = 4). **e** WT MSCs were incubated in 0.5% FBS and pre-treated with the p38α inhibitors SB203580 (SB), PH787904 (PH) and BIRB0796 (BIRB). The following day, 1 × 10^4^ cells were seeded in matrigel with 0.5% FBS and the inhibitors, and tube formation was quantified 16 h later. The histogram shows the quantification of the branches length per field using ImageJ. Data are mean ± SEM (*n* = 5 in p38αΔ, *n* = 4 in WT, WT + PH and WT + Birb, *n* = 3 in WT + SB). Bars, 100 μm

The capillary formation observed in p38α∆ MSCs correlated with enhanced expression of endothelial markers, as detected both by qRT-PCR and by immunohistochemistry (Fig. 3d and Supplementary Fig. 2d, e). Interestingly, TGF-β enhanced capillary tube formation in matrigel and collagen cultures (Fig. 3a and Supplementary Fig. 2b), and further increased the expression of endothelial markers by p38α∆ MSCs (Fig. 3d). On the other hand, genes associated to fibroblast fate were expressed at lower levels in p38α∆ MSCs (Fig. 3d). Treatment of WT MSCs with three different chemical inhibitors confirmed that p38α signaling negatively regulates the formation of capillary tube-like structures by MSCs (Fig. 3e and Supplementary Fig. 2f).

### TGF-β induces endothelial differentiation of p38α∆ MSCs

Elevated TGF-β production in the tumor microenvironment has been associated with angiogenesis stimulation, contributing to tumor progression and metastasis^10,25^. There is evidence that MSCs differentiate into CAFs, and our data suggested that MSCs can also acquire an endothelial phenotype. 

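The 12 arrays described above were also read for genes of endothelial cells and of CAFs. The endothelial list holds 81 measured genes, the CAF list 108, a list of myofibroblast and contractile genes 25 and one of MSC and pericyte genes 22. Lists of leukocyte (28), epithelial (17), adipocyte (12) and osteoblast and chondrocyte (16) genes served for comparison. All were written from general knowledge of mouse cell types and were not taken from sorted tumor cells, so they stand in for signatures of human tumor cells and do not equal them.

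The deposited values carry no measure of signal over background. The median level of the endothelial genes was 3.75 on the log2 scale against 4.8 for all genes, and 64 of the 81 lay below the latter. For a list score, each gene was centered and scaled over the 12 arrays, the genes of the list were averaged, and the averages were centered and scaled again, which follows the paper's methods except that scanning batch was not corrected for. Scores of 3 arrays against 3 were compared with an exact two-sided permutation test, in which the smallest possible p is 0.1.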

To analyze the occurrence of MSC to endothelial cell differentiation in human colorectal tumors, we compared the TGF-β-induced gene expression program of MSCs with published gene expression signatures associated to endothelial cells (CD31^+^) or CAFs (FAP^+^) from human colorectal tumors^10^. To avoid biases, we only used genes that were overexpressed at least fivefold compared to the other cell populations represented in the tumors. The comparative analysis showed a strong enrichment of endothelial cell-associated genes among those overexpressed in TGF-β-treated p38α∆ MSCs, but not in genes upregulated in WT MSCs (Fig. 4a). 

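Cd34, a surface glycoprotein of endothelial cells and of some mesenchymal progenitors, was 0.45 higher on the log2 scale in TGF-β-treated p38α∆ than in TGF-β-treated WT MSCs (SE 0.09, adjusted p = 0.0629 in limma), at 8.05 ± 0.11 against 7.57 ± 0.16 (SD, n = 3 each). Rhoj, which guides endothelial migration, was 0.48 higher (SE 0.10, adjusted p = 0.0636), at 8.80 ± 0.19 against 8.31 ± 0.10 (SD, n = 3 each). Flt1, a VEGF receptor, was 0.44 higher (SE 0.12, adjusted p = 0.194) at the low level of 3.82 ± 0.19 against 3.39 ± 0.13 (SD, n = 3 each), and its other probesets gave −0.07 and 0.25. Tspan18, a tetraspanin of endothelial cells, and Ehd4, a protein of endocytic recycling, named after their values were seen, were 0.47 (adjusted p = 0.126) and 0.32 (adjusted p = 0.135) higher. For Cd34, Rhoj and Flt1 each TGF-β-treated p38α∆ array lay above each TGF-β-treated WT array, yet none of the 5 genes passed over all genes.

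Of the 81 endothelial genes none passed, and 5 were higher and none lower when adjusted over the list alone, which are the 5 named. The list as a whole was higher in TGF-β-treated p38α∆ MSCs, with a median of 0.03 and 49 of 81 genes above 0 (adjusted p = 0.0152 by camera and 0.000802 by fgsea, and adjusted p = 0.641 with an estimated correlation). Within number 1 the median was 0.06 and within number 4 it was 0.05. The call ended without the TGF-β-treated p38α∆ array 1 (adjusted p = 0.432) or the TGF-β-treated WT array 3 (adjusted p = 0.121), and in limma's fry, which tests a list on its own rather than against other genes (adjusted p = 0.465). In untreated MSCs none of the 81 passed (1 higher, Ehd4 at 0.55, and none lower adjusted over the list alone, median 0.01, adjusted p = 0.843).

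TGF-β itself moved endothelial genes both ways. In WT MSCs 4 rose, 3 fell and 74 did not pass (4 and 3 adjusted over the list alone), among them Erg, an endothelial transcription factor (0.73), S1pr1, a sphingosine-1-phosphate receptor of vessels (−1.18), and Cd34 (−0.40). The median was −0.01 and the test pointed up (adjusted p = 0.902). In p38α∆ MSCs 1 rose, 3 fell and 77 did not pass (1 and 2 adjusted over the list alone, median 0.04, adjusted p = 0.313), with Tspan18 up by 0.74, and S1pr1 and Calcrl, a receptor of lymphatic and blood vessels, down by 0.88 and 0.70. A difference between the 2 responses did not pass for the list (adjusted p = 0.227, no gene adjusted over the list alone).

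Between TGF-β-treated p38α∆ and WT MSCs, none of the genes of other cell types passed. The leukocyte list had a median of 0.07 (0 genes adjusted over the list alone, adjusted p = 0.288), the epithelial list 0.02 (0 genes, adjusted p = 0.540) and the adipocyte list 0.04 (1 gene lower, Dgat2 at −0.51, adjusted p = 0.570). For osteoblast and chondrocyte genes (Bglap higher at 0.77 and Mgp lower at −0.30 adjusted over the list alone) the median was −0.01 and the mean 0.02, with a test pointing down (adjusted p = 0.996).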

Overall expression of the CD31^+^ signature was significantly higher in TGF-β-treated p38α∆ compared to WT MSCs Fig. 4b). In contrast, GSEA revealed that similar fractions of CAF-associated genes were overexpressed in p38α∆ and WT MSCs treated with TGF-β (Fig. 4a), and no significant differences were observed when the FAP^+^ signature was evaluated (Fig. 4b). These results support that, among other transcriptomic alterations, TFG-β treated MSCs can acquire characteristics of bona-fide endothelial cells from human colorectal tumors in a process that is negatively regulated by p38α.

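The endothelial list score was −0.10 ± 1.22 (SD, n = 3) in TGF-β-treated WT MSCs and 0.44 ± 1.31 (SD, n = 3) in TGF-β-treated p38α∆ MSCs. The difference was 0.53 (exact two-sided permutation p = 0.6), and the single arrays were 1.22, −1.18 and −0.33 in WT and 1.89, −0.66 and 0.08 in p38α∆ MSCs. Angiogenesis genes scored −0.07 ± 1.03 and 0.94 ± 0.28 (SD, n = 3 each, exact permutation p = 0.3), and genes of vasculature development 0.02 ± 1.10 and 0.92 ± 0.24 (SD, n = 3 each, exact permutation p = 0.4). The difference in the endothelial score was −0.00 without the TGF-β-treated WT array 3, −0.23 without the TGF-β-treated p38α∆ array 1, 1.07 without the TGF-β-treated p38α∆ array 2 and 1.23 without the TGF-β-treated WT array 1. The angiogenesis difference, 1.00, was 0.54 without the TGF-β-treated WT array 3 and 1.51 without the TGF-β-treated WT array 1, that of regulation of vasculature development, 0.89, was 0.45 and 1.54, and within number 1 both scores were lower in the p38α∆ array (0.77 against 0.96, and 1.19 against 1.24).

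The arrays numbered 1 were set against the others only after they were seen to stand apart on the first component, so the p-values of this comparison describe that same separation. The endothelial score was 0.56 to 1.89 in the 4 arrays numbered 1, of which each group has 1, and −1.18 to 0.08 in the other 8 (difference 1.83, exact two-sided permutation p = 0.00202). Leukocyte (1.79), epithelial (1.69), adipocyte (1.77) and osteoblast and chondrocyte (1.89) scores were higher in the same 4 arrays, each with the same exact permutation p, and so were the scores of vasculature development (1.37, exact permutation p = 0.0242) and angiogenesis (1.18, exact permutation p = 0.0465). With the scores corrected for the numbers, the endothelial difference between the TGF-β-treated genotypes was 1.75 (exact two-sided permutation p = 0.1). Number 2 holds only a TGF-β-treated p38α∆ array, which its own term fits exactly, so this p cannot decide whether the corrected scores differ.

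**Figure D3:**
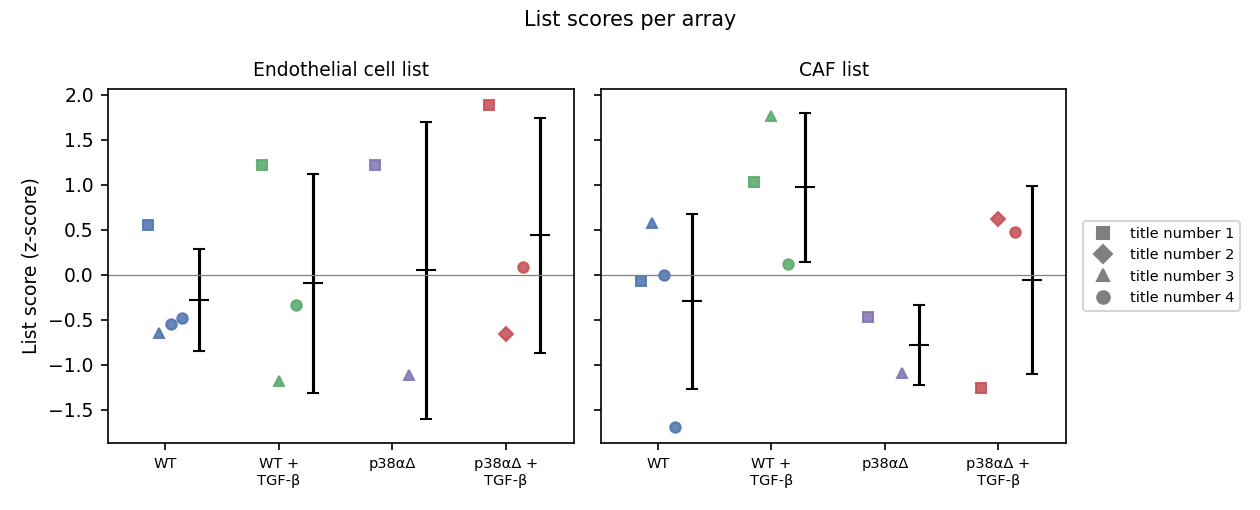
Endothelial (left) and CAF (right) list scores, 1 point per array with its shape for the array's number (4b is drawn as 4), and the mean and SD of each group beside the points. In each group the array numbered 1 has the highest endothelial score.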

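Ccn5 (Wisp2), a secreted protein of fibroblasts that opposes their conversion to myofibroblasts, fell from 6.61 ± 0.09 to 5.66 ± 0.24 on the log2 scale (SD, n = 3 each) in TGF-β-treated p38α∆ against WT MSCs, by 0.98 (SE 0.17, adjusted p = 0.0398 in limma, lower in 3 of 3 arrays). Fap, which encodes fibroblast activation protein, was low (3.21 ± 0.19 in WT and 3.07 ± 0.08 in p38α∆ MSCs with TGF-β, SD, n = 3 each) and did not pass (−0.11, SE 0.10, adjusted p = 0.882). Pdgfrb, a receptor of mesenchymal cells (−0.00), and Fn1, fibronectin (−0.13), did not pass either. S100a4, a fibroblast marker, was 0.63 lower without passing (adjusted p = 0.263, lower in 3 of 3 arrays). Acta2, which encodes smooth muscle actin, passed at 0.95 (SE 0.16, adjusted p = 0.0372), but this probeset lies near the bottom of the scale (mean 3.97), and its other probeset, with a mean of 12.0, gave 0.10 (unadjusted p = 0.257).

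Of 108 CAF genes 1 rose (Ccn2), 1 fell (Ccn5) and 106 did not pass, and adjusted over the list alone 7 were higher and 5 lower. The list as a whole did not pass, with a median of −0.02 and 49 genes above 0 (adjusted p = 0.571 by camera). In untreated MSCs none of them passed, also adjusted over the list alone (adjusted p = 0.876). TGF-β raised 20 and lowered 10 of the 108 in WT MSCs, with 78 not passing (24 and 13 adjusted over the list alone, adjusted p = 0.00164, and adjusted p = 0.405 with an estimated correlation). In p38α∆ MSCs it raised 17 and lowered 9, with 82 not passing (20 and 10 adjusted over the list alone, adjusted p = 0.0116, and adjusted p = 0.438 with an estimated correlation). The CAF score was 0.97 ± 0.83 in WT and −0.06 ± 1.05 in p38α∆ MSCs with TGF-β (SD, n = 3 each), a difference of −1.03 (exact two-sided permutation p = 0.3), or −0.51 without the TGF-β-treated p38α∆ array 1 and −0.68 without the TGF-β-treated WT array 3. The list's median was −0.11 within number 1 and 0.04 within number 4.

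Of the 25 myofibroblast and contractile genes 1 rose (Acta2) and 24 did not pass (1 higher and none lower adjusted over the list alone). This list as a whole was higher, with a median of 0.13 and 23 genes above 0 (adjusted p = 1.29e-06, and adjusted p = 0.195 with an estimated correlation), and medians of 0.18 within number 1 and 0.14 within number 4. Its score was also higher in the 4 arrays numbered 1 than in the other 8 (1.42, exact permutation p = 0.0141). Of 22 MSC and pericyte genes 1 rose (Mcam) and 21 did not pass. Adjusted over the list alone, Mcam and Nes, an intermediate filament of progenitors (1.14, named after its value was seen), were higher and Vcam1 (−0.31) and Pdgfra (−0.54, named likewise) lower, and the list did not pass (median −0.02, mean 0.04, adjusted p = 0.570).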

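Genes that mark mature endothelial cells were low in all groups, with no array above 4.10 on the log2 scale. In TGF-β-treated WT MSCs the log2 means were 3.56 for Pecam1 (CD31), 3.96 for Cdh5 (VE-cadherin), 3.46 for Tie1, 3.32 for Tek (the angiopoietin receptor), 3.68 for Kdr (the main VEGF receptor) and 3.59 for Nos3 (the endothelial nitric oxide synthase). The log2 fold changes to TGF-β-treated p38α∆ MSCs were 0.13 for Pecam1, −0.07 for Cdh5, 0.17 for Tie1, 0.02 for Tek, 0.08 for Kdr and 0.11 for Nos3, none of which passed (adjusted p from 0.796 to 0.995 in limma). Eng, a TGF-β co-receptor of vessels, was at −0.05 (adjusted p = 0.980), and its other probeset, at a similar level, gave 0.25 (unadjusted p = 0.0123). The paper reports rises of Tie-1, VE-cadherin, FLT1 and PECAM in p38α∆ MSCs by RT-PCR after several days of culture, with TGF-β renewed. The arrays were taken after 20 h of TGF-β, so they cannot decide whether these markers rise later. The paper's tube formation and AcLDL uptake were not analysed here either.

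The paper proposes from its enrichment of CD31+ genes among those overexpressed in TGF-β-treated p38α∆ MSCs, from the higher score of that signature and from the lack of a significant difference in the FAP+ score that MSCs treated with TGF-β can take on endothelial traits and that p38α holds this back. In the arrays the endothelial list was higher at the preset correlation and not with an estimated one, with no single gene passing. Ccn2, Mcam, Angptl4 and Hbegf rose among the angiogenesis genes, and Thbd, the thrombomodulin of endothelial cells, which is in neither list and is named after its value was seen, rose by 0.80 (adjusted p = 0.0108). Expression of such genes does not by itself distinguish cells that turn into endothelial cells from cells that secrete vessel-promoting factors, and the arrays measure populations, not single cells. The genotypes were compared as labelled and no array tests whether the loss of p38α in MSCs acts directly on these genes.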

**Fig. 4:**
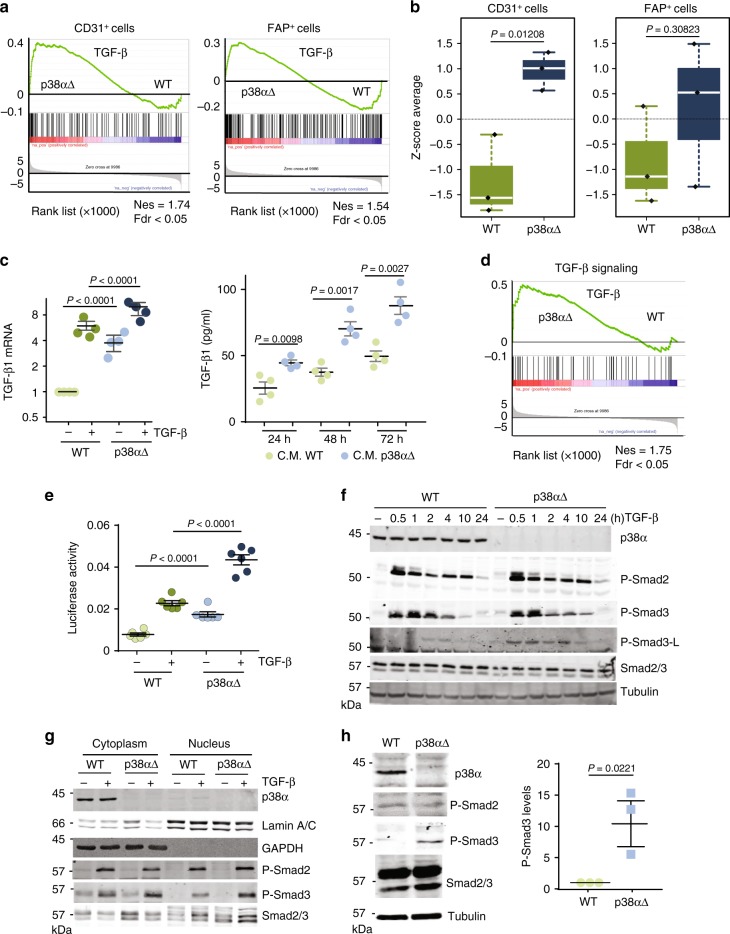
p38α controls TGF-β signaling pathway. **a** Comparison of TGF-β treated WT and p38α∆ MSCs according to gene expression signatures of endothelial cells (CD31^+^) and CAFs (FAP^+^) isolated from human primary CRC tumors. Values are z-scores with standard deviation (SD) from the mean (*n* = 3). **b** Gene set enrichment analysis (GSEA) plots showing enrichment of gene expression signatures of endothelial cells (CD31^+^) and CAFs (FAP^+^) isolated from human primary colorectal tumors in transcriptomic programs induced by TGF-β in WT and p38α∆ MSCs. Nes, normalized enrichment score; Fdr, false discovery rate. **c** (right) Relative TGF-β1 mRNA levels in MSCs treated as indicated were analyzed by RT-PCR. Values are represented in log2 scale and show the fold change versus WT. Data are mean ± SEM (*n* = 4). (left) TGF-β1 protein levels were determined by ELISA in conditioned media (C.M.) from WT and p38αΔ MSCs after 24, 48 and 72 h of culture Data are mean ± SEM (*n* = 4). **d** GSEA identified TGF-β Signaling (M5896) as one of the main processes affected in TGF-β-treated p38αΔ MSCs compared with WT MSCs. Nes, normalized enrichment score; Fdr, false discovery rate. **e** MSCs were co-transfected with the reporter under control of Smad-binding elements (CAGA-LUC) and RNL-TK as a control, and 32 h later were treated with TGF-β for 4 h. Luc activity was normalized to the activity of RNL-TK. Data are mean ± SEM (*n* = 3). **f** MSCs were treated with TGF-β and collected at the indicated times followed by immunoblotting analysis. The indicated molecular weights for the P-Smad2, P-Smad3 and P-Smad3-L immunoblots represent pre-stained markers. **g** Nuclear and cytoplasmic fractions from MSCs either untreated or treated with TGF-β for 20 h were analyzed by immunoblotting with the indicated antibodies, using GAPDH and Lamin A/C as cytoplasmic and nuclear markers, respectively. **h** Total lysates (80 μg of protein) from non-treated WT and p38αΔ MSCs were analyzed by immunoblotting. The histogram shows the quantification of phospho-Smad3 levels in three independent experiment using ImageJ. Values show the fold change versus WT. Data are mean ± SEM (*n* = 3)

We investigated the mechanisms regulating the acquisition of endothelial characteristics by MSCs. We found that p38α∆ MSCs showed the upregulation of *Tgfb1, Tgfb2* and *Tgfb3* mRNAs, both under basal conditions and after TGF-β stimulation (Fig. 4c and Supplementary Fig. 3a), as well as increased production of TGF- β1 protein (Fig. 4c), suggesting that p38α signaling negatively regulates TGF-β production. 

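Skil, a Smad co-repressor that TGF-β induces within hours, rose by 2.54 on the log2 scale with TGF-β in WT MSCs (SE 0.25, adjusted p = 6.58e-05 in limma) and by 2.55 in p38α∆ MSCs. Smad7, which ends TGF-β signaling, rose by 1.22 and 1.67, and Id3, an inhibitor of differentiation that BMP signals maintain, fell by 1.31 (adjusted p = 9.00e-07) and 1.33. Smad3, which carries the TGF-β signal and is lowered by it, fell by 1.0 (SE 0.13, adjusted p = 0.000351) and 1.10 (adjusted p = 0.00183). Between the TGF-β-treated genotypes Bcar3, an adaptor of integrin signaling (0.55, SE 0.10, adjusted p = 0.0549), and Cdkn1c, a cell cycle inhibitor (0.74, SE 0.15, adjusted p = 0.066), were the TGF-β signaling genes with the largest t, each higher in 3 of 3 arrays, and neither passed.

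TGF-β raised 771 genes and lowered 910 in WT MSCs, and raised 581 and lowered 842 in p38α∆ MSCs. The balance of rises and falls depends on the setting: with cyclic loess 865 rose and 693 fell in WT MSCs and 681 and 653 in p38α∆ MSCs, and with each number as its own term it was 890 and 873 in WT and 490 and 908 in p38α∆ MSCs. The 2 responses overlap widely: 441 genes rose in both (26.2 are expected if the responses were unrelated) and 528 fell in both (44.8 expected), and 1 gene went in opposite directions. The 2 comparisons share no array.

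Of 50 TGF-β signaling genes none passed between TGF-β-treated p38α∆ and WT MSCs. Adjusted over the list alone, 3 were higher (Bcar3, Cdkn1c and Smurf1, a ubiquitin ligase for Smads, at 0.37 and named after its value was seen) and none lower. The list did not pass as a whole, with a median of 0.02 and 26 of 50 above 0 (adjusted p = 0.115 by camera), and medians of −0.02 within number 1 and 0.03 within number 4. It did pass in 2 other ways of testing, with fgsea (adjusted p = 0.0122) and with each gene's probeset of highest mean (adjusted p = 0.0124), though not with an estimated correlation (adjusted p = 0.393 with an estimated correlation, and 0.114 with the probesets of highest mean). In untreated MSCs the median was 0.03 (no gene adjusted over the list alone, adjusted p = 0.843), and a difference between the genotypes' responses to TGF-β did not pass either (median −0.02 with a test pointing up, adjusted p = 0.579).

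Of 36 direct targets of TGF-β and Smad3, 4 rose in TGF-β-treated p38α∆ against WT MSCs (Ccn2, Jun, Hbegf and Angptl4) and 32 did not pass, with 6 higher and 1 lower adjusted over the list alone. The list was higher, with a median of 0.15 and 25 of 36 above 0 (adjusted p = 4.18e-06, and adjusted p = 0.195 with an estimated correlation), and medians of 0.14 within number 1 and 0.12 within number 4. In untreated MSCs it was level (median −0.01, mean 0.00, no gene adjusted over the list alone, adjusted p = 0.934).

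The response to TGF-β was plain in the lists themselves. In WT MSCs 21 of the 36 direct targets rose, 2 fell and 13 did not pass (22 and 3 adjusted over the list alone, median 0.60, adjusted p = 9.53e-38, and adjusted p = 0.0205 with an estimated correlation). In p38α∆ MSCs 21 also rose, 2 fell and 13 did not pass (25 and 3 adjusted over the list alone, median 0.73, adjusted p = 4.04e-38, and adjusted p = 0.0154 with an estimated correlation). TGF-β signaling genes numbered 10 up, 4 down and 36 not passing in WT MSCs (16 and 4 adjusted over the list alone, adjusted p = 0.000514, and adjusted p = 0.101 with an estimated correlation). In p38α∆ MSCs they numbered 10 up, 3 down and 37 not passing (13 and 4 adjusted over the list alone, adjusted p = 0.00104, and adjusted p = 0.0851 with an estimated correlation).

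**Figure D4:**
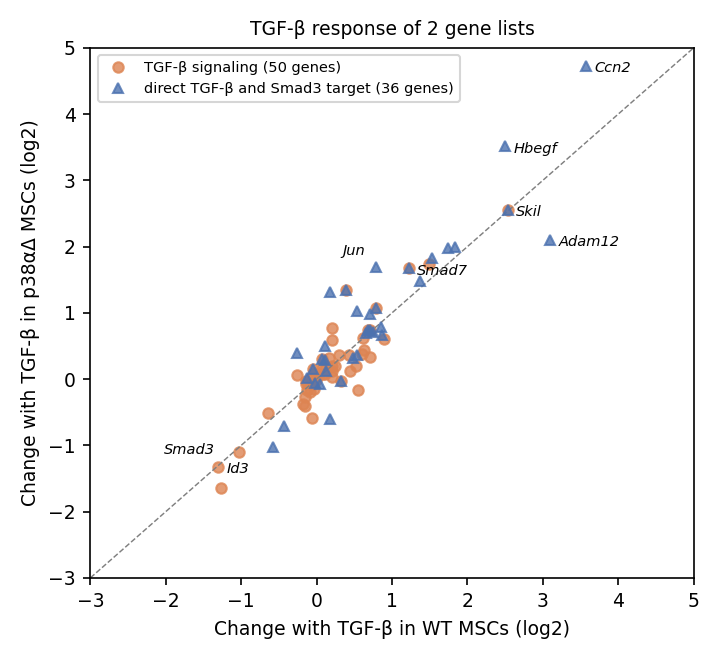
Log2 fold change with TGF-β in WT MSCs (horizontal axis) and in p38α∆ MSCs (vertical axis) for the 50 TGF-β signaling genes (circles) and the 36 direct targets (triangles), with a dashed line where both are equal. Ccn2 and Hbegf lie above the line and Skil lies on it.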

GSEA also indicated that the TGF-β signaling signature was enriched in TGF-β-treated p38α∆ MSCs (Fig. 4d). Moreover, a Luciferase reporter under control of Smad-binding elements confirmed enhanced TGF-β signaling in p38α∆ MSCs both under basal condition and in response to TGF-β (Fig. 4e).

The regulation of angiogenesis by TGF-β involves two type I receptor/Smad pathways. ALK1 induces Smad1/5 phosphorylation and endothelial cell proliferation and migration, while ALK5 induces Smad2/3 phosphorylation and endothelial cell differentiation and blood vessel maturation^26,27^. We found that MSCs express both ALK1 and ALK5 but did not observe changes in their expression levels (Supplementary Fig. 3b). Moreover, TGF-β induced rapid Smad1/5 phosphorylation in WT MSCs, whereas this phosphorylation was reduced in TGF-β-treated p38α∆ MSCs (Supplementary Fig. 3c). In contrast, Smad2 phosphorylation was similar between WT and p38α∆ MSCs, but Smad3 phosphorylation was increased in p38α∆ MSCs after 10 h of TFG-β treatment (Fig. 4f). We also found increased accumulation of phospho-Smad3 but not phospho-Smad2 in the nucleus of TGF-β-treated p38α∆ MSCs (Fig. 4g and Supplementary Fig. 3d). Higher levels of phospho-Smad3 but not phospho-Smad2, were also detected under basal conditions in p38α∆ MSCs (Fig. 4h). Moreover, the mRNA for *Smad3*, but not *Smad2*, *Smad4* or *Smad7*, was upregulated in p38α∆ MSCs, either untreated or treated with TGF-β (Supplementary Fig. 3e).

TGF-β receptors phosphorylate the C-terminus of Smad transcription factors leading to their activation and TGF-β-induced gene expression changes. However, TGF-β can also induce the phosphorylation of additional serine and threonine residues within the central linker region of Smads, which elicits a variety of cell responses^28^. Interestingly, besides the canonical phosphorylation of the Smad3 C-terminus, we detected enhanced phosphorylation of Ser-208 in the Smad3 linker in p38α∆ MSCs (Fig. 4f).

Consistent with the idea that the TGF-β/ALK5 axis could mediate endothelial differentiation of p38α∆ MSCs, the chemical inhibitor LY2157299 abolished the formation of tubules in matrigel as well as the upregulation of endothelial markers in TGF-β-treated p38α∆ MSCs (Fig. 5a, b and Supplementary Fig. 3f). The implication of TGF-β in the conversion of MSCs to endothelial cells was confirmed using a neutralizing pan-TGF-β antibody (Fig. 5c and Supplementary Fig. 3g).

**Fig. 5:**
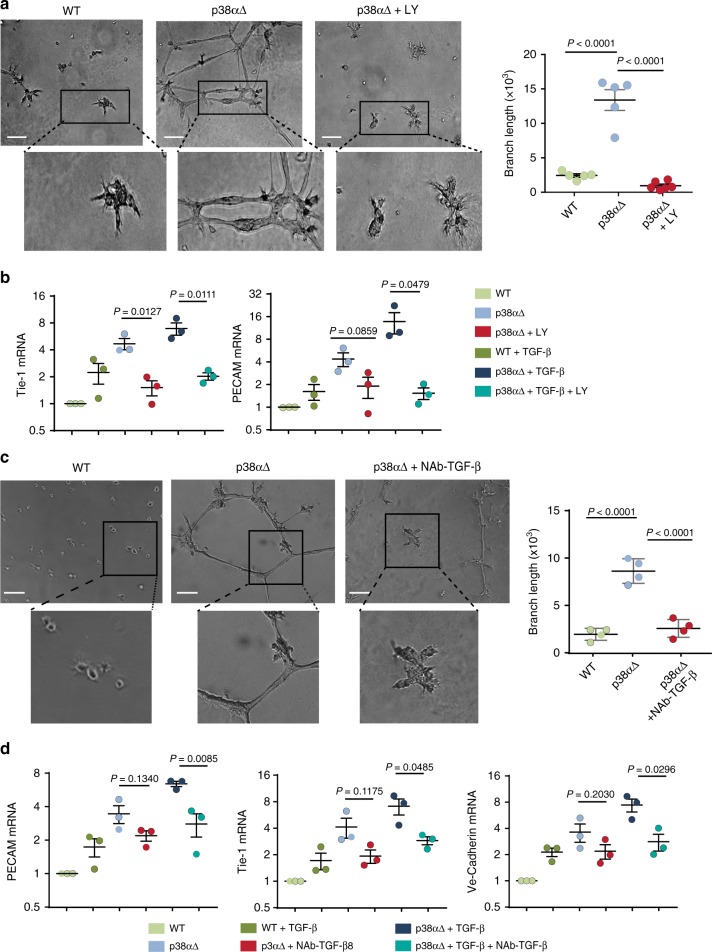
TGF-β signaling controls the conversion of p38α-deficient MSCs to endothelial cells. **a** MSCs were seeded in 0.5% FBS, and treated with the TGF-β inhibitor LY2157299 (LY, 1 nM) as indicated. Tube formation in matrigel was evaluated 10 h later. The histogram shows the quantification of the branch length per field using ImageJ. Data are mean ± SEM (*n* = 5 in WT and p38αΔ, *n* = 6 in p38αΔ + LY). Bars, 100 μm. **b** Cells were cultured in 0.5% FBS for 5 days in the presence or absence of TGF-β and/or the TGF-β inhibitor LY, which was added to the medium every 2 days. Relative mRNA expression levels for the endothelial markers Tie-1 and PECAM were analyzed by RT-PCR. Values are graphically represented in log2 scale and show the fold change versus WT. Data are mean ± SEM (*n* = 3). **c** MSCs were treated with TGF-β 1, 2, 3 antibody (2 μg ml^−1^) or mouse IgG1, as indicated. Tube formation in matrigel was evaluated 10 h later. The histogram shows the quantification of the branch length per field using ImageJ. Data are mean ± SEM (*n* = 4) Bars, 100 μm. **d** Cells were cultured in 0.5% FBS for 5 days in the presence or absence of TGF-β and/or the TGF-β 1, 2, 3 Antibody or mouse IgG1, which was added to the medium every 2 days. Relative mRNA expression levels for the endothelial markers Tie-1, PECAM and Ve-Cadherin were analyzed by RT-PCR. Values are graphically represented in log2 scale and show the fold change versus WT. Data are mean ± SEM (*n* = 3)

The results suggest that p38α prevents mesenchymal to endothelial differentiation by interfering with TGF-β/ALK5 signaling in MSCs, and identify TGF-β as a key regulator of the conversion of MSCs into endothelial cells.

### p38α regulates TGF-β-induced angiogenesis though JNK

Our results implicated TGF-β signaling in the mesenchymal-to-endothelial transition observed in p38α∆ MSCs, which correlated with increased Ser-208 phosphorylation in the Smad3 linker, indicating the activation of alternative non-Smad pathways. The Smad3 linker region contains several serine/threonine sites that can be potentially phosphorylated by MAPKs. It has been reported that p38α can negatively regulate JNK signaling^29^, and we found increased levels of both active JNK and its effector phospho-c-Jun in p38α∆ MSCs, both under basal conditions and in response to TGF-β (Supplementary Fig. 4a, b). TGF-β can induce activation of both JNK and p38α, which is thought to be mediated by TAK1. Moreover, TAK1 can be regulated by p38α through a negative feedback mechanism that limits p38α signaling and allows it synchronization with other TAK1-regulated pathways such as JNK signaling^30^. We found that ALK5 inhibition reduced the activation of both canonical and non-canonical TGF-β pathways (Fig. 6a). Moreover, TAK1 inhibition reduced JNK hyperactivation in TGF-β-treated p38α∆ MSCs (Fig. 6b), suggesting that defective negative regulation of TAK1 by p38α accounts for the observed increase in JNK activity.

**Fig. 6:**
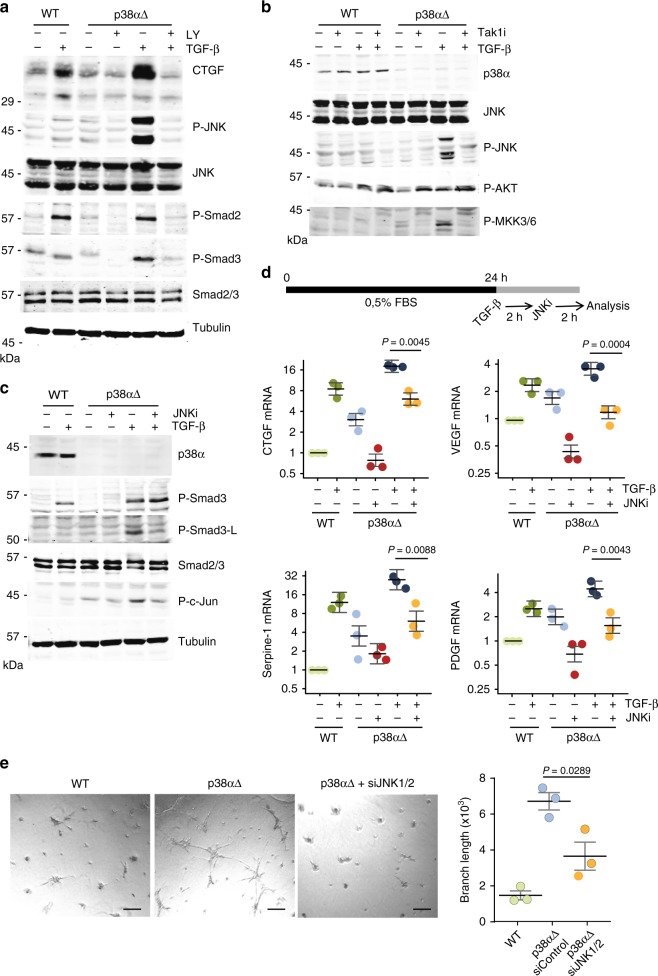
p38α regulates the expression of TGF-β target genes though the JNK pathway. **a** Starved MSCs were pre-treated with the TGF-β inhibitor LY 2157299 (LY, 1 nM) for 2 h and then with TGF-β for 20 h, and total protein lysates were analyzed by immunoblotting with the indicated antibodies. **b** MSCs were cultured in 0.5% FBS for 24 h, pre-treated with the TAK1 inhibitor (5*Z*)-7-Oxozeaenol (TAKi, 1 μM) for 2 h and then treated with TGF-β for 4 h. Total cell lysates were analyzed by immunoblotting with the indicated antibodies. **c** MSCs were cultured in 0.5% FBS for 24 h, pre-treated with the JNK inhibitor BI-78D3 (JNKi, 2 μM) for 2 h and then treated with TGF-β for 4 h more. Total cell lysates were analyzed by immunoblotting with the indicated antibodies. **d**, MSCs were cultured in 0.5% FBS for 24 h, and then TGF-β and/or BI-78D3 (JNKi, 2 μM) were added to the medium sequentially with a 2 h interval, as shown in the scheme. Relative levels for the indicated mRNAs were determined by qRT-PCR. Values are graphically represented in log2 scale and show the fold change versus WT. Data are mean ± SEM (*n* = 3). **e** WT and p38αΔ MSCs, as well as p38αΔ treated with JNK1 and JNK2 siRNAs were incubated in matrigel with 0.5% of FBS and tube formation was analyzed 20 h later. The histogram shows the average branch length per field in each case. Quantifications were performed using ImageJ. Data are mean ± SEM (*n* = 3). Bars, 100 μm

JNK signaling plays an important role in the stress response^29^, but this pathway has been also linked to endothelial cell proliferation and VEGF expression^16,31^. We tested the contribution of JNK signaling to the TGF-β-induced angiogenic program and capacity to form capillary-like structures observed in p38α∆ MSCs. We found that JNK inhibition impaired the TGF-β-induced phosphorylation of Ser-208 in the Smad3 linker (Fig. 6c), and decreased angiogenic gene expression in p38α∆ MSCs, both under basal conditions and in response to TGF-β (Fig. 6d and Supplementary Fig. 4c). Moreover, chemical inhibition or siRNA-mediated downregulation of JNK1 and JNK2 (Supplementary Fig. 4d) impaired capillary tube formation in matrigel by p38α∆ MSCs both under basal conditions and after TGF-β stimulation (Fig. 6e and Supplementary Fig. 4e). These results support a role for JNK in the mesenchymal to endothelial conversion of MSCs induced by TGF-β.

### Mesenchymal p38α negatively regulates tumor angiogenesis

Next, we analyzed the contribution of p38α in MSCs to tumorigenesis. We found that injection of nude mice with p38α∆ MSCs and HT29 colorectal cancer cells reduced the latency and increased the size of the tumors formed, in comparison with HT29 cells injected alone or with WT MSCs (Fig. 7a, b). Similar results were observed with CMT93 cancer cells (Supplementary Fig. 5a, b). We analyzed the tumors formed by HT29 cells, and observed that co-injection with p38α∆ MSCs increased cell proliferation but did not affect apoptosis in comparison with WT MSCs (Fig. 7c). Moreover, tumors formed by HT29 cells and p38α∆ MSCs showed elevated levels of phospho-Smad2 in tumor-associated stromal cells, indicating the induction of a stromal TGF-β response, which was not observed in tumors formed by HT29 cells alone or with WT MSCs (Fig. 6d). Of note, HT29 cells have homozygous *SMAD4* mutations and do not respond to TGF-β, yet this alteration does not prevent upstream signaling and nuclear accumulation of phospho-Smad2^32^. The increased TGF-β signaling in tumors with p38α∆ MSCs was accompanied by enhanced angiogenesis, while the number of SMA^+^ cells was reduced (Fig. 7e, f). These results suggest that tumors with p38α∆ MSCs are more prone to induce blood vessel formation but showed decreased expression of fibroblast markers, in agreement with the mRNA expression data (see above, Fig. 3d). Consistent with this idea, the conditioned media from HT29 cancer cells increased capillary formation and CD31 expression in p38α∆ but not WT MSCs (Supplementary Fig. 5c, d), whereas SMA expression was lower in p38α∆ MSCs (Supplementary Fig. 5e).

**Fig. 7:**
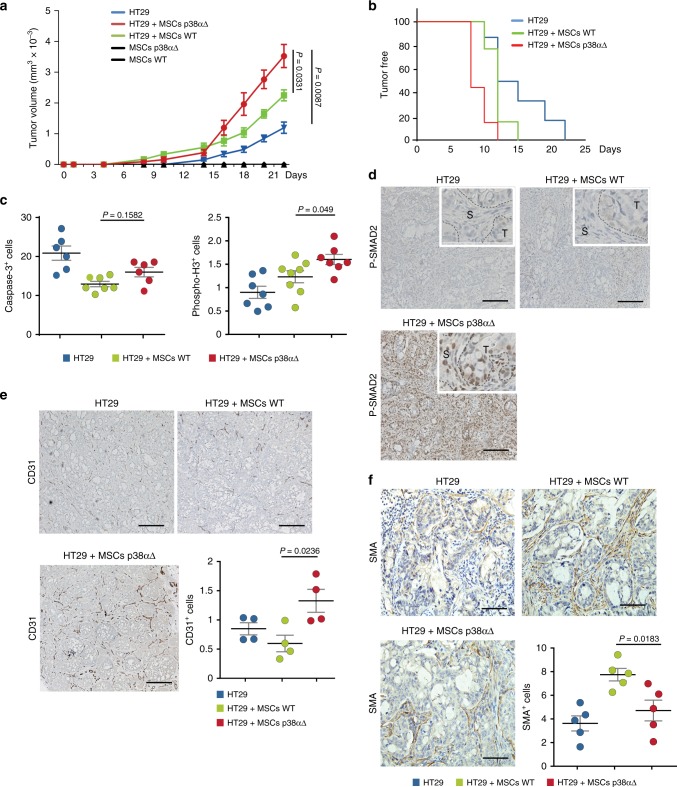
p38α-deficient MSCs enhance tumor formation and angiogenesis by colorectal cancer cells. **a** Growth kinetics of 2 × 10^6^ HT29 colon cancer cells subcutaneously implanted into nude mice either alone or together with 5 × 10^5^ WT or p38αΔ MSCs. As a control, MSCs were also implanted alone. Values are mean ± SEM (*n* = 8 tumors). **b**, Kaplan-Meier curves for the mice in (**a**). **c** Quantification of the number of Caspase-3^+^ cells per field and of the area covered by phospho-Histone 3^+^ cells (percentage per field) as markers of apoptosis and proliferation, respectively, in tumors obtained as in (**a**). Data are mean ± SEM (*n* = 6 or 7 tumors). **d** Phospho-Smad2 antibody staining of tumors obtained as in **a**. T, tumor; S, stroma. Bars, 100 μm. **e** CD31 antibody staining of tumors obtained as in (**a**). Bars, 100 μm. The percentage of CD31^+^ cells among the total number of cells per field was quantified using ImageJ. Data are mean ± SEM (*n* = 4 tumors). **f** SMA antibody staining of tumors obtained as in (**a**). Bars, 100 μm. The number of SMA^+^ cells per field was quantified using ImageJ. Data are mean ± SEM (*n* = 5)

### Detection of perivascular MSCs in mouse colon

Given the importance of angiogenesis for inflammation, we choose a model of inflammation-associated colon tumorigenesis to investigate the function of p38α in the mesenchymal to endothelial transition in vivo.

We generated p38αΔ^FSP1^ mice bearing *Mapk14*^lox/lox^ alleles and the Fibroblast-specific protein 1 (FSP1)-Cre transgene, which is active in a large subset of fibroblasts^33^. As a control, we used FSP1-Cre mice that are WT for p38α. These mice also contained a Cre-inducible Tomato-GFP reporter transgene^34^, so that cells normally express Tomato but upon FSP1-Cre expression the Tomato cassette is excised allowing the irreversible expression of the GFP that marks FSP1^+^ cells and their progeny.

Perivascular cells displaying MSC characteristics have been identified based on the expression of CD146 (M-CAM) and PDGFRB^2,3^. We observed that PDGFRB^+^ GFP^+^ cells sorted from normal colon mucosa of WT and p38αΔ^FSP1^/Tomato-GFP mice represented about 66% of the total GFP^+^ population (Supplementary Fig. 6a). Moreover, PDGFRB^+^ GFP^+^ cells showed substantial deletion of the floxed exon2 of *Mapk14* confirming that FSP1-Cre induces p38α downregulation in the mesenchymal cell compartment (Supplementary Fig. 6b).

To ascertain that FSP1-Cre was expressed in pericyte-like cells, we stained colon sections from FSP1-Cre/Tomato-GFP mice both with GFP and with antibodies to CD31 to identify endothelial cells. We found GFP^+^ cells located around the blood vessels in the perivascular zone of large arteries, arterioles and microvascular capillaries from normal colon tissue (Fig. 8a), suggesting a MSC-like identity. Consistent with this idea, PDGFRB and CD146 co-expressed with GFP in perivascular locations around the tunica media layer of large arteries and arterioles labeled with CD31 (Supplementary Fig. 6c). Analysis by FACs showed that about 48% of the GFP^+^ cells in colons from FSP1-Cre/Tomato-GFP mice expressed PDGFRB and CD146 (Supplementary Fig. 6d). These results indicate that GFP^+^ (i.e., FSP1 expressing) cells from colon tissue express perivascular markers in vivo and are located in the vascular wall. FSP1 is considered a marker of mesenchymal cells in different organs undergoing tissue remodeling and has been used to identify fibroblasts, however FSP1^+^ cells have been reported to express F4/80 and other markers of the myeloid-monocytic linage^35^. We found that only about 2% of FSP1-GFP^+^ cells co-expressed CD31 and CD45 in basal conditions, and no co-expression of CD68 (macrophage) and endothelial markers was found in blood vessel cells. These results indicate that, under our experimental conditions, FSP1 is barely expressed in macrophages, and also show that macrophages are not incorporated in the colon tissue vasculature (Supplementary Fig. 6e, f).

**Fig. 8:**
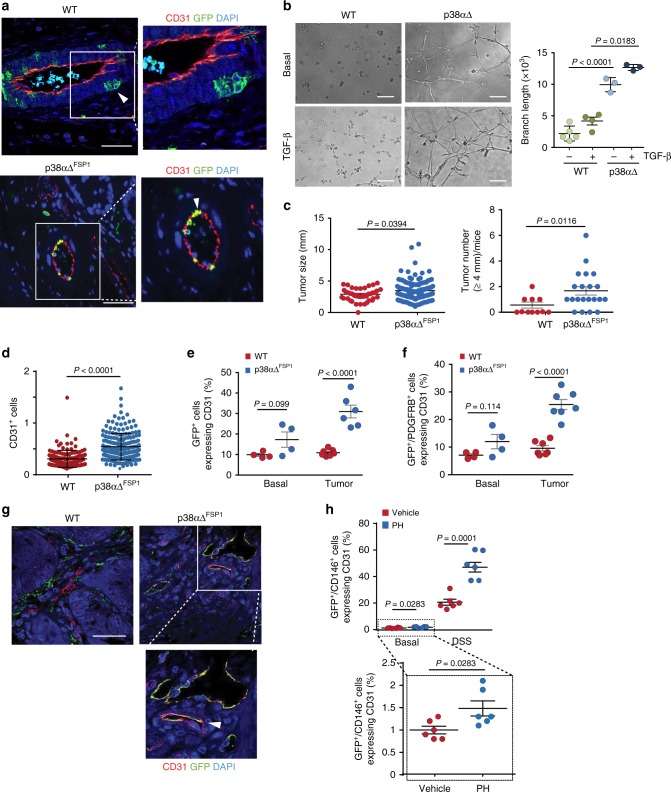
p38α regulates colon tumor angiogenesis and the expression of endothelial markers by PDGFRB^+^ mesenchymal cells. **a** Colons from non-treated WT and p38αΔ^FSP1^ Tomato-GFP mice were immunostained with antibodies for GFP (green) and CD31 (red). Co-staining is indicated by white arrowheads. Bars, 100 μm. The right panels show higher magnifications. **b** PDGFRB^+^/CD146^+^ colon perivascular cells were seeded in matrigel in the presence or absence of TGF-β and tube formation was determined 16 h later. The histogram shows the quantification of branch lengths. Bars, 100 μm. Data are mean ± SEM (*n* = 4 WT, *n* = 3 p38αΔ). **c** Tumor sizes and number of tumors larger than 4 mm formed in WT and p38αΔ^FSP1^ mice treated with AOM/DSS. Data represent mean ± SEM (*n* = 11 WT, *n* = 21 p38αΔ^FSP1^ mice). **d** Colon sections from WT and p38αΔ^FSP1^ Tomato-GFP mice were stained for CD31. Bars, 100 μm. The percentage of CD31^+^ cells in the total number of cells per tumor area was quantified on pictures taken from colon tumors. Data represent mean ± SEM (*n* = 8 WT, *n* = 9 p38αΔ^FSP1^ mice). **e** Quantification by FACS of the percentage of GFP^+^ cells expressing CD31 in normal colons (Basal) and in tumors. Data are mean ± SEM (*n* = 4 Basal, *n* = 7 WT, *n* = 6 p38αΔ^FSP1^ tumors). **f** Quantification by FACS of the percentage of cells expressing both GFP and PDGFRB that also express CD31 in normal colons (Basal) and colon tumors from WT and p38αΔ^FSP1^ Tomato-GFP mice. Data are mean ± SEM (*n* = 4 Basal, *n* = 7 Tumor). **g** Colon tumors from WT and p38αΔ^FSP1^ Tomato-GFP mice were immunostained for GFP and CD31. Co-staining is indicated by a white arrowhead. Bars, 100 μm. The right panel shows a higher magnification of the indicated area. **h** Quantification by FACS of the percentage of colon cells expressing GFP and CD146 that also express CD31. PDGFRB-Cre-ERT2/ Tomato-GFP mice were treated with 4-OHT and then either with the p38α inhibitor PH797804 (PH) or vehicle followed by DSS for 5 days, as indicated. Data are mean ± SEM (*n* = 6)

Furthermore, we sorted PDGFRB^+^ and CD146^+^ cells from colon tissue of UBC-Cre-ERT2 mice (Supplementary Fig. 6g), which were then cultured and treated with 4-OHT to delete p38α (p38α∆). Treatment with TGF-β induced Smad2 phosphorylation to similar extents in WT and p38α∆ perivascular cells (Supplementary Fig. 6f). Strikingly, we found that p38α∆ but not WT perivascular cells were able to form tube-like structures in matrigel, which was enhanced by TGF-β treatment (Fig. 8b). Taken together, these results suggest a similar role for p38α in the regulation of TGF-β -induced capillary tube formation ex vivo in both perivascular cells from colon and MSCs.

### p38α-null mesenchymal cells adopt endothelial fate in vivo

MSCs in the perivascular niche may become activated upon organ injury and support tissue regeneration^36^. Therefore, we investigated the contribution of MSCs to vasculature formation in a model of inflammation-associated colon tumorigenesis.

To address the implication of p38α in the mesenchymal to endothelial cell differentiation in vivo, p38αΔ^FSP1^ mice were treated with AOM/DSS to induce colon tumors. In response to DSS, p38αΔ^FSP1^ mice showed enhanced body weight loss compared with WT littermates, suggesting enhanced epithelial damage in mice with p38α downregulation in FSP1^+^ cells (Supplementary Fig. 7a). At the end of the treatment, p38αΔ^FSP1^ mice showed more macroscopic colon tumors (Supplementary Fig. 7b), as well as increased average tumor size and more tumors larger than 4 mm (Fig. 8c). Moreover, tumors from p38αΔ^FSP1^ mice showed increased staining with CD31 antibodies (Fig. 8d and Supplementary Fig. 7c). We also found increased levels of phosphorylated Smad2 in the tumor stroma of p38αΔ^FSP1^ mice (Supplementary Fig. 7d), consistent with a local upregulation of TGF-β signaling in stromal cells. Taken together, these data show that p38α downregulation in the mesenchymal cell compartment leads to increased angiogenesis and colon tumor formation.

To test whether p38αΔ MSCs undergo mesenchymal-to-endothelial transition during tumorigenesis in vivo, we analyzed the expression of endothelial markers in FSP1-Cre/Tomato-GFP mice. In untreated mice, we detected GFP^+^ mesenchymal cells expressing CD31 or Ve-Cadherin in the blood vessel from colon of p38αΔ^FSP1^ mice whereas in WT mice GFP was expressed in perivascular areas (Fig. 8a and Supplementary Fig. 7e). Analysis by FACS showed that colon tissue from p38αΔ^FSP1^ mice contained a higher proportion of GFP^+^ cells expressing CD31 either alone (Fig. 8e and Supplementary Fig. 7e) or together with PDGFRB (Fig. 8f and Supplementary Fig. 7f). Moreover, we estimated that 11% of endothelial cells from p38αΔ^FSP1^ mice expressed GFP (Supplementary Fig. 7g).

We also investigated the co-expression of GFP with endothelial markers in FSP1-Cre/Tomato-GFP mice treated with AOM/DSS to induce colon tumors. Blood vessels co-expressing GFP and CD31, Ve-Cadherin, eNOS or CD105^37^ were observed in the colon tumors from p38αΔ^FSP1^ but not WT mice (Fig. 8g and Supplementary Fig. 8a, b). These results were confirmed by FACS analysis, which also showed a high proportion of GFP^+^ cells expressing CD31 either alone or together with PDGFRB in colon tumors from p38αΔ^FSP1^ mice (Fig. 8e, f). We also used mice expressing PDGFRB-Cre-ERT2^38^ and the Tomato-GFP reporter as an alternative model to confirm that p38α regulates the mesenchymal to endothelial cell differentiation in vivo. For these experiments, adult mice (p38α WT) were treated with 4-OHT to induce Cre activation, and then DSS was administered to induce epithelial damage in the presence or absence of the p38α inhibitor PH797804 (Supplementary Fig. 8c). Activation of Cre in the perivascular zone was confirmed by staining colon sections from untreated PDGFRB-Cre-ERT2/Tomato-GFP mice with both GFP and CD31 antibodies (Supplementary Fig. 8d). FACs analysis showed that in colons from non-treated mice, only about 1% of the GFP^+^ cells co-expressed CD31 and CD146 (Fig. 8h). Treatment with PH797804 slightly but significantly increased the number of triple positive cells (GFP^+^ CD31^+^ CD146^+^) detected by FACs in untreated colons (Fig. 8h). Moreover, we found more GFP^+^ perivascular cells expressing CD31 in the blood vessels of colons from PH797804-treated mice (Supplementary Fig. 8d). Interestingly, treatment of mice with DSS substantially increased the number of GFP^+^ cells expressing CD31 and CD146 (Fig. 8h and Supplementary Fig. 8e). The proportion of GFP^+^ CD31^+^ CD146^+^ cells further increased in colons from mice treated with both DSS and PH797804, which correlated with more GFP^+^ CD31^+^ cells incorporated into the vessels of damage areas (Supplementary Fig. 8f). These results support that mesenchymal cells can switch into endothelial-like cells when the colon is damaged, and this process is potentiated by p38α inhibition.

## Discussion

In the early stages of colorectal tumorigenesis, the tumor stroma shows increased expression of pro-angiogenic factors and downregulation of anti-angiogenic factors, which allow the initiation of neovascularization. We have found that p38α signaling controls the angiogenic switch by negatively regulating new vascularization in mouse models and PDXs of colon tumorigenesis. These observations are aligned with previous results showing that excessive p38α activation reduces pathological neoangiogenesis in the retina of mice with endothelial-specific Atm deficiency^15^.

The vascular cells in adult blood vessels were considered to be terminally differentiated and relatively quiescent, but several investigations have identified a vasculature reservoir of potential progenitor cells. These include perivascular cells expressing MSC markers and retaining multi-lineage potential ex vivo^2,3^. However, it has been recently suggested that the plasticity of endogenous pericytes observed ex vivo or following transplantation in vivo arises from the manipulation of cells^4^. Our results show that MSCs induce angiogenesis not only by promoting migration and invasion of endothelial cells but also by acquiring endothelial cell characteristics, and these processes are negatively regulated by p38α signaling. Moreover, silencing p38α enhances the co-expression of perivascular and endothelial markers in tumor vasculature.

TGF-β has an important pro-tumoral effect in human colorectal tumors^25,39^. The induction of angiogenesis is key for tumor progression, and several studies have illustrated pro-angiogenic effects of TGF-β^40,41^. Interestingly, expression profiling reveals that TGF-β-treated p38α∆ MSCs display enhanced expression of angiogenic genes, and acquire features of endothelial cells in human colorectal tumors. We show that the acquisition of endothelial characteristics observed in p38α∆ MSCs correlates with TGF-β release and increased Smad3 phosphorylation, which can be impaired by ALK5 receptor inhibition or by a TGF-β neutralizing antibody. Overall, our results suggest that TGF-β induces the commitment of MSCs to endothelial cells through the ALK5 receptor, and illustrates a feedback loop by which p38α negatively regulates ALK5 signaling.

Phosphorylation of the Smad C-terminus is key for activation, but additional phosphorylations in the linker region can also positively and negatively regulate Smad function. Interestingly, p38α∆ MSCs showed enhanced phosphorylation of Ser-208 in the Smad3 linker, which can be phosphorylated by JNK. Phosphorylation of the Smad3 linker has been reported to facilitate nuclear translocation, transcriptional activation and interaction with coactivators^42,43^. Previous reports have described the crosstalk between the p38α and JNK pathways at several levels^29,44^. We show that p38α negatively regulates JNK activation in MSCs, probably by inhibiting TAK1. The balance between JNK and p38α signaling determines cell fate in response to various stress stimuli^45,46^, and JNK mediates angiogenesis by regulating VEGF^17^. Therefore, we hypothesize that the enhanced TGF-β and JNK-dependent angiogenic program observed in MSCs could be mediated by the cooperation between AP-1 and Smad3/Smad4 transcriptional activities^13,47^.

TGF-β upregulation correlates with poor prognosis, increased tumor growth and angiogenesis in several cancers. Conversely, TGF-β signaling antagonists reduce tumor growth and metastasis^10,39^. We show that p38α signaling in mesenchymal cells negatively regulates tumor growth, angiogenesis and the TGF-β response both in colon cancer xenografts and mouse models. The enhanced angiogenesis induced by p38α inhibition correlates with the commitment of MSCs to an endothelial phenotype rather than to the myofibroblasts that normally originate from MSCs in perivascular locations^3,5^. As a consequence, p38α inhibition leads to the downregulation of fibroblast markers with concomitant upregulation of pro-angiogenic factors.

FSP1 was originally proposed as fibroblast-specific marker^33^. Using a Tomato-GFP reporter, we show that FSP1^+^ cells in the colon are located in the perivascular niche and express MSC markers. Our genetic analysis using p38αΔ^FSP1^/Tomato-GFP mice indicates that p38α downregulation induces the formation of new vasculature and stimulates the transdifferentiation of resident PDGFRB^+^FSP1^+^ cells into endothelial-like cells during colon tumorigenesis in vivo. Since myeloid cells and lymphocytes infiltrating injured tissues can express FSP1^35^, we used mice PDGFRB-Cre-ERT2/Tomato-GFP to confirm that mesenchymal cells acquire an endothelial-like phenotype in response to DSS-induced intestinal damage. In these experiments, PDGFRB-Cre-ERT2 was activated in perivascular cells of adult mice, avoiding the possible labelling of other cell populations during embryogenesis, as reported in the developing heart^38^, which could confound the interpretation of results. Furthermore, p38α negatively regulates the vasculogenic properties of PDGFRB^+^CD146^+^ perivascular cells from mouse colon ex vivo. Overall, our results indicate that mesenchymal cells can differentiate into endothelial cells during colon tissue repair and tumorigenesis. The mesenchymal-to-endothelial transition has been proposed to occur in cardiac fibroblasts contributing to neovascularization of the injured heart^48^, but this was later challenged using different tools^49^. It is worth mentioning that in our study p38α downregulation plays a key role in the mesenchymal to endothelial conversion.

Diverse progenitor cells probably exist in adult wall vasculature, and may partly account for the phenotypic and functional heterogeneity observed in homeostasis and disease conditions^1^. Moreover, it has been reported that isolated Tbx18^+^ pericytes have the potential to differentiate ex vivo but not in vivo^4^. These observations highlight the importance of the endogenous niche to regulate the differentiation potential of progenitor cells, suggesting the existence of specific signaling pathways/gene regulation programs that modulate cell fate decision of perivascular progenitors. Our results indicate a key role for p38α restraining the angiogenic program in mesenchymal cells, including their conversion to an endothelial-like phenotype. This p38α function is mediated by the downregulation of TGF-β and JNK signaling, which are both required for these processes. Thus, TGF-β produced by the tumor microenvironment may control the angiogenic switch through the regulation of MSC function, which triggers angiogenesis by promoting migration and invasion of endothelial cells, as well as by providing a novel source of endothelial cells.

In summary, the interplay between p38α and TGF-β/JNK signaling emerges as a new mechanism that regulates the response to angiogenic cues and cell fate decision of mesenchymal/perivascular cells in injured tissues and tumors (Fig. 9). We propose that changes in p38α activity, which could be induced by signals from the niche, may in turn regulate the TGF-β-induced pro-angiogenic response through the JNK pathway. Recruitment and proliferation of endothelial cells are critical for tumor growth, and our findings highlight the importance of p38α signaling modulation to control not only the production of pro-angiogenic factors that enhance tumor angiogenesis but also the incorporation of mesenchymal-derived endothelial cells into the tumor vasculature, both mechanisms are intrinsically associated and are likely to contribute to angiogenesis in colon tumors as well as in damage tissue.

**Fig. 9:**
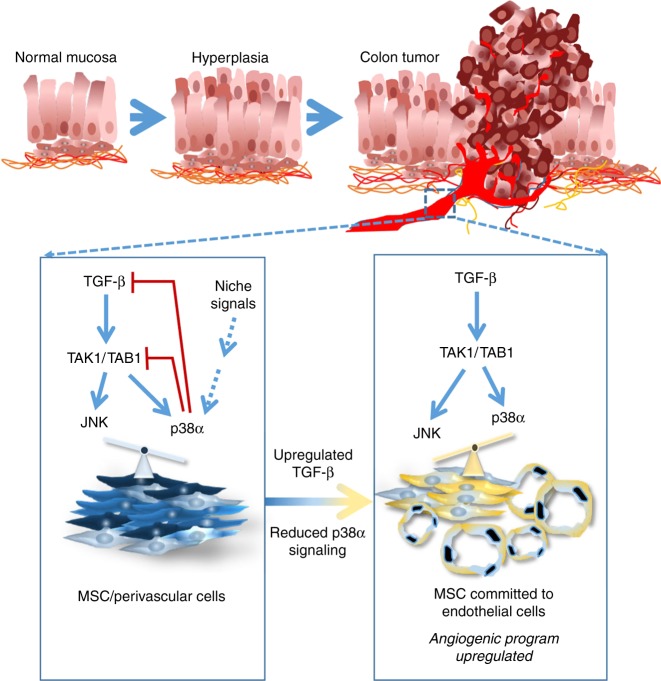
Schematic illustration of the interplay between p38α and TGF-β/JNK signaling that regulates angiogenic cues and cell fate decision of mesenchymal/perivascular cells in injured tissues and tumors. See main text for details

## Methods

### Mice

The floxed allele of *Mapk14* encoding p38α^50,51^ was combined with the UBC-Cre-ERT2^52^, FSP1-Cre^33^, PDGFRB-Cre-ERT2^38^ and with the lineage reporter Tomato/GFP inserted into the Rosa26 locus^34^. Mice used for experiments were maintained in C57BL/6 J background and were homozygous for *Mapk14*^lox^ and Tomato/GFP, and heterozygous for the different Cre lines. Control mice were homozygous for Tomato/GFP and heterozygous for Cre. Mice were housed according to national and European Union regulations, and protocols were approved by the animal care and use committee of Barcelona Science Park (CEEA-PCB). Genotyping was performed by PCR using 25 ng of tail genomic DNA and the following PCR conditions 94 °C for 5 min, 94 °C for 30 s, 55 °C for 45 s, 72 °C for 30 s, step 2-4 for 35 cycles, 72 °C for 10 min, and 4 °C forever. PCR products were resolved by agarose gel electrophoresis. The primers used were for Cre (amplicon size 520 bp) Fw: ACGAGTGATGAGGTTCGCAAG and Rv: CCCACCGTCAGTACGTGAGAT, and for *Mapk14* amplicon sizes are 121 bp for the WT and 188 bp for the floxed alleles) Fw: ATGCTACTGTCTGCGCCTCTCT and Rv: CAGCTTCTTAACTGCCACACGA and for Tomato-GFP (amplicon size 284 for mT/mG and 297 for WT) Fw: CTCTGCTGCCTCCTGGCTTCT; Rv: CGAGGCGGATCACAAGCAATA Rv: TCAATGGGCGGGGGTCGTT.

### Induction of tumors in mice

Colitis-associated colon tumors were induced as previously described^19^. Briefly, 8-week-old mice were injected i.p. with AOM (10 mg kg^−1^ per mice, Sigma # A5486). Five days after the AOM injection, mice were fed for 5 days with 2% DSS (w/v) (MP Biochemicals 216011090 MW, 36,000–50,000 Da) ad libitum in the drinking water, which was followed by 14 days of normal drinking water. The DSS treatment was repeated for two additional cycles. On day 100, the colon was removed, flushed with PBS and opened longitudinally. Macroscopically visible tumors were counted and measured. Colon sections were fixed in 10% formalin and paraffin embedded for immunohistochemical analysis, or directly frozen for immunoblot and RNA analysis.

For tumor xenografts, 2 × 10^6^ HT29 cells (ATCC HTB-38™) or CMT93 cells (ATCC CCL-223™), previously tested for mycoplasm contamination, were combined with 5 × 10^5^ WT or p38αΔ MSCs and subcutaneously injected into the flanks of 8-week-old athymic nude mice (Harlan). Tumor growth was followed every other day after the first week. Mice were sacrificed by cervical dislocation when the group of faster growing tumors reached about 3 cm^3^ (calculated by the ellipsoid volume, usually 4 to 10 weeks after the injection, depending on the cell line used), the tumor area was collected, fixed in formalin, and embedded in paraffin.

### Induction of colitis in mice

Adult p38α WT mice (8 weeks old) were treated with 4-OHT for 5 days to induce PDGFRB-Cre-ERT2 activation and expression of the GFP reporter, and 9 days later started to be treated daily with the p38α inhibitor PH797804 or vehicle until the end of the experiment (Supplementary Fig. 8c). Four days after initiation of the PH797804 treatment, DSS was administered ad libitum in the drinking water for 5 days. Mice were sacrificed two days after finishing the DSS treatment, the colon was removed, flushed with PBS and either opened longitudinally, fixed in 10% formalin and paraffin embedded for immunohistochemical analysis, or directly processed for FACs analysis as mentioned below.

### MSC culture, differentiation assays, and treatments

Murine MSCs were obtained as indicated^53^ from *Mapk14*^lox/lox^;UBC-Cre-ERT2 mice and were cultured in Dulbecco-modified Eagle’s medium (DMEM) plus 10% fetal bovine serum (FBS). Immortalization was performed using a standard 3T3 protocol, and immortalized cells were tested for mycoplasm contamination weekly. Surface markers of MSCs, endothelial cells and leukocytes were analyzed by flow cytometry using the antibodies indicated in Supplementary Table 1. WT MSCs were incubated with 5% FBS in PBS for 30 min at RT, followed by incubation with the indicated antibodies on ice, and washed with PBS + 5% FBS. Samples (10,000 events) were analyzed using a FACS Aria 2.0 (BD Biosciences) flow cytometer and the FlowJo software.

To induce deletion *Mapk14* deletion and the downregulation of p38α, MSCs were treated for 2 days with 1 μM of 4-OHT (Sigma #H7904). When indicated, cells with treated with TGF-β (5 ng/ml, Peprotech #100-21), the p38 MAPK inhibitors PH797804 (1 μM, Selleckchem #S2726), BIRB0796 (200 nM, Axon Medchem #AX1358) and SB203580 (10 μM, Axon Medchem #AX1363), the TAK1 inhibitor (5*Z*)-7-Oxozeaenol (1 μM), the JNK inhibitors BI-78D3 (2 μM, Sigma #B3063) and SP600126 (20 μM, Calbiochem # 420119), or the TGF-β inhibitor LY 2157299 (1 nM, provided by Eduard Batlle)^54^.

Osteogenic differentiation of MSCs was induced by adding 1 μM dexamethasone (Sigma #D4902), 10 mM β-glycerophosphate (Sigma #G9422) and 50 μM L-ascorbic acid-2-phosphate (Sigma #A4544) to a confluent culture for 3 days. Cells were cultured in DMEM plus 10% FBS for 10 additional days and stained with Alizarin Red (Sigma #A5533). For adipogenic differentiation, cells were incubated with 1 μM dexamethasone, 0.1 mg/ml Insulin (Sigma #I9278), 1 mM 3-isobutyl-1-methylxanthine (Sigma #I5879) in DMEM plus 10% FBS. Stimulation for adipogenic differentiation was started when cells reached full confluency: cells were grown for three days in induction medium, five days in maintenance medium (DMEM plus 10% FBS and 0.1 mg ml^−1^ of insulin) and switched again to the induction medium for three additional days. After 14 days, adipocyte differentiation was assessed staining with by Oil Red-O (Sigma #O0625).

For angiogenesis assays in matrigel, starved MSCs or perivascular cells (PGFR^+^CD146^+^) isolated by FACs from mouse colons as indicated below, were cultured (1 × 10^4^ per cm^2^) for up to 20 h at 37 °C, 5% CO_2_ on Growth Factor Reduced Matrigel Basement Membrane Matrix (BD Biosciences# 356231) using coated 48 wells plates. For angiogenesis assays in 3D collagen gels, 2 × 10^4^ starved MSCs were cultured for 2 days at 37 °C, 5% CO_2_ on Collagen I Rat Tail (Corning #354236) using coated 48 wells plates and later cells were stained with Flourescein Phalloidin (Thermo Fisher#F432 ;1:40 1 h RT) to detect the lumens. Angiogenesis assays were quantified using an ImageJ-Fiji macro (http://image.bio.methods.free.fr/ImageJ/?Angiogenesis-Analyzer-for-ImageJ&lang=en).

### Cell migration and invasion assays

Cell migration was assayed in 48-well modified Boyden chambers (BD Bioscience #353097) and cell invasion in matrigel invasion chambers (BD Bioscience 354480). The lower wells of the modified Boyden chamber were filled with DMEM 0.5% FBS or conditioned medium from WT or p38α∆ MSCs. Immortalized H5V endothelial cells^55^ were tested for mycoplasm contamination and grown to 50–75% confluency, released with trypsin-EDTA, and resuspended in DMEM 0.5% FBS at a concentration of 10^6^ cells/ml. These cells were added to the upper wells at 2 × 10^4^ cells/well and migration or invasion to the underside of the filters were measured after 6 h or 16 h at 37 °C, respectively.

### Co-cultures of MSCs and endothelial cells

To evaluate the effect of MSCs on the ability of endothelial cells to form capillary-like structures, single-cell suspensions were seeded as mixtures. Co-cultures were established using a 1:1 ratio of H5V endothelial cells pre-stained with Cell tracker Red (Invitrogen #C34552) and MSCs pre-stained with Cell tracker Green (Invitrogen #C7025), and were grown in DMEM 10% FBS. Pictures were taken using a Confocal Microscope Leica SPE.

### AcLDL uptake assay

MSCs were starved overnight and Alexa Fluor® 488 AcLDL (Invitrogen #L23380) was added and 4 h later cells were fixed and analyzed with a Confocal Microscope Leica SPE.

### Detection of TGF-β by ELISA

Supernatants derived from MSCs were collected, centrifuged at 7500 × g for 5 min at 4 °C to remove dead cells and cellular debris, and diluted 1:4 for analysis using the mouse Mouse TGF-β1 DuoSet ELISA kit following the manufacturer’s instructions (R&D Systems # DY1679-05).

### Preparation of protein lysates and immunoblotting

MSCs, colon perivascular cells were lysed in RIPA buffer containing 1% NP40, 150 mM NaCl, 50 mM Tris HCl pH 7.5, 2 mM EDTA, 2 mM EGTA, protease inhibitor cocktail (Roche, #11873580001), 20 mM sodium fluoride, 2 mM PMSF, 2 μM microcystin, 2 mM sodium orthovanadate, 1 mM DTT. Protein samples were quantified using the Bradford system (Sigma #B6916), and 40–80 μg of total protein lysates were fractionated by 10% or 12% SDS-PAGE and analyzed by immunoblotting. Alexa Fluro 680 or 800-conjugated secondary antibodies were used for 1 h at RT before visualization using the Odyssey Infrared Imaging System (Li-Cor, Biosciences). Anti-tubulin, GAPDH or Lamin A/C were used as loading controls. The primary and secondary antibodies and the dilutions used are listed in Supplementary Table 2.

### Immunohistochemistry and immunofluorescence

For immunohistochemistry analysis, paraffin-embedded sections from mouse colons and AOM/DSS-induced tumors obtained as indicated above, and sections from colorectal tumor PDXs^20^ were stained with the antibodies listed in Supplementary Table 3.

Immunofluorescence staining on paraffin sections was performed using the antibodies listed in Supplementary Table 3. The samples were visualized with Confocal Microscope Leica SPE or Zeiss LSM. Quantifications were performed using ImageJ-Fiji macro. See Code availability.

### Quantitative real-time PCR

RNA was obtained from MSCs, colon fibroblasts or colon segments, using PureLink RNA kit (Ambion #12183018A) and treated with DNase (Roche #04716728001). RNA (1 μg) was reverse transcribed using a Super script II Reverse Transcriptase (Invitrogen #18064-014) with Random primers (Invitrogen #48190- 011). qRT-PCR was performed in triplicates using 50 ng of cDNA and SYBR green (Bio-Rad #1708886) on a Bio-Rad C1000 thermal cycler machine. Relative quantities (∆ cycle threshold values) were obtained by normalizing against GAPDH. The primers are listed in Supplementary Table 4.

### Fractionation of cytoplasmic and nuclear proteins

WT and p38αΔ MSCs were plated at subconfluent conditions on a 100 mm-tissue cultured dish. Cells were maintained with DMEM (0.5% FBS) and were either untreated or treated with TGF-β (5 ng ml^−1^) for 20 h. The next day, cells were collected in 10 mM Hepes pH 7.5, 10 mM KCl, 5 mM MgCl_2_ and protease inhibitors (Buffer A). Cell lysates were incubated for 15 min on ice. NP-40 was added to a final concentration of 0.3% followed by an incubation of 10 min on ice. Cell lysates were centrifuged at 3500 rpm and the supernatant was collected as cytoplasmic fraction. The pellet was washed once in Buffer A and was resuspended in 20 mM Hepes pH 7.5, 200 mM NaCl, 1% NP-40, protease inhibitors and DNAse 2-3 U per μl (Buffer B) and incubated for 30 min at 37 °C. Lysates were centrifuged at 14000 rpm and the supernatant was collected as nuclear fraction.

### TGF-β pathway reporter assay

The synthetic CAGA-LUC reporter containing 12 tandem copies of the Smad-binding element^56^ (a gift from Eduard Batlle, IRB Barcelona) was transfected in MSCs together with *Renilla reniformis* luciferase (RLluc). After 32 h, MSCs were treated with TGF-β (5 ng/ml) and 16 h later the promoter activity was measured. The reference control activity was measured using the Dual Luciferase Reporter Assay System (Promega #E1910), according to the manufacturer’s instructions. Luc activity was normalized by RLluc activity.

### Analysis of *Mapk14* deletion

Genomic DNA was isolated using standard phenol-chloroform extraction from sorted populations of PDGFRB^+^ pericytes from colon tumors, and analyzed by qPCR with primers specific for exon 2 (floxed) and exon 12 (as a control) of the *Mapk14* gene encoding p38α. Relative amount of exon 2 versus exon 12 was determined. Primers are indicated in the two bottom rows of Supplementary Table 4.

### Colon disaggregation, mesenchymal cell isolation, and FACS analysis

Colons were dissected, opened longitudinally and washed with cold PBS, incubated with 8 mM EDTA at 37 °C for 15 min. Supernatants were centrifuged at 1200 rpm for 5 min at 4 °C, and pelleted cells were digested with Dispase II (0.5 mg/ml, Roche #04942078001) at 37 °C for 25 min to isolated epithelial cells. To obtain lamina propria (mesenchymal and leukocytes cells) colon pieces after EDTA incubations were collected, cut into small pieces (2–3 mm) and digested with mix of collagenase A (1.75 mg/ml, Roche #10103586001) (0.05 mg/ml, Sigma #D4263) at 37 °C for 45 min. To quantify different cell populations, single-cell suspensions from both purifications were co-stained with pan-leukocyte antigen CD45-APC, CD31-PE-Cy7 for endothelial cells or PDGFRB-APC and CD146 PerCP/Cy5.5 for mesenchymal/perivascular cells, and analyzed on FACS Aria 2.0 (BD Biosciences). Antibodies are listed in the Supplementary Table 1. Cells were selected in the forward scatter/side scatter (FSC/SSC) dot plot and then gated to exclude cellular aggregates in the FSC/FSC dot plot. Gates for GFP and Tomato cells were set to compare the expression of endothelial and perivascular markers in different conditions. As negative control, a sample with no detectable fluorochrome expression was used.

### siRNA-mediated knockdown

Validated siRNAs to target Mapk8 (JNK1) and Mapk9 (JNK2) were obtained from Ambion (#188651 and #73119). As a control, we used the siRNA Negative Control #1 (4390843). MSCs were transfected with 50 nM siRNAs using DharmaFECT-1 buffer (Cultek # T-2001-02) and 48 h later were analyzed by immunoblotting or in capillary-like tube formation assays.

### Microarray procedure

Total RNA was extracted from MSCs using PureLink RNA kit (Ambion #12183018 A) and 25 ng were amplified using the TransPlex® Complete Whole Transcriptome Amplification Kit (WTA2, Sigma Aldrich). The cDNA (8 μg) was subsequently fragmented and labeled using GeneChip Human Mapping 250K Nsp Assay Kit (Affymetrix,Santa Clara, CA) according to manufacturer’s instructions, and was hybridized to the Affymetrix® MG-430 PM Array for 16 h at 45 °C. Washing, staining and scanning of microarrays was performed using a GeneAtlas Fluidics station and scanner (Affymetrix).

### Microarray processing

Microarray samples were processed using packages affy^57^ and affyPLM from R^58^ and Bioconductor^59^. Raw cel files were normalized using RMA background correction and summarization^60^. Standard quality controls were performed in order to identify abnormal samples and relevant sources of technical variability regarding: (a) spatial artifacts in the hybridization process (scan images and pseudo-images from probe level models); (b) intensity dependences of differences between chips (MvA plots); (c) RNA quality (RNA digest plot); (d) global intentisity levels (boxplot of perfect match log-intensity distributions before and after normalization and RLE plots); (e) anomalous intensity profile compared to the rest of samples (NUSE plots, Principal Component Analyses). No samples were excluded according to the results of these quality control checks. 

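The control probesets of the arrays were read as a further check. The spiked hybridization controls averaged 9.62 to 9.87 on the log2 scale in the 4 arrays numbered 1 and 8.85 to 9.50 in the other 8 (exact two-sided permutation p = 0.00202, 4 against 8). The difference between 3' and 5' probesets, which can grow when RNA is degraded, was −0.10 to 0.14 against 0.14 to 0.29 for pyruvate carboxylase (exact permutation p = 0.00202). For Gapdh it was 0.02 to 0.09 against 0.03 to 0.13 (exact permutation p = 0.838) and for actin −0.13 to −0.02 against −0.09 to −0.00 (exact permutation p = 0.0808). All 12 arrays were used, with medians of 4.22 to 4.27.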

Chip probeset were annotated using the information provided by Affymetrix.

### Differential gene expression analysis

Group comparisons in microarray experiments were performed using a linear model with empirical shrinkage^61^ as implemented in the limma R package^62^. Potential sources of technical variability were included in these models as covariates (scanning batch for MSCs experiment; dataset for isolated cell populations from CRC primary tumors, see below). Adjustment by multiple contrasts was performed by the Benjamini-Hochberg method^63^.

### Analysis of cell populations from human colorectal tumors

Cell population profiles from human colorectal tumors were derived from two datasets publicly available in the Gene Expression Omnibus (GEO) repository:^64^ GSE39395 and GSE39396. In these datasets, as described in ref. ^10^, FACS was used to separate the following cell populations from 14 fresh colorectal tumors: CD45^+^/EpCAM^−^/CD31^−^/FAP^−^; CD45^−^/EpCAM^+^/CD31^−^/FAP^−^; CD45^−^/EpCAM^−^/CD31^+^/FAP^−^; and CD45^−^/EpCAM^−^/CD31^−^/FAP^+^. Microarrays for each dataset were processed separately as described in Microarray processing section, and expression values were then corrected a-priori by biological sample. To homogenize the two expression matrices, dataset GSE39395 was centered and scaled genewise to the mean and standard deviation of CD45^+^ and Epcam^+^ samples from GSE39396. Signatures of CAFs, FAP^+^and endothelial cells (CD31^+^) were then derived from the resulting expression matrix. For doing so, we selected probesets overexpressed in the FAP^+^ and in the CD31^+^ samples each with a five minimum fold and FDR <5% compared to any other cell population (see Differential expression section). Genes mapping to selected probesets were translated to *Mus Musculus* homologous genes using the Mouse Genome Informatics (MGI) database^65^ and entrez as gene identifier. To obtain a summary of FAP^+^ and CD31^+^ signatures in each sample of the MSCs dataset, expression values were centered and scaled gene-wise to produce z-scores, which were then averaged across all genes included in a given signature. The resulting score were in turn centered and scaled across samples. This procedure was carried out in the MSCs expression matrix after being corrected a-priori by scanning batch, using a linear model in which experimental group was included as covariate. Gene expression profiles were compared across experimental groups using a linear model in which scanning batch was included as covariate. A Wald test was used for statistical inference, and adjusted group means and corresponding 95% confidence intervals were derived from the model. Adjusted values, group means and standard errors derived from the models were represented graphically. A 5% level was set for statistical significance.

### Enrichment analysis

Pathway enrichment was assessed through the preranked version of Geneset Enrichment Analysis (GSEA)^66^. GSEA was applied to the rankings defined by the t-statistic of the differential expression analysis described above (*Differential gene expression analysis* section). Genesets for analyses were derived from the KEGG pathway database^67^ and from those annotated under Gene Ontology (GO)^68^ terms as collected in the *org.Mm.eg.db* R package. GSEA was performed on each of these genesets collections separately. Expression data were summarized to gene level using probesets with the highest median absolute deviation within each gene (gene symbol).

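The deposited table has 45101 probesets, of which 64 are controls, 28898 carry 1 gene symbol, 551 several and 15588 none. With 1 probeset per symbol this leaves the 17097 genes used here. Of the 65 genes that passed between TGF-β-treated p38α∆ and WT MSCs, 25 have another probeset, and for 20 of these at least 1 other probeset went the same way at an unadjusted p under 0.05 in limma, while 5 have one that went the opposite way. These 5 are Angptl4, Jund, Kirrel3, Samd4 and Zfp467 (Jund and Samd4 named after their values were seen), whose opposing probesets had lower levels (means of 3.01 to 5.30, against 5.36 to 9.62 for those used) and gave −0.16 for Jund, −0.06 for Samd4, 0.02 for Kirrel3 and 0.03 for Zfp467, with unadjusted p-values of 0.251 to 0.814. Jun has a second probeset that gave 0.82, and Vegfa one that gave 0.29.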

### Statistical methods

Data are presented as mean ± SEM. Statistical significance was determined by Student’s *t* test using GraphPad Prism 7 software. *p* values < 0.05 were considered statistically significant. To assess group differences in qPCR data, a linear model was fitted to measured fold-changes in which experiment run was included as a covariate. Fold-changes were previously log2- transformed in order to fulfill the assumptions of the linear model. A Wald test was used to assess statistical significance, and adjusted group means and corresponding 95% confidence intervals were derived from the linear model. Within each analysis, *p*-values were adjusted by multiple comparisons using the Westfall method^69^. Values were graphically represented in log2 scale after a-priori correction for experiment run using the corresponding linear model. Adjusted means and standard errors derived from the models were also displayed in the graphics. A 5% level was set for statistical significance.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Supplementary Movie 1

Supplementary Movie 2

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Source Data

## Data Availability

Microarray data have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE83810. The source data underlying Figs. 1–8 and Supplementary Figs. 1–8 as well as the raw images for the immunoblots are provided in the Source Data file. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

# Supplementary material for: Regulation of tumor angiogenesis and mesenchymal–endothelial transition by p38α through TGF-β and JNK signaling
**Source:** Nat Commun. 2019 Jul 11;10:3071. doi: 10.1038/s41467-019-10946-y
**Supplement:** Supplementary file 1 — Supplementary information

## SUPPLEMENTARY INFORMATION

### **Regulation of tumor angiogenesis and mesenchymal-endothelial transition by p38 $\alpha$ through TGF- $\beta$ and JNK signaling**

Raquel Batlle<sup>1</sup>, Eva Andrés<sup>1</sup>, Lorena Gonzalez<sup>1</sup>, Elisabet Llonch<sup>1</sup>, Ana Igea<sup>1</sup>, Núria Gutierrez-Prat<sup>1</sup>, Antoni Berenguer-Llergo<sup>1</sup> and Angel R. Nebreda<sup>1,2,\*</sup>

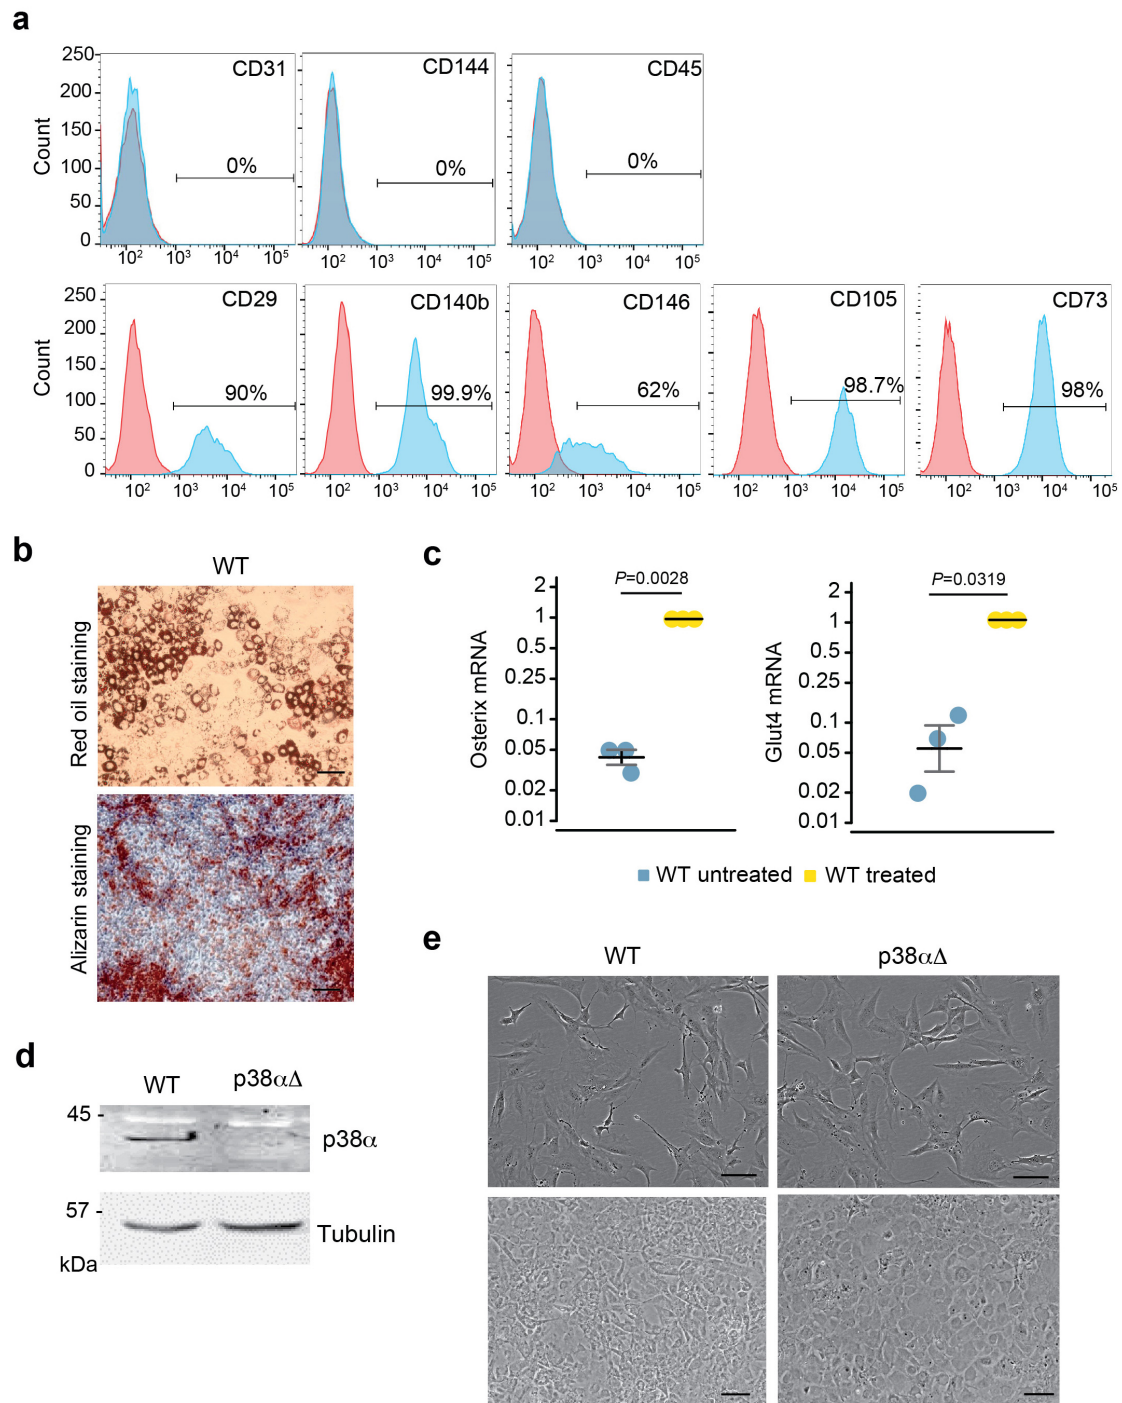

**Supplementary Fig. 1.** Characterization of MSCs. **a**, Bone marrow MSCs were isolated from femurs and tibiae of *Mapk14*<sup>lox/lox</sup>;UBC-Cre-ERT2 mice, immortalized and stained with the indicated antibodies (blue) or with isotype-matched control immunoglobulins (red), and were analyzed in a FACS Aria 2.0. **b**, WT MSCs were cultured in osteoblast or adipocyte differentiation media. Culture medium was replaced by DMEM with 10% FBS, and 2 days later cells were stained with either Oil Red (adipocytes) or Alizarin Red (osteoblast). Bars, 100  $\mu$ m. **c**, Relative mRNA expression levels for the adipocyte marker GLUT4 and the osteoblast marker Osterix were determined by qRT-PCR in both untreated cells and at the end of the differentiation protocol. Values are graphically represented in log<sub>2</sub> scale and show the fold change versus WT untreated. Data are mean

± SEM (n=3). **d**, MSCs were treated for 2 days with 4-OHT to obtain p38 $\alpha$  $\Delta$  MSCs. WT MSCs were treated with vehicle. The expression of p38 $\alpha$  was evaluated by immunoblotting using tubulin as a loading control. **e**, Phase contrast light micrographs of subconfluent (upper panels) and confluent (lower panels) MSCs cultured with 0.5% FBS. Note that non-confluent WT and p38 $\alpha$  $\Delta$  MSCs have long thin cell bodies with a large nucleus, whereas confluent WT and p38 $\alpha$  $\Delta$  MSCs show the spindle and cobblestone patterns, respectively. Bars, 100  $\mu$ m.

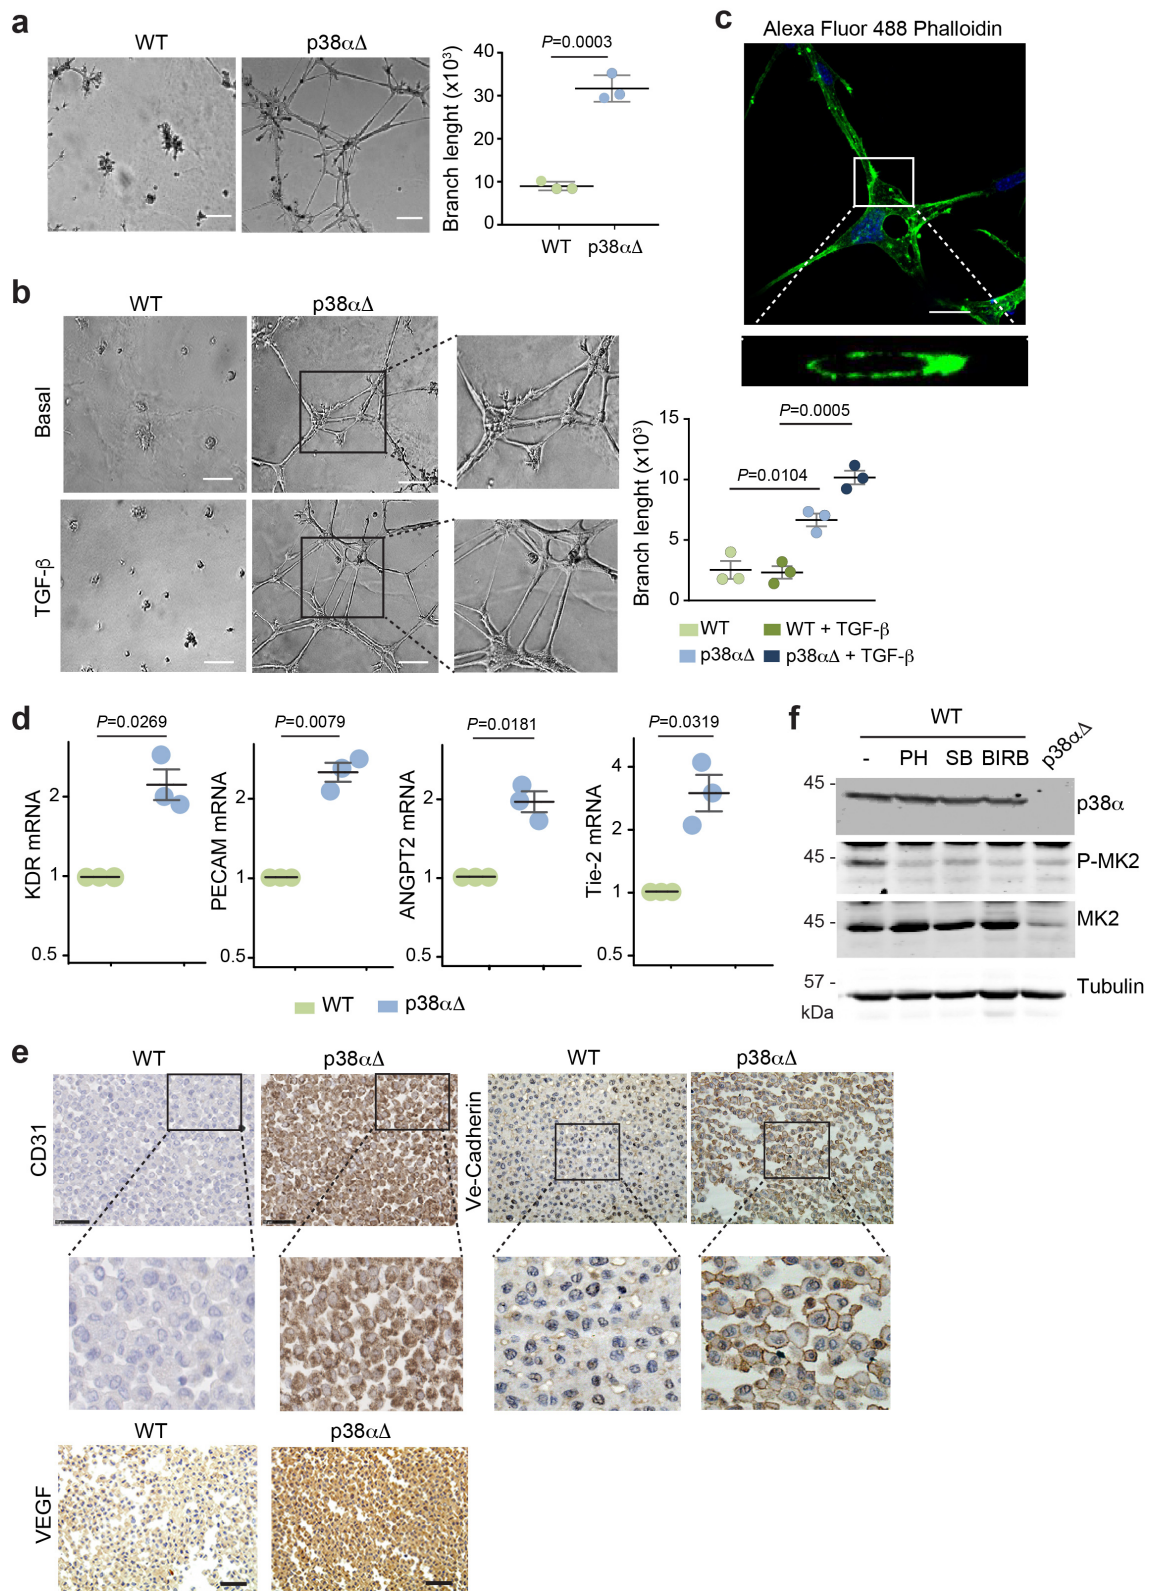

**Supplementary Fig. 2.** p38 $\alpha$  regulates the formation of capillary-like structures by MSCs *in vitro*. **a**, Primary MSCs were isolated from femurs and tibiae of *Mapk14*<sup>lox/lox</sup>;UBC-Cre-ERT2 mice, and were treated for 2 days with 4-OHT to obtain p38 $\alpha\Delta$  MSCs. WT MSCs were treated with vehicle. WT and p38 $\alpha\Delta$  MSCs were seeded in matrigel with 0.5% FBS for 16 h. The histogram shows the quantification of the branch length using ImageJ. Data are mean  $\pm$  SEM (n=3). Bar, 100  $\mu$ m. **b**, MSCs were

cultured in collagen with 0.5% FBS in the presence or absence of TGF- $\beta$  (5 ng/ml), and tube formation was determined two days later. Bars, 100  $\mu$ m. The right panels show higher magnifications of the indicated areas. The histogram shows the quantification of the branch length using ImageJ. Data are mean  $\pm$  SEM (n=3). **c**, Primary p38 $\alpha$  $\Delta$  MSCs were cultured in a 3D collagen gel to form vascular structures and were stained with Alexa Fluor 488 Phalloidin. The lower panel shows a higher magnification of the indicated area as the orthogonal projections along the vertical axis of the central lumen. Bar, 25  $\mu$ m. **d**, Relative mRNA levels for the indicated endothelial markers in WT and p38 $\alpha$  $\Delta$  MSCs. Values were graphically represented in log2 scale and show the fold change versus WT. Data shown are mean  $\pm$  SEM (n=3). **e**, MSC pellets were analyzed by immunohistochemistry with antibodies for CD31, Ve-Cadherin and VEGF. The bottom panels show higher magnifications of the indicated areas stained for CD31 and Ve-Cadherin. Bars, 100  $\mu$ m. **f**, Protein lysates were prepared from WT MSCs treated with the p38 $\alpha$  inhibitors SB203580 (SB, 10  $\mu$ M), PH787904 (PH, 1  $\mu$ M) or BIRB0796 (BIRB, 200 nM), and were analyzed by immunoblotting with the indicated antibodies.

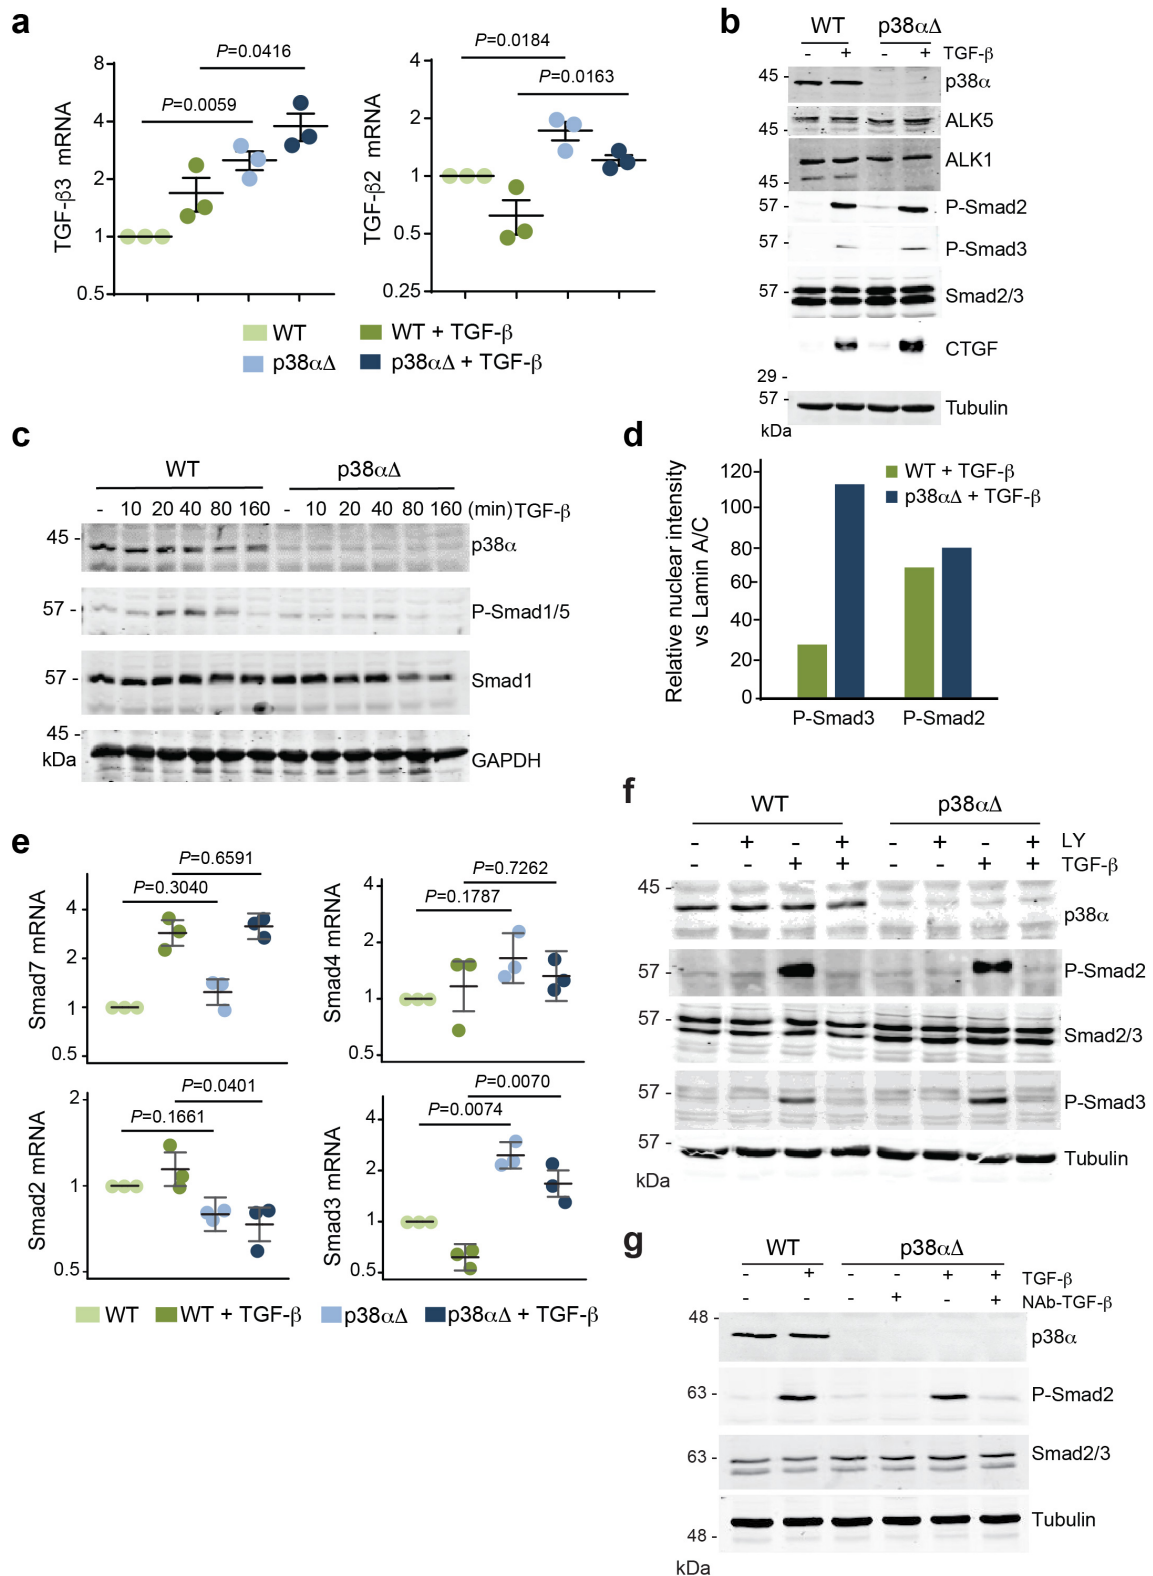

**Supplementary Fig. 3.** p38 $\alpha$  negatively regulates Smad3 phosphorylation in MSCs. **a** and **b**, MSCs were incubated in 0.5% FBS and treated with TGF- $\beta$  for 20 h. Total RNAs were purified and analyzed by RT-PCR (**a**), and protein lysates were analyzed by immunoblotting (**b**). **c**, MSCs were treated with TGF- $\beta$  and collected at the indicated times followed by immunoblotting analysis. **d**, MSCs either untreated or treated with TGF- $\beta$  for 20 h were analyzed by immunoblotting as shown in Figure 4g.

Quantification of the nuclear fractions is presented. **e**, Relative levels of the indicated mRNAs in WT and p38 $\alpha$  $\Delta$  MSCs treated or not with TGF- $\beta$  were analyzed by RT-PCR. Data show the mean  $\pm$  SEM (n=3). **f**, Total lysates were prepared from MSCs treated with TGF- $\beta$  and/or the TGF- $\beta$  inhibitor LY2157299 (LY, 1 nM), and were analyzed by immunoblotting with the indicated antibodies. **g**, Lysates were prepared from MSCs treated with TGF- $\beta$  and/or the TGF- $\beta$  1, 2, 3 Antibody (2 ng/mL) and were analyzed by immunoblotting with the indicated antibodies.

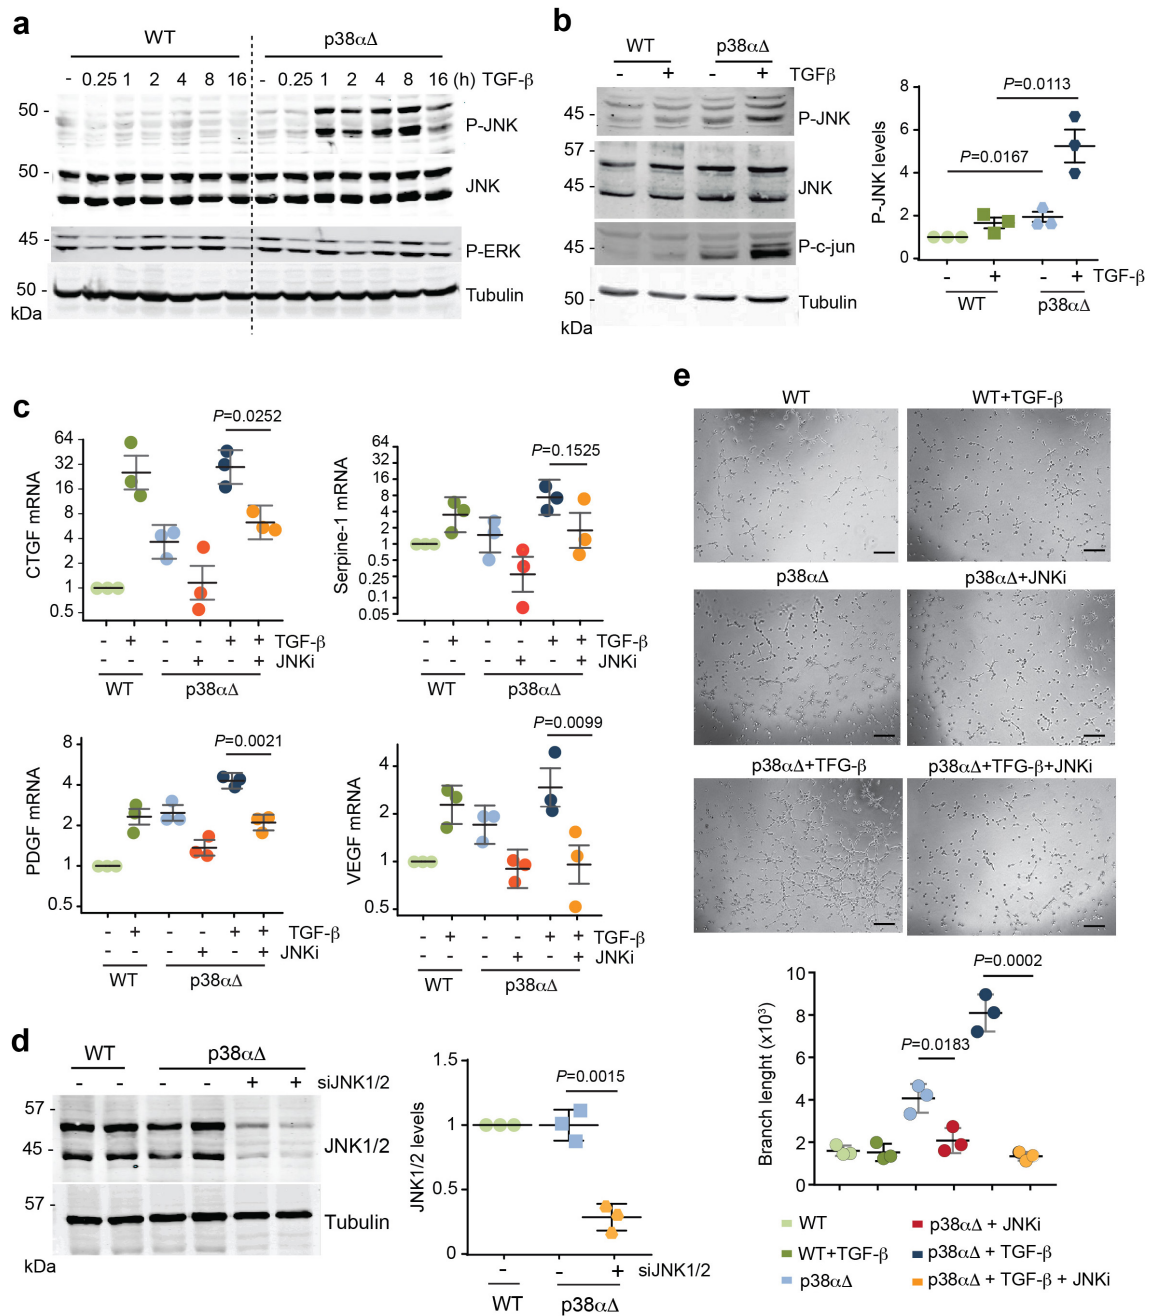

**Supplementary Fig. 4.** p38 $\alpha$  regulates expression of TGF- $\beta$  target genes through the JNK pathway. **a**, MSCs were incubated in 0.5% FBS, treated with TGF- $\beta$  for the indicated times, and total cell lysates were analyzed by immunoblotting. The molecular weights indicated for P-JNK and JNK immunoblots represent pre-stained markers. **b**, MSCs were treated with TGF- $\beta$  for 20 h, and were analyzed by immunoblotting with the indicated antibodies. The histogram shows the quantification of phospho-JNK levels in three independent experiment using ImageJ. Values show the fold change versus WT. Data are mean  $\pm$  SEM (n=3). **c**, MSCs were cultured in 0.5% FBS for 24 h, and then TGF- $\beta$  and/or the JNK inhibitor SP600126 (JNKi, 20  $\mu$ M) were added to the medium sequentially with a 2 h interval. Relative levels for the indicated mRNAs were determined by qRT-PCR. Values are graphically represented in log2 scale and show the fold change versus WT. Data are mean  $\pm$  SEM (n=3). **d**, Total lysates from MSCs either untreated or treated with JNK1 and JNK2 siRNAs were analyzed by immunoblotting

with the indicated antibodies. Two independent samples were analyzed in the immunoblot shown. The histogram shows the quantification of JNK1/2 levels in three independent experiment using ImageJ. Values show the fold change versus WT. Data are mean  $\pm$  SEM (n=3). **e**, MSCs were starved and pre-treated with the JNK inhibitor BI-78D3 (JNKi) for 2 h and then treated with TGF- $\beta$ . The following day,  $1 \times 10^4$  cells were seeded in matrigel with 0.5% FBS. TGF- $\beta$  and BI-78D3 were added to the culture, and tube formation was determined 6 h later. Bars, 100  $\mu$ m. Branch length per field was quantified using ImageJ. Data are mean  $\pm$  SEM (n=3).

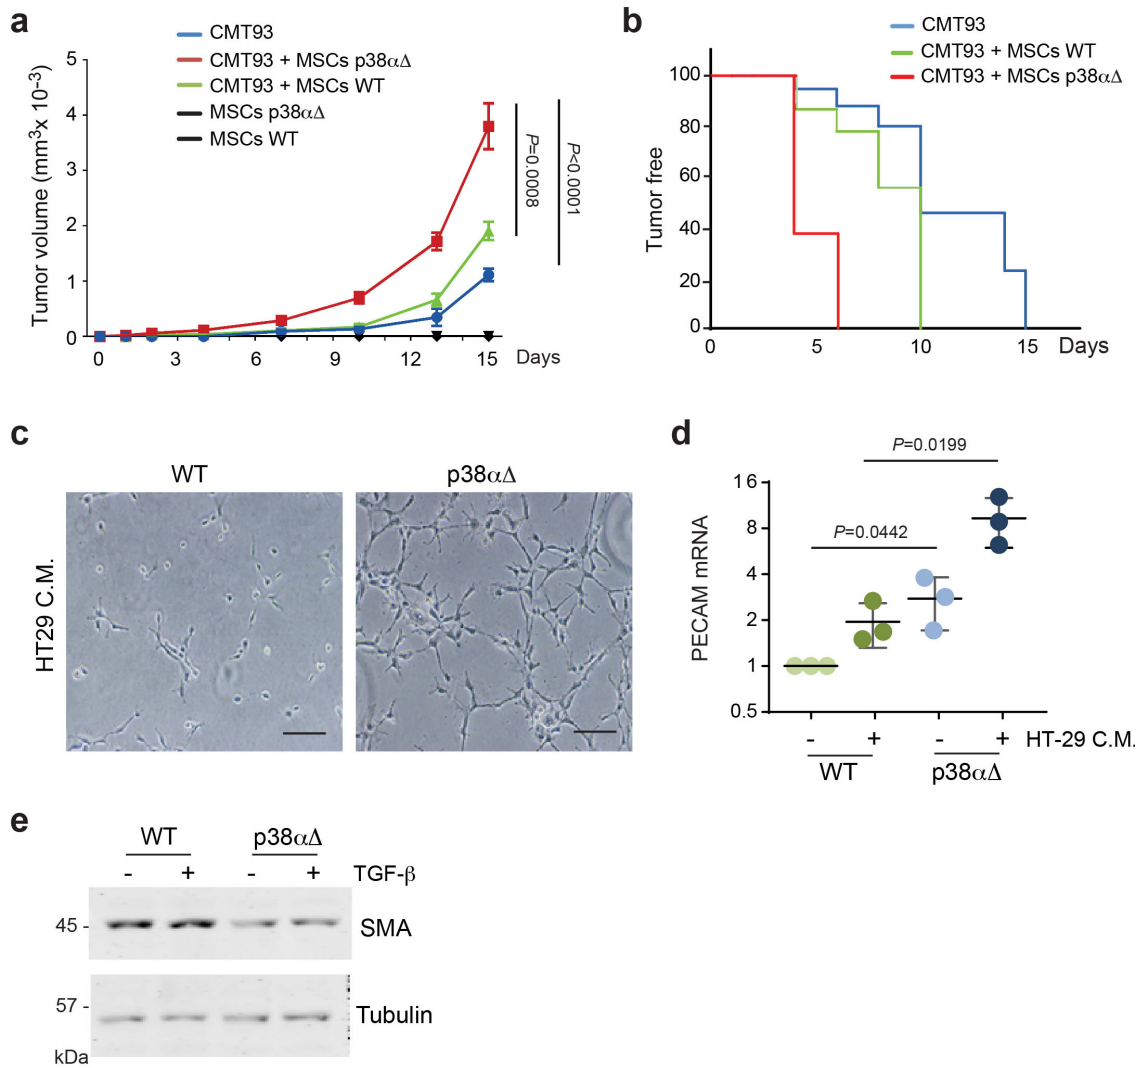

**Supplementary Fig. 5.** p38 $\alpha$ -deficient MSCs stimulate colon cancer cell growth and angiogenesis. **a**, Growth kinetics of  $2 \times 10^6$  CMT93 colon cancer cells subcutaneously implanted into nude mice either alone or in combination with  $5 \times 10^5$  WT or p38 $\alpha$  $\Delta$  MSCs. As a control MSCs were also implanted alone. Day 1 indicates when the tumors were detectable and started to be measured. Values are mean  $\pm$  SEM (n=8). **b**, Kaplan-Meier curves for the mice in **a**. **c**, MSCs were incubated in matrigel with conditioned media (C.M.) from HT29 cells and tube formation was analyzed 6 h later. Bars, 100  $\mu$ m. **d**, Relative levels for PECAM (CD31) mRNA in MSCs incubated with the conditioned media of HT29 for 16 h. Data are mean  $\pm$  SEM (n=3). **e**, Total protein lysates were prepared from MSCs treated with TGF- $\beta$  for 16 h, and were analyzed by immunoblotting.

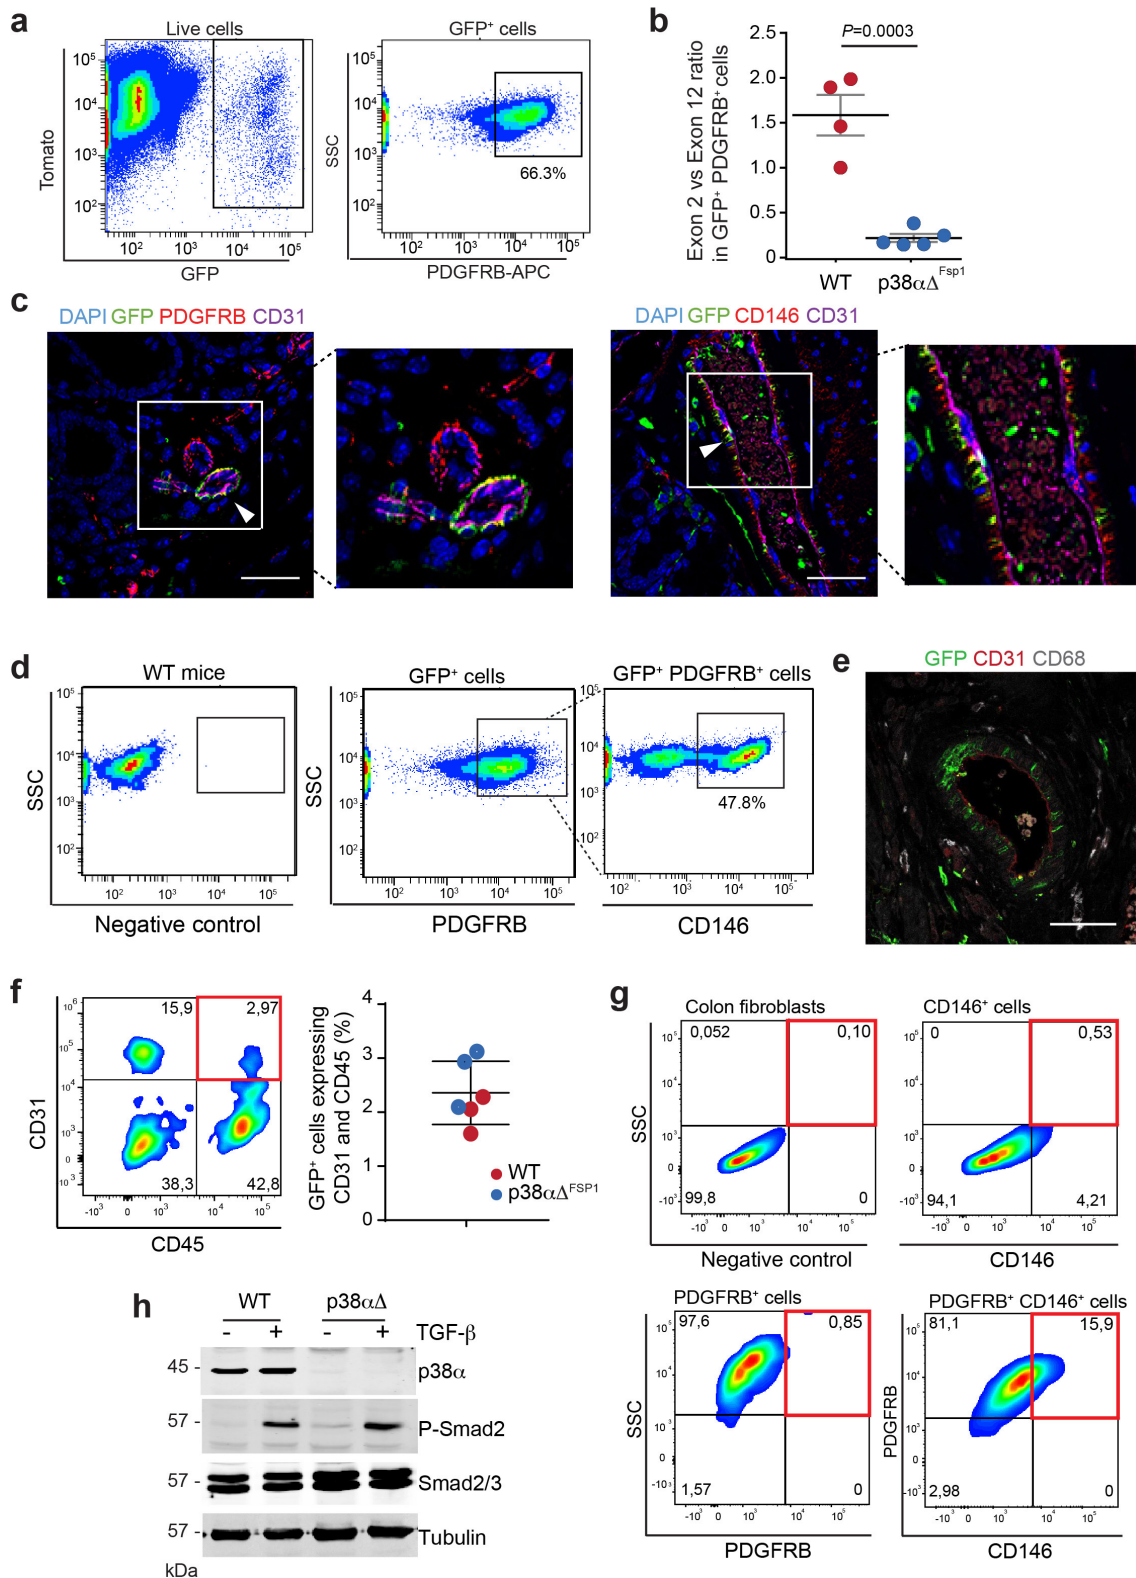

**Supplementary Fig. 6.** Characterization of FSP1-Cre expression in the colon of mice.

**a**, Colons from 5 WT animals were enzymatically dissociated, and cell suspensions were directly stained with labeled antibodies and analyzed on a FACS Aria cell sorter. Analysis of GFP<sup>+</sup> cells stained with PDGFRB to identify perivascular MSCs is shown.

**b**, Relative amount of the floxed exon 2 versus exon 12 (as a control) of the *Mapk14* gene was determined in GFP<sup>+</sup> PDGFRB<sup>+</sup> cells by qPCR. Data are mean  $\pm$  SEM (n=4)

WT, n=5 p38 $\alpha$  $\Delta^{FSP1}$  mice). **c**, Colon tissues were stained for the endothelial marker CD31 (magenta), FSP-1-driven GFP (green), and the mural markers PDGFRB or CD146 (red). GFP<sup>+</sup> cells reside adjacent to CD31<sup>+</sup> endothelial cells and co-localize with PDGFRB or CD146, indicated by a white arrowhead. Bars, 100  $\mu$ m. **d**, Flow cytometry scheme indicating the analysis of GFP<sup>+</sup> cells in colons from FSP1-Cre/Tomato-GFP mice (n=5). About 1.1%  $\pm$  0.68% (mean  $\pm$  SEM) GFP<sup>+</sup> cells were detected and further stained with PDGFRB and CD146 to identify perivascular MSCs. **e**, Colon tissues from p38 $\alpha$  $\Delta^{FSP1}$  mice expressing Tomato-GFP were stained for FSP1-driven GFP (green), the endothelial marker CD31 (red) and the monocyte marker CD68 (grey). **f**, Flow cytometry analysis to quantify the percentage of GFP<sup>+</sup> cells that also express both CD45 and CD31 in colons from FSP1-Cre mice expressing Tomato-GFP. Data represent mean  $\pm$  SEM (n=6 mice). About 2.34%  $\pm$  0.236% (mean  $\pm$  SEM) of cells were stained with CD45 and CD31. **g**, Flow cytometry scheme indicating the approach to isolate perivascular cells from colon. Cells were stained with PDGFRB and CD146 to identify perivascular cells from UBC-Cre-ERT2 mouse. **h**, Colon fibroblasts were obtained from *Mapk14*<sup>lox/lox</sup>/UBC-Cre-ERT2 mice and PDGFRB<sup>+</sup> CD146<sup>+</sup> cells were sorted and then incubated with 4-OHT or vehicle for 2 days. Cells were treated with TGF- $\beta$  for 20 h, and total cell lysates were analyzed by immunoblotting.

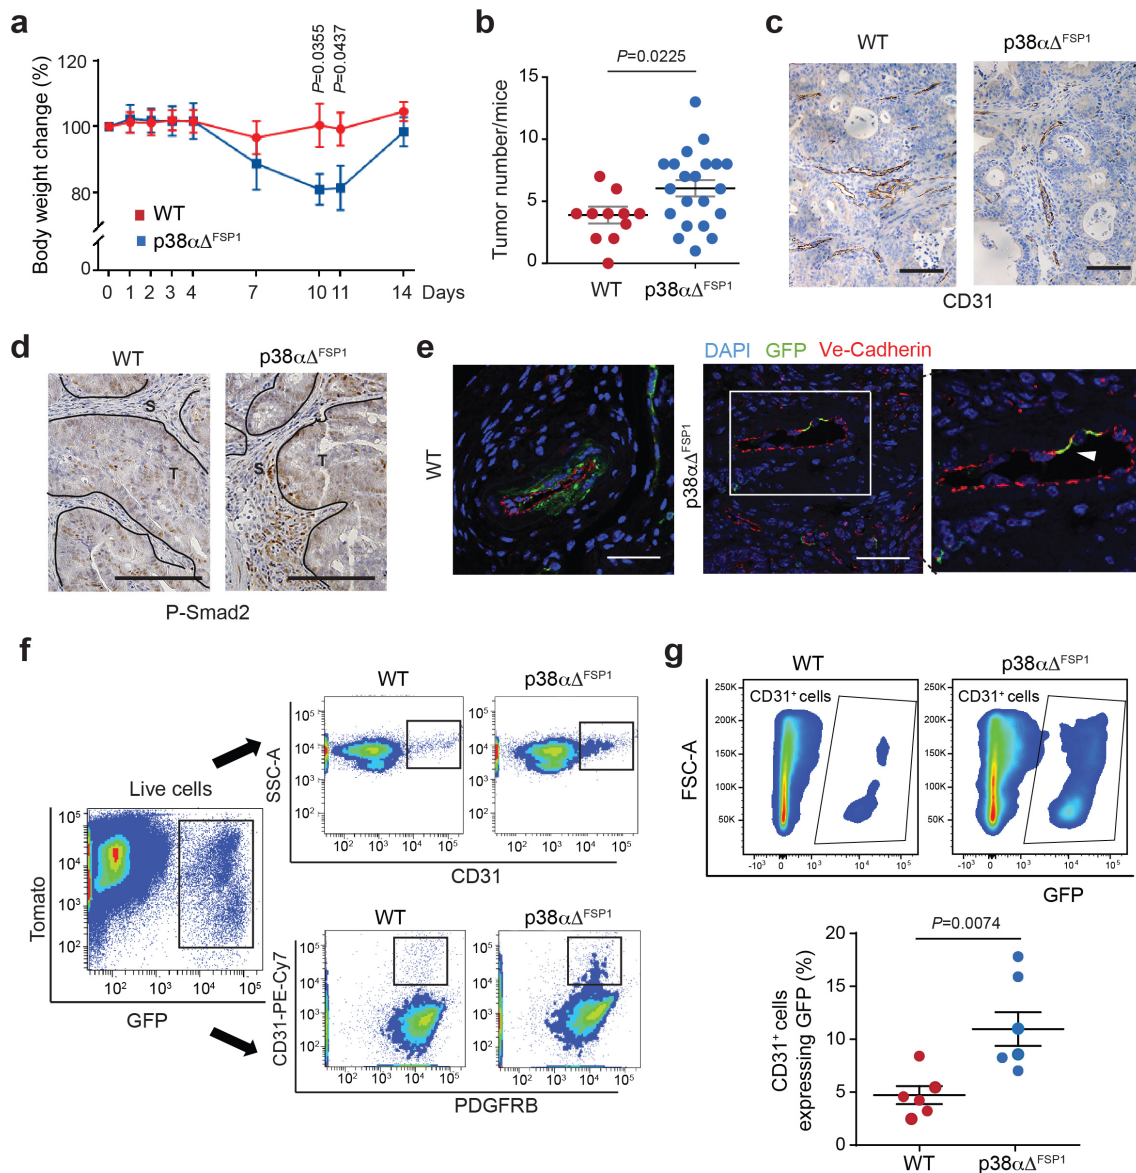

**Supplementary Fig. 7.** p38 $\alpha$  signaling in MSCs negatively regulates tumor angiogenesis in FSP-1 mice. **a**, Body weight of WT and p38 $\alpha$  $\Delta$ <sup>FSP1</sup> mice injected with AOM and treated with one DSS cycle. Data are mean  $\pm$  SEM (n=22 WT, n=39 p38 $\alpha$  $\Delta$ <sup>FSP1</sup>). **b**, Total number of tumors formed in WT and p38 $\alpha$  $\Delta$ <sup>FSP1</sup> mice at the end of the AOM/DSS protocol. Data represent mean  $\pm$  SEM (n=11 WT, n=21 p38 $\alpha$  $\Delta$ <sup>FSP1</sup>). **c**, Colon sections from WT and p38 $\alpha$  $\Delta$ <sup>FSP1</sup> mice with Tomato-GFP were stained with CD31 antibody. Bars, 100  $\mu$ m. **d**, Phospho-Smad2 staining of colon tumors obtained in WT and p38 $\alpha$  $\Delta$ <sup>FSP1</sup> mice treated with AOM/DSS. T, tumor; S, stroma. Bars, 100  $\mu$ m. **e**, Colons from non-treated WT and p38 $\alpha$  $\Delta$ <sup>FSP1</sup> Tomato-GFP mice were immunostained with antibodies for GFP (green) and the endothelial marker Ve-Cadherin (red). Co-staining is indicated by a white arrowhead. Bars, 100  $\mu$ m. The right panel shows a higher magnification of the indicated area. **f**, Flow cytometry scheme for the analysis of GFP<sup>+</sup> cells obtained from FSP1-Cre mice and stained with PDGFRB for perivascular cells and CD31 for endothelial cells. **g**, Flow cytometry analysis to quantify the percentage of CD31<sup>+</sup> cells that also express GFP in colon tumors from FSP1-Cre mice expressing Tomato-GFP and treated with AOM/DSS. Data represent mean  $\pm$  SEM, n = 6.

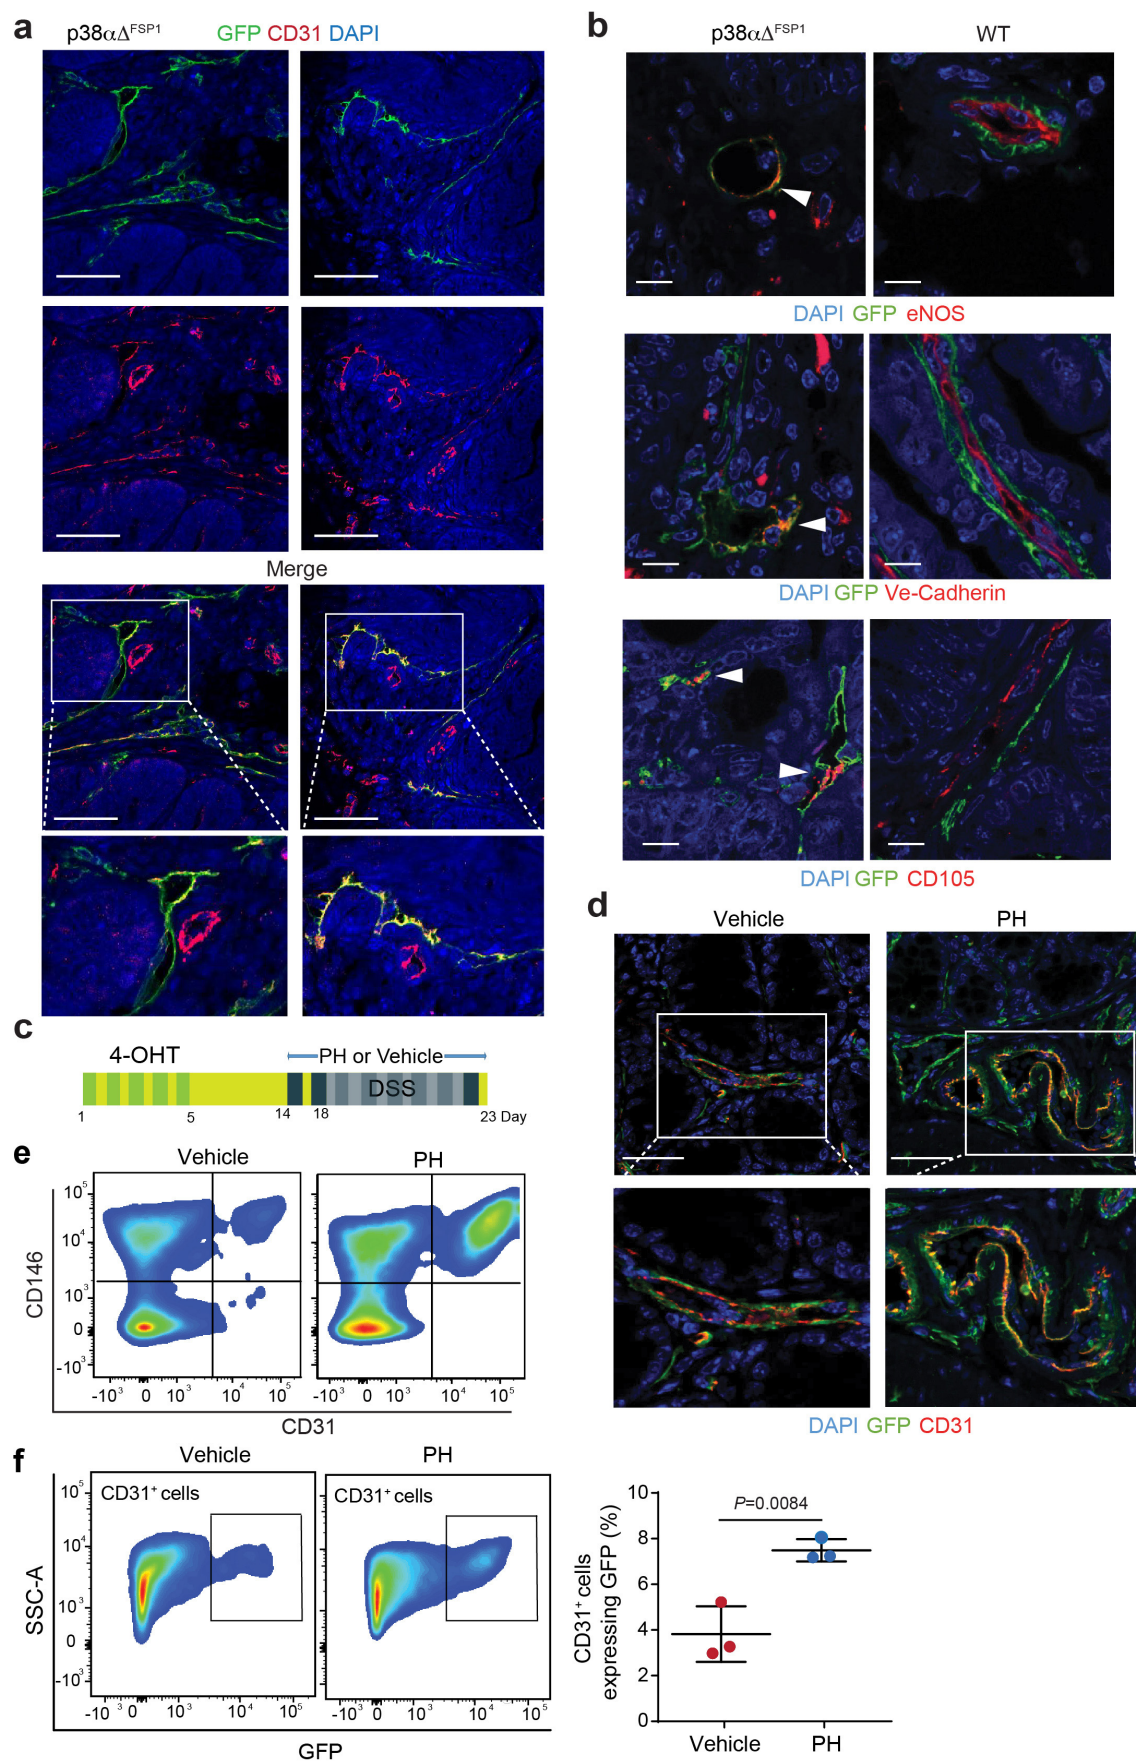

**Supplementary Fig. 8.** p38 $\alpha$  negatively regulates endothelial marker expression in PDGFRB<sup>+</sup> mesenchymal cells from FSP1-Cre and PDGFRB-Cre mice. **a**, Colon tumors from p38 $\alpha$  $\Delta$ FSP1 mice expressing Tomato-GFP were immunostained with antibodies for GFP (green) and the endothelial marker CD31 (red). Co-staining is indicated by white arrowheads. Bar, 100  $\mu$ m. **b**, Colon tumors from WT and p38 $\alpha$  $\Delta$ <sup>FSP1</sup> Tomato-GFP mice were immunostained with antibodies for GFP (green) and the endothelial markers CD105, VE-Cadherin or eNOS (red). White arrowheads indicate co-staining. Bars, 25  $\mu$ m. **c**, Schematic representation of the DSS protocol. **d**, PDGFRB-Cre-ERT2 mice expressing Tomato-GFP were treated with 4-OHT and then with the p38 $\alpha$  inhibitor PH797804 (PH) or vehicle. Colons were immunostained with antibodies for GFP (green) and the endothelial markers CD31, Bars, 100  $\mu$ m. **e**, Flow cytometry scheme for the analysis of GFP<sup>+</sup> cells obtained from colons of PDGFRB-Cre-ERT2/Tomato-GFP mice treated with DSS and either PH or vehicle, and stained with CD146 for perivascular cells and CD31 for endothelial cells. **f**, Flow cytometry analysis to quantify the percentage of CD31<sup>+</sup> cells that also express GFP in colons from PDGFRB-Cre-ERT2/Tomato-GFP mice treated with DSS and either PH or vehicle. Data represent mean  $\pm$  SEM, n=3.

**Supplementary Table 1.** Antibodies used for FACS analysis

|                                          | Dilution | Provider                |
|------------------------------------------|----------|-------------------------|
| CD31-PE-Cy7                              | 1:200    | Biolegend #102417       |
| PDGFRB (CD140b-APC)                      | 1:25     | Ebioscience #17-1402-82 |
| CD146 Brilliant Violet 421               | 1:100    | Biolegend #134709       |
| CD144 (VE-cadherin) Brilliant Violet 421 | 1:100    | Biolegend #138013       |
| CD105 Pacific Blue                       | 1:50     | Biolegend #120411       |
| CD29 Alexa Fluor® 488                    | 1:100    | Biolegend # 102211      |
| CD45 PerCP/Cy5.5                         | 1:100    | Biolegend # 103131      |
| CD73 Brilliant Violet 605™               | 1:100    | Biolegend # 127215      |
| CD146 PerCP/Cy5.5                        | 1:100    | Biolegend #134709       |

**Supplementary Table 2.** Antibodies used for immunoblotting

|                                     | Dilution | Provider                |
|-------------------------------------|----------|-------------------------|
| p38 $\alpha$                        | 1:1000   | Cell Signaling #9218    |
| phospho-p38 MAPK (Thr180/Y182)      | 1:1000   | Cell Signaling #9211    |
| phospho-JNK (Thr183/Tyr185)         | 1:1000   | Cell Signaling #9251S   |
| JNK                                 | 1:200    | Santa Cruz #sc-571      |
| phospho-c-jun (Ser63)               | 1:1000   | Cell Signaling #9261S   |
| Tubulin                             | 1:10000  | Sigma #T9026            |
| phospho-Smad2 (Ser465/467)          | 1:1000   | Cell Signaling #3108    |
| phospho-Smad3 (Ser423/425)          | 1:1000   | Cell Signaling #9520    |
| phospho-Smad3L (Ser208)             | 1:500    | Elabscience #E-AB-21209 |
| ALK1                                | 1:500    | Elabscience #ENT0198    |
| ALK5/TGF $\beta$ RI                 | 1:500    | Elabscience #ENT4627    |
| SMA                                 | 1:5000   | Abcam # ab5694          |
| phospho-MKK3 (Ser189)/MKK6 (Ser207) | 1:1000   | Cell Signaling #9231S   |
| phospho-AKT (Ser473)                | 1:1000   | Cell Signaling #9271    |
| CTGF                                | 1:500    | Santa Cruz #14939       |
| SMAD4                               | 1:200    | Santa Cruz #7966        |
| SMAD2/3                             | 1:1000   | Cell Signaling #8685    |
| GAPDH                               | 1:1000   | Santa Cruz #20681       |
| LAMIN A/C                           | 1:1000   | Sigma #G8795            |
| Alexa 680 (mouse)                   | 1:5000   | Invitrogen #A21057      |
| Alexa 800 (mouse)                   | 1:5000   | Invitrogen #A20587      |
| Alexa 680 (rabbit)                  | 1:5000   | Invitrogen #A21076      |
| Alexa 800 (rabbit)                  | 1:5000   | Rockland #611131122     |
| phospho-Smad1/5 (Ser463/465)        | 1:500    | Cell Signaling #41D10   |
| Smad1                               | 1:1000   | Cell Signaling #D59D7   |

**Supplementary Table 3.** Antibodies used for immunohistochemistry and immunofluorescence

|                            | Dilution | Conditions | Provider                    |
|----------------------------|----------|------------|-----------------------------|
| phospho-Smad2 (Ser465/467) | 1:500    | ON 4°C     | Cell Signalling #3108       |
| CD31                       | 1:500    | 2 h RT     | Abcam #28364                |
| CD68                       | 1:1000   | 2 h RT     | Biobyte #orb47985           |
| Ve-Cadherin                | 1:200    | 2 h RT     | Thermo Fisher# PA5-19612    |
| VEGF                       | 1:100    | 2 h RT     | Millipore#ABS82             |
| SMA                        | 1:1000   | 30 min RT  | Abcam #ab5694               |
| Endoglin (CD105)           | 1:300    | 2h RT      | Sino Biological #50407-rp02 |
| PDGFRB (CD140b)            | 1:300    | 2 h RT     | Thermo Fisher#MA5-14851     |
| CD34                       |          | 1 h RT     | Dako #IR632                 |
| GFP                        | 1/100    | ON 4°C     | Life Technologies #A11122   |
| eNOS                       | 1:100    | 2h RT      | Santa Cruz# sc-376751       |
| CD146                      | 1:100    | 2 h RT     | Abcam# ab75769              |
| anti-goat Alexa 594        | 1/200    | 1 h RT     | Life Technologies #A-11058  |
| anti-rabbit Alexa 488      | 1/200    | 1 h RT     | Life Technologies #A-21441  |
| HRP conjugated anti-rabbit |          | 45 min RT  | ImmunoLogic #DPVR110HRP     |

**Supplementary Table 4.** Primers used for PCR

|                         | Forward Primer (5'-3')    | Reverse Primer (5'-3')    |
|-------------------------|---------------------------|---------------------------|
| GAPDH                   | CTTCACCACCATGGAGGAGGC     | GGCATGGACTGTGGTCATGAG     |
| CTGF                    | CTGGACGGCTGCGGCTGCTG      | GGTCCTTGGGCTCGTCACAC      |
| Serpine-1               | GACACCCTCAGCATGTTCATC     | AGGGTTGCACTAAACATGTCAG    |
| TGFB1                   | CTGCAAGACCATCGACATGG      | GTTCCACATGTTGCTCCACA      |
| TGFB2                   | TTGTTGCCCTCCTACAGACTGG    | GTAAGAGAGGGCGAAGGCAGCAA   |
| TGFB3                   | GCTGTGTACGCCCCCTTTAT      | AAGGGCCTGAGCAGAAGTTG      |
| VEGF A                  | CTGTGCAGGCTGCTGTAACG      | GTTCCCGAAACCCTGAGGAG      |
| VE-Cadherin             | AGGACAGCAACTTCACCCTCA     | AACTGCCCATACTTGACCGTG     |
| Tie-1                   | CAAGGTCACACACACGGTGAA     | GCCAGTCTAGGGTATTGAAGTAGGA |
| SMAD4                   | GGGTCAGGTGCCTTAGTGAC      | ACCTTTATATACGCGCTTGGGT    |
| SMAD2                   | GTATGGACACAGGCTCTCCG      | ACCAGAATGCAGGTTCCGAG      |
| SMAD3                   | CTACTGCCACTTGGAGTCTCG     | TCGCCCCGAACCTCGCTTTTA     |
| SMAD7                   | AAGATCGGCTGTGGCATC        | CCAACAGCGTCCTGGAGT        |
| ACTA2/SMA               | ATCGTCCACCGCAAATGC        | AAGGAACTGGAGGCGCTG        |
| Fibronectin             | GTCAGTGTCTCCAGTGTCTAC     | TGGCTTGCTGGCCAATCAGT      |
| PDGFA                   | CTCTTGAGATAGACTCCGTAG     | ACTTCTCTCCTGCGAATGG       |
| Osterix                 | CACATCCCTGGCTGCGGCAA      | CCGGGTGTGAGTGCGCACAT      |
| GLUT4                   | GATTCTGCTGCCCTTCTGTC      | ATTGGACGCTCTCTCTCCAA      |
| ANGPT1                  | CATTCTTCGCTGCCATTCTG      | GCACATTGCCCATGTTGAATC     |
| ANGPT2                  | TTAGCACAAAGGATTCGGACAAT   | TTTTGTGGGTAGTACTGTCCATTCA |
| CypA                    | CAGACGCCACTGTCGCTTT       | TGTCTTTGGAACCTTTGTCTGCAA  |
| PECAM                   | GAGCCCAATCACGTTTCAGTTT    | TCCTTCCTGCTTCTTGCTAGCT    |
| KDR                     | GCCCTGCTGTGGTCTCACTAC     | CAAAGCATTGCCCATTCGAT      |
| Tie-2                   | ATGTGGAAGTCGAGAGGCGAT     | CGAATAGCCATCCACTATTGTCC   |
| FLT-1                   | GAGGAGGATGAGGGTGTCTATAGGT | GTGATCAGCTCCAGGTTTGACTT   |
| <i>Mapk14</i><br>Exon2  | GCATCGTGTGGCAGTTAAGA      | GTCCTTTTGGCGTGAATGAT      |
| <i>Mapk14</i><br>Exon12 | GCCCTCCCTCACTTCAGGAG      | TGTGCTCGGCACTGGAGACC      |

# Supplementary material for: Regulation of tumor angiogenesis and mesenchymal–endothelial transition by p38α through TGF-β and JNK signaling
**Source:** Nat Commun. 2019 Jul 11;10:3071. doi: 10.1038/s41467-019-10946-y
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Cells populations from colon tissue or tumors were capture using BD FACSDiva™ software v6.1.3  
Immunoblotting were visualized using Odyssey Infrared Imaging System (Li-Cor, Biosciences).  
Microarrays were performed using a GeneAtlas Fluidics station and scanner (Affymetrix).  
The immunofluorescence samples were visualized with Confocal Microscope Leica SPE or Zeiss LSM.  
qRT-PCR was performed in a Bio-Rad C1000 thermal cycler machine

#### Data analysis

Statistical analysis were performed using GraphPad Prism 7 software  
Cells populations were analyzed using BD FACSDiva™ software v6.1.3 and FlowJo  
Immunohistochemistry quantifications were performed using ImageJ-Fiji macro. See Code availability.  
Immunoblotting quantification was performed using ImageJ-Fiji and Odyssey Infrared Imaging System (Li-Cor, Biosciences)  
Angiogenesis assays were quantified using an ImageJ-Fiji macro (<http://image.bio.methods.free.fr/ImageJ/?Angiogenesis-Analyzer-for-ImageJ&lang=en>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Microarrays primary accession codes GSE83810.

The following link is exclusively for the reviewers use:

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=gvdgegoblqztkv&acc=GSE83810>

Cell population profiles from human colorectal tumors were derived from two datasets GEO repository: GSE39395 and GSE39396A.

All figures have associated raw data.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was based on literature-reported experiments and previous experience in our group using similar strains and treatments.                                                                              |
| Data exclusions | Premature death following AOM/DSS treatment was a criteria for exclusion. The remaining animals were all included in the studies. Criteria was pre-established.                                                  |
| Replication     | Experimental findings were reliably reproduced. Experiments were performed at least three times.                                                                                                                 |
| Randomization   | Experimental animals were usually 8-weeks old and groups were balanced in terms of sex and weight.                                                                                                               |
| Blinding        | Animals of different genotypes were caged together and were all treated in the same way. The investigator could not distinguish them during the treatments or when assessing outcomes. To be included in Methods |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Described in Supplementary Tables 1, 2 and 3                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Validation      | Validation statement for each western-blot primary antibody is provided on the manufacture's website. For flow cytometry and immunofluorescence, antibodies were validated as noted on manufacturer's website, and most of antibodies specificity was confirmed in the literature. In addition, the stainings were consistent with the predicted cellular localization of the protein. Antibodies were further validated by using positive and negative controls in our studies. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                                                                                                                                                                                                                                    |
|---------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | HT-29 and CMT93 cancer cell lines were purchased from ATCC. H5V murine endothelial cells were provided by Raul Mendez's lab at IRB Barcelona. MSCs and perivascular cells were isolated from p38a floxed Ub-CRE-ERT2 mice and processed as described in Supplementary information. |
| Authentication      | MSC identity was confirmed as described in Supplementary information                                                                                                                                                                                                               |

Mycoplasma contamination

Cell lines were tested weekly for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

None of the cell lines used were in the list of commonly misidentified cell lines.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Included in Methods  
Floxed allele of Mapk14 encoding p38 $\alpha$  was combined with the UBC-Cre-ERT2, FSP1-Cre, PDGFRB-Cre-ERT2 and with the lineage reporter Tomato/GFP inserted into the Rosa26 locus. Experimental animals (males and females) were usually 8-weeks old and groups were balanced in terms of sex and weight.

Wild animals

Study did not involve wild animals

Field-collected samples

Study did not involve samples collected from the field.

Ethics oversight

Mice were housed according to national and European Union regulations, and protocols were approved by the animal care and use committee of Barcelona Science Park (CEEA-PCB)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Colons were dissected, opened longitudinally and washed with cold PBS, incubated with 8 mM EDTA at 37°C for 15 min. Supernatants were centrifuged at 1200 rpm for 5 min at 4°C, and pelleted cells were digested with Dispase II (0.5 mg/ml) at 37°C for 25 min to isolated epithelial cells. To obtain lamina propria (mesenchymal and leucocytes cells) colon pieces after EDTA incubations were collected, cut into small pieces (2-3 mm) and digested with mix of collagenase A (1.75 mg/ml) at 37°C for 45 min. To quantify different cell populations, single cell suspensions from both purifications were co-stained with pan-leukocyte antigen CD31-PE-Cy7 for endothelial cells or PDGFRB-APC and CD146 PerCP/Cy5.5 for mesenchymal/perivascular cells, and analyzed on FACS Aria 2.0 (BD Biosciences).

Instrument

FACS Aria 2.0 (BD Biosciences)

Software

FlowJo v 10  
BD FACSDiva™ software v6.1.3

Cell population abundance

Perivascular cells were sorted using PDGFRB+ and CD146+ antibodies from colon tissue of UBC-Cre-ERT2 mice. In Supplementary Figure 6e we show the Flow cytometry scheme indicating the approach to isolate perivascular cells. The abundance of PDGFRB+ and CD146+ cells for these samples could not be assessed.

Gating strategy

Cells were selected in the forward scatter/side scatter (FSC/SSC) dot plot and then gated to exclude cellular aggregates in the FSC/FSC dot plot. Gates for GFP and Tomato cells were set to compare the expression of endothelial and perivascular markers in different conditions. As negative control, a sample with no detectable fluorochrome expression was used.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Regulation of tumor angiogenesis and mesenchymal–endothelial transition by p38α through TGF-β and JNK signaling
**Source:** Nat Commun. 2019 Jul 11;10:3071. doi: 10.1038/s41467-019-10946-y
**Supplement:** Supplementary file 6 — Description of Additional Supplementary Files

**Title:** Supplementary Movie 1.
**Description:** Time-lapse of orthogonal projections along the vertical axis showing central lumen in immortalized p38aΔ MSCs cultured in a 3D collagen gel.

**Title:** Supplementary Movie 2.
**Description:** Time-lapse of orthogonal projections along the vertical axis showing central lumen in primary p38aΔ MSCs cultured in a 3D collagen gel.

How the deposited data were processed for this re-analysis (not part of the article)

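RNA of immortalized mouse MSCs was measured on 12 Affymetrix MG-430 PM arrays in 4 groups: WT (4 arrays), TGF-β-treated WT (3), p38α∆ (2) and TGF-β-treated p38α∆ (3). Conditions were taken from the sample labels, which give 5 ng/ml TGF-β for 20 h in 0.5% serum. The labels name the mouse strain FVB/NJ, while the methods of the paper name C57BL/6J. The authors normalized the raw files with RMA, and the deposited table holds 1 log2 value per probeset and array. The version of RMA is not given in the sources used here. Raw files were not used here.

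Probesets with exactly 1 gene symbol in the array's annotation were kept, and each symbol was represented by the probeset with the highest median absolute deviation over the 12 arrays, the rule of the paper's methods, which gave 17097 genes. Pdgfa, Thbs1 and Pmepa1 have no probeset of their own in the annotation, so no value is given for them. The table is on one scale with array medians of 4.22 to 4.27, so no further scaling was done. It carries no measure of signal over background, and the number of arrays limits the precision.

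Groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, in 1 fit of all arrays with the array's number as a random term (duplicateCorrelation, correlation 0.52, 4b counted with 4). The comparisons were TGF-β-treated p38α∆ against TGF-β-treated WT, p38α∆ against WT, TGF-β against none within each genotype, and the difference between the 2 TGF-β responses. Tests were two-sided, with Benjamini-Hochberg adjustment over all genes of a comparison and a threshold of 0.05. On simulated values with the same design, the TGF-β-treated comparison found 23 of 67 genes shifted by 0.5 on the log2 scale (34.3%), 56 of 67 shifted by 1 (83.6%) and 64 of 66 shifted by 2 (97.0%), with 9 false calls. These rates hold for the simulated values only. In the data the estimated correlation fell to 0.11 without the arrays numbered 1. The genes that passed went from 5 without the random term to 65 with it, so the rates cannot be carried over to the data.

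The 20 gene lists were written from general knowledge after the paper had been read. The paper names its gene sets (GO terms and the hallmark set of TGF-β signaling) and the source of its signatures, but their members are not given in the sources used here, and the TGF-β signaling list follows the hallmark set from memory. They are angiogenesis, regulation of vasculature development, TGF-β signaling, direct TGF-β and Smad3 targets, endothelial cell, CAF, myofibroblast and contractile, MSC and pericyte, osteoblast and chondrocyte, adipocyte, leukocyte, epithelial, JNK and AP-1, p38 pathway, cell cycle, interferon response, inflammatory cytokine, hypoxia and glycolysis, cholesterol synthesis, and unfolded protein and amino acid response. They were tested with cameraPR at a preset correlation of 0.01, again with the correlation estimated from the arrays, with fgsea 1.28.0 (seed 20) and with fry. List scores were compared with exact two-sided permutation tests. Arithmetic after the fits and the figures used Python 3.11.15 and matplotlib 3.10.9.

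Genes are named if the paper names them (1 of these is not reported here), if they are among the 10 largest rises or falls of a comparison that passed, or if they are among the 2 largest rises or falls of a list that passed, or its 2 largest t statistics where none passed. Others are said to be chosen after their values were seen. The paper's RT-PCR values had been read when the genes it names were listed.

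Alternatives tried were no number, the number as a fixed term, only the groups compared, each gene's probeset of highest mean, all 45037 probesets, only the 11837 genes above the 40th percentile of level (3.80 on the log2 scale), cyclic loess, a trended and robust variance, array weights, a threshold of 1 on the log2 scale, 4b averaged with 4, leaving out each array, and, added later, number 2 counted with 1, 3 or 4, number 1 against the others, and the arrays numbered 1 left out. Slide or scan date was planned as a term but is not in the files. The RT-PCR, protein, imaging, tumor and in vivo data of the paper were not analysed here.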

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

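The tests of explanations in this part, and the choice of the 3 patterns weighed, were made only after the results were seen.

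Arrays numbered 1. The 4 arrays numbered 1, 1 per group, stand apart in the first component and in the scores of several cell types. Their hybridization controls are 0.57 higher, so a difference in hybridization or scanning is a possible explanation, and no biological one was tested. More degraded RNA in them could raise the difference between 3' and 5' probesets. That of pyruvate carboxylase was lower (−0.18). Those of Gapdh (−0.0048) and actin (−0.05) did not differ clearly (exact permutation p = 0.838 and 0.0808). The paper amplified RNA with a whole transcriptome kit, and whether degradation raises the difference after that step was not tested. These controls therefore cannot exclude more degraded RNA. Among 26 measures tested with Dixon's test in the 4 WT arrays, where chance marks about 1 group in 20, 5 went beyond the limit, and 4 of these were WT array 1: the first component (0.940), the second component (0.898), the endothelial score (0.854) and the leukocyte score (0.856). The fifth was the cholesterol synthesis score of WT array 4b (0.889).

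JNK and AP-1 genes higher. These genes were higher in TGF-β-treated p38α∆ than in TGF-β-treated WT MSCs, and the genotype stays open as an explanation. The paper reports more active JNK and phospho-c-Jun in p38α∆ MSCs with and without TGF-β, and less angiogenic gene expression when JNK is inhibited. Without TGF-β the list was level on the arrays (median 0.00928), unlike the paper's JNK activity. The arrays measure mRNA, and JNK activity was not tested here. With the arrays' numbers as fixed terms, which leaves fewer residual degrees of freedom (5 against 8), the call with an estimated correlation ended (adjusted p = 0.107, 0.000987 to 0.126 over the alternatives) while the median went from 0.28 (quartiles 0.02 and 0.68) to 0.25 (0.04 and 0.65), with within-number medians of 0.20 and 0.31, so this test gives no evidence for a difference between numbers and is too small to exclude one. Handling of the cultures at harvest is another candidate explanation for immediate early genes, and the untreated arrays, with a median of 0.00928, do not decide it, since the harvest of single cultures is not given in the sources used here. Of the 10 ways to split the 6 TGF-β-treated arrays into 3 and 3, the true one had the smallest p (1 of 10, 1.3e-24, next 4.89e-08), and 10 splits are too few to exclude chance. The TGF-β response of this list also differed between the genotypes (adjusted p = 1.37e-13, and 0.0602 with an estimated correlation).

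Cell cycle genes lower. These genes were lower in TGF-β-treated p38α∆ MSCs. With the numbers as fixed terms the median went from −0.29 (quartiles −0.45 and −0.16) to −0.31 (−0.50 and −0.14), with within-number medians of −0.27 and −0.22, and the adjusted p with an estimated correlation (0.242, 0.0802 to 0.297 over the alternatives) neither shows nor excludes a difference between numbers, so the genotype stays open. Correlation between the members is a candidate explanation for the small p, since the adjusted p is 0.186 once it is estimated. Another split of the same 6 arrays gave 2.75e-15 against 2.35e-17 for the true one (1 of 10), a split that keeps both arrays numbered 1 together, and 10 splits are too few to exclude chance. The preset-correlation results for the list were adjusted p = 2.35e-16 between the TGF-β-treated genotypes, 0.0055 for TGF-β in p38α∆ MSCs and 2.24e-11 for the difference between the responses, the last 2 with adjusted p = 0.438 and 0.338 with an estimated correlation.

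Myofibroblast genes are discussed in the paper, which reports ACTA2 and SMA as lower in p38α∆ MSCs. The other lists below hold genes the paper does not discuss, or differ between the genotypes in their response to TGF-β. That difference, tested as such, also passed for cholesterol synthesis (adjusted p = 2.17e-05), direct TGF-β and Smad3 targets (0.000583), hypoxia and glycolysis (0.000583), interferon response (0.0107), leukocyte (0.0145) and myofibroblast and contractile genes (0.000194), and with an estimated correlation these 6 lists had adjusted p-values of 0.347, 0.347, 0.327, 0.483, 0.525 and 0.347.

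Between the TGF-β-treated genotypes interferon response (2.72e-09) and myofibroblast and contractile genes (1.29e-06) passed as well, with adjusted p = 0.186 and 0.195 with an estimated correlation.

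Between the untreated genotypes cholesterol synthesis (6.61e-05), hypoxia and glycolysis (0.000654) and interferon response (0.0252) passed, with adjusted p = 0.865, 0.581 and 0.972 with an estimated correlation.

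With TGF-β in WT MSCs hypoxia and glycolysis (0.000132), inflammatory cytokine (0.00439) and interferon response (4.64e-06) passed, with adjusted p = 0.193, 0.206 and 0.193 with an estimated correlation.

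With TGF-β in p38α∆ MSCs cholesterol synthesis (0.0116), hypoxia and glycolysis (1.52e-08), inflammatory cytokine (0.0141), interferon response (0.049) and myofibroblast and contractile genes (0.016) passed, with adjusted p = 0.438, 0.0343, 0.316, 0.449 and 0.438 with an estimated correlation.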

How the results depend on the processing

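The settings that merge number 2 with another, set number 1 against the others or leave out the arrays numbered 1 were chosen after the data were seen. All 65 genes kept their sign in every setting compared, and so did the 8 lists called between the TGF-β-treated genotypes, while the number of genes that pass varied widely. The cause was not tested, except that a threshold on the log2 change calls fewer genes by construction. Over the planned settings, 8496 results for named genes kept their side of the threshold, 502 fell below it, 78 rose above it and 1 turned, and of the lists 1870, 87, 38 and 0. A result that passed neither before nor after counts as kept, so these counts do not measure how stable the called lists are. The counts of lists do not cover all of them. Angiogenesis, vasculature development, endothelial, TGF-β signaling and CAF genes between the TGF-β-treated genotypes are given separately below.

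Of the 65 genes between TGF-β-treated p38α∆ and WT MSCs, 5 remained without the replicate block and 4 with it fixed. Only the groups compared gave 0, trend and robust 39, a log2 change of at least 1 gave 9, and array weights gave 8017, where weights from 0.19 to 65.8 did not converge and Tgfbr1 turned from −0.02 to 0.42 (adjusted p = 0.0188). Counting number 2 with 1, 3 or 4 gave 0, 155 and 35, number 1 against the others 121, and no arrays numbered 1 gave 25. Leaving out 1 array gave 5 (TGF-β-treated WT 4 or p38α∆ 4), 8 and 9 (TGF-β-treated WT 1 and 3), 11 and 23 (TGF-β-treated p38α∆ 2 and 1), 12 (WT 3), 41 (p38α∆ 1 or 3) and up to 75 (WT 4b). The others were within 1.5-fold (49 to 87).

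For TGF-β in WT MSCs (1681 genes), 593 passed without the replicate block, 490 with only the groups compared, 2704 of all probesets, 6247 with array weights, 884 with number 2 counted with 1, 178 at a log2 change of at least 1, and 1030 (TGF-β-treated WT 1), 1069 (TGF-β-treated WT 3), 1090 (TGF-β-treated WT 4), 1118 (WT 3) and up to 1903 (TGF-β-treated p38α∆ 4) without an array. For TGF-β in p38α∆ MSCs (1423 genes) it was 625, 55 and 2347 in the first 3 of these, 771 with number 2 counted with 1, 2150 with number 1 against the others, 315 at a log2 change of at least 1, and 736 (p38α∆ 1), 777 (p38α∆ 3) and up to 1610 (WT 1) without an array, and cyclic loess gave 681 up and 653 down against 581 and 842. Without TGF-β the count was 0, or 3 without WT 4b, and for the difference of responses 0, or 3 of all probesets.

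The adjusted p of angiogenesis (0.00527) was 0.0837 with fry, 0.195 with an estimated correlation and 9.29e-05 (TGF-β-treated p38α∆ 1) to 0.136 (TGF-β-treated p38α∆ 4) without an array. Vasculature development (0.0395) had 0.0571 with the replicate block fixed, 0.0723 above the 40th percentile, 0.0548 with number 2 counted with 1, 0.245 with fry, 0.283 with an estimated correlation, and without an array 0.00256 (TGF-β-treated p38α∆ 1), 0.0545 (WT 4), 0.0586 (WT 3), 0.0794 (TGF-β-treated p38α∆ 2), 0.115 and 0.121 (TGF-β-treated WT 4 and 3) and 0.365 (TGF-β-treated p38α∆ 4). Endothelial genes (0.0152) had 0.553 and 0.0521 with number 2 counted with 1 and 4, 0.0885 with no arrays numbered 1, 0.465 with fry, 0.641 with an estimated correlation, and 0.00159 (TGF-β-treated WT 1), 0.121 (TGF-β-treated WT 3) and 0.432 (TGF-β-treated p38α∆ 1) without an array. TGF-β signaling (0.115) passed with highest mean (0.0124), fgsea (0.0122) and number 2 counted with 1 (0.00408). The CAF list passed in no setting.

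With the group mean taken away, arrays of the same number correlated at 0.0680 to 0.858 (median 0.716, 2 of 14 pairs under 0.1). Others correlated at −0.847 to 0.776, and pairs within a group were left out. The replicate block raised the genes that pass from 5 to 65. The range was 0.696 to 0.858 within number 1, 0.689 to 0.814 within number 3 and 0.0680 to 0.364 within number 4. Taking the mean away sets arrays of a group against each other. The untreated p38α∆ arrays 1 and 3 thus gave 0.789 and −0.789 with the TGF-β-treated WT array 1. Arrays of different numbers also correlated, at 0.776 for the TGF-β-treated p38α∆ array 2 and WT array 3. These values therefore cannot decide whether the number is the right block. Without the arrays numbered 1 the estimated correlation of the block was 0.11. A block by slide or scan date was not run, as the files give neither. They give no signal over background either.

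The 10 splits of the 6 TGF-β-treated arrays are too few to exclude chance. The true split called 65 genes and the highest other 0. For the lists the true p and the smallest other were 0.00158 and 0.00567 for angiogenesis (1 of 10 as small), 0.0158 and 0.000886 for vasculature development (2 of 10), 0.0576 and 0.0773 for TGF-β signaling (1 of 10), 0.543 and 0.00206 for CAF (8 of 10), and 0.0053 and 2.65e-05 for endothelial genes (2 of 10), the last with both arrays numbered 1 on one side (median within number 1, 0.06). For TGF-β in WT MSCs chance can be excluded (1681 genes, at most 22 in 34 other splits).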

Differences from the paper's values

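RT-PCR values of the paper come from another assay, and its legend gives no treatment time for these panels. Values are log2 fold changes, the paper's first. Ccn2 (CTGF) without TGF-β: the paper's 2.95 against 0.59 here. Vegfa: the paper's 1.08 against 0.28 between the TGF-β-treated genotypes, the paper's 1.79 against −0.14 without TGF-β, and the paper's 2.57 against 0.72 for TGF-β in WT MSCs. Tgfb1: the paper's 0.83 against 0.0287, the paper's 1.91 against −0.0216 and the paper's 2.49 against 0.69 in the same 3 comparisons. For each of these 7 values all 21 alternatives differ as well, for example 0.36 to 0.65 for Ccn2 and −0.05 to 0.12 for Tgfb1 between the TGF-β-treated genotypes. Ccn2 between the TGF-β-treated genotypes (the paper's 1.44, here 1.74) and with TGF-β in WT MSCs (the paper's 3.74, here 3.57) are within the larger of the 2 errors.

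The paper's FAP+ score was compared with the CAF list, which holds other genes. In TGF-β-treated WT MSCs the paper's value is −0.84 and the value here 0.97, and all 19 alternatives differ (0.33 to 1.35). In TGF-β-treated p38α∆ MSCs the paper's value is 0.22 and the value here −0.0573, apart by less than the SD here (1.05). The 19 alternatives (−0.33 to 0.50) also lie within that SD of the paper's value. For CAF genes the paper's normalized enrichment score is about 1.5 (Fig. 4a, read by eye) and the value here −1.41, with 3 of 18 alternatives not differing (highest mean, and leaving out the TGF-β-treated p38α∆ array 1 or the TGF-β-treated WT array 3) and 15 differing. The enrichment scores of angiogenesis (1.97), vasculature development (1.7), endothelial (1.81) and TGF-β signaling genes (1.64) are close to those read by eye from the figures. The endothelial score (−0.10 and 0.44) differs from the paper's CD31+ score (−1.22 and 0.97) by less than its SD here (1.22 and 1.31), which is wide. Over 19 alternatives it ran from −0.66 to 0.34 in TGF-β-treated WT MSCs and from −0.14 to 1.33 in TGF-β-treated p38α∆ MSCs. The upper end in WT MSCs lies further from the paper's value than the SD, while all 19 in p38α∆ MSCs lie within it. The paper reports ACTA2 and fibronectin mRNA, after several days of culture, and SMA protein as lower in p38α∆ MSCs. On the arrays, after 20 h of TGF-β, the Acta2 probesets gave 0.95 (near the bottom of the scale) and 0.10, and Fn1 gave −0.13. The myofibroblast and contractile list was higher by camera (adjusted p = 1.29e-06), but not with an estimated correlation (adjusted p = 0.195).

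The paper reports Tgfb1, Tgfb2 and Tgfb3 mRNA as raised in p38α∆ MSCs by RT-PCR. On the arrays none passed, at 0.03, −0.31 and 0.28 with TGF-β and −0.02, 0.10 and −0.04 without. The paper also reports Smad3 mRNA as raised in p38α∆ MSCs, untreated and with TGF-β. Here the Smad3 probesets gave −0.19, −0.07 and −0.07 with TGF-β and −0.12, −0.05 and −0.03 without, and none passed. The paper states that TGF-β signaling genes are enriched. Here the list was called with fgsea and with the probeset of highest mean, both set before the data were examined, and with number 2 counted with 1, chosen after, which also ends the endothelial and vasculature development calls and leaves 0 genes passing. With an estimated correlation the TGF-β signaling list was not called (adjusted p = 0.393). The paper states that the CD31+ score is significantly higher. Here the difference in the endothelial score was 0.53, and the exact permutation test of 3 against 3 arrays cannot give a p under 0.1, so it cannot decide significance. The linear model with the replicate block gave a difference of 0.66, which did not pass at 0.05 either. With values corrected for the arrays' numbers, set before the data were examined, the difference was 1.75, against 2.19 in the paper's scores. It was the largest of all splits of the 6 arrays (exact permutation p = 0.1, the smallest possible). Number 2 holds only a TGF-β-treated p38α∆ array, which its own term fits exactly, so this p cannot decide significance either.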

Other observations

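Genes of the JNK and AP-1 pathway were the clearest group in TGF-β-treated p38α∆ MSCs. Fos, an AP-1 subunit made within minutes of a stimulus, rose from a log2 value of 5.22 ± 0.46 to 6.40 ± 0.27 (SD, n = 3 each), by 1.22 (SE 0.19, adjusted p = 0.0262 in limma). Maff, a small Maf protein that pairs with other leucine zipper proteins, rose by 0.95 (SE 0.09, adjusted p = 0.00486), and Jun, the main target of JNK, by 0.89 (SE 0.11, adjusted p = 0.011). Each was higher in 3 of 3 arrays, by 0.93 and 0.76 for Maff and 0.72 and 0.81 for Jun within numbers 1 and 4. The genes Egr1 (0.91), Fosb (0.91), Dusp10, a phosphatase of JNK and p38 (0.73), Ier2 (0.69) and Jund (0.68, though −0.16 in its other, dimmer probeset), chosen after their values were seen, rose too. Of 39 such genes 9 rose, none fell and 30 did not pass (17 higher and 1 lower adjusted over the list alone, median 0.28, adjusted p = 2.6e-23, and adjusted p = 0.0166 with an estimated correlation, or 0.0564 without the TGF-β-treated WT array 1 and 0.117 without the TGF-β-treated p38α∆ array 4). With each number as its own term the adjusted p with an estimated correlation was 0.107. Without TGF-β the median was 0.01 (no gene adjusted over the list alone, adjusted p = 0.912). Mapk8 (0.04) and Mapk9 (−0.11), the genes of JNK1 and JNK2, did not pass. With TGF-β 11 rose and 2 fell in WT MSCs (12 and 4 adjusted over the list alone, adjusted p = 0.000805, and adjusted p = 0.366 with an estimated correlation), and 16 rose and 2 fell in p38α∆ MSCs (19 and 3 adjusted over the list alone, adjusted p = 2.53e-15, and adjusted p = 0.0343 with an estimated correlation).

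Cell cycle genes were lower as a list at the preset correlation (adjusted p = 2.35e-16), but not with an estimated one (adjusted p = 0.186 with an estimated correlation). Mcm10, which loads the replication fork (−0.94, SE 0.14, adjusted p = 0.0262), which is not in the list, and Uhrf1, which keeps DNA methylation through replication (−0.79, SE 0.14, adjusted p = 0.0456), fell in TGF-β-treated p38α∆ MSCs, Uhrf1 by 1.04 and 0.70 within numbers 1 and 4. Of 48 cell cycle genes 1 fell and 47 did not pass (0 higher and 8 lower adjusted over the list alone, median −0.29, 2 of 48 above 0). TGF-β lowered Aurkb, a mitotic kinase (−1.25), and Mcm5, of the replicative helicase (−0.86), in p38α∆ MSCs, where 2 fell and 46 did not pass (0 and 2 adjusted over the list alone, adjusted p = 0.438 with an estimated correlation).

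Interferon response genes were higher in TGF-β-treated p38α∆ MSCs. Xaf1, which promotes cell death (1.12, SE 0.21, adjusted p = 0.0489), and Irf9, which carries the interferon signal to DNA (0.75, SE 0.13, adjusted p = 0.0368), rose and 29 of the 31 did not pass (11 higher and none lower adjusted over the list alone, median 0.18, adjusted p = 0.186 with an estimated correlation). TGF-β lowered 11 and raised none in WT MSCs, with Xaf1 and Rtp4 each at −1.20 (1 and 13 adjusted over the list alone, adjusted p = 0.193 with an estimated correlation), and lowered 4 in p38α∆ MSCs (3 and 6 adjusted over the list alone, adjusted p = 0.449 with an estimated correlation).

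TGF-β raised genes of glucose use. Pfkfb3, which drives glycolysis, rose by 1.51 in WT and 1.84 in p38α∆ MSCs, and Hk2, a hexokinase, by 1.06 and 1.32. Of 30 hypoxia and glycolysis genes 8 rose and 1 fell in WT MSCs (10 and 1 adjusted over the list alone, adjusted p = 0.193 with an estimated correlation), and 8 rose and none fell in p38α∆ MSCs (12 and 0 adjusted over the list alone, adjusted p = 0.0343 with an estimated correlation). Inflammatory cytokine genes, with Lif up by 1.84 and 2.00, numbered 6 up and 0 down in WT (6 and 0 adjusted over the list alone, adjusted p = 0.206 with an estimated correlation) and 5 up and 0 down in p38α∆ MSCs (7 and 2 adjusted over the list alone, adjusted p = 0.316 with an estimated correlation). In p38α∆ MSCs 3 of 25 myofibroblast and contractile genes rose with TGF-β, among them Csrp2 (0.96) (3 and 0 adjusted over the list alone, adjusted p = 0.438 with an estimated correlation), and 4 of 19 cholesterol synthesis genes fell (0 and 5 adjusted over the list alone, adjusted p = 0.438 with an estimated correlation).

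Between the TGF-β-treated genotypes the remaining lists did not pass by camera: hypoxia and glycolysis (median 0.01, adjusted p = 0.298), inflammatory cytokine (−0.06, adjusted p = 0.341), unfolded protein and amino acid response (−0.06, adjusted p = 0.570), cholesterol synthesis (−0.12, with 3 lower adjusted over the list alone, adjusted p = 0.115 by camera, though 0.0297 by fgsea) and p38 pathway (median −0.04, mean 0.02, test pointing up, adjusted p = 0.540), in which Dusp16, a JNK phosphatase, stood at 0.87 (adjusted p = 0.0976) and Map2k6, a kinase of p38, at 0.84 (adjusted p = 0.127). Without TGF-β cholesterol synthesis genes were higher in p38α∆ MSCs (median 0.25, 17 of 19 above 0, no gene adjusted over the list alone, adjusted p = 0.865 with an estimated correlation), hypoxia and glycolysis genes lower (median −0.12, 7 of 30 above 0, adjusted p = 0.581 with an estimated correlation) and interferon response genes higher (median 0.05, 3 adjusted over the list alone, adjusted p = 0.972 with an estimated correlation).

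Over all comparisons, the calls that hold with an estimated correlation are those of direct TGF-β and Smad3 targets with TGF-β in both genotypes, of JNK and AP-1 genes between the TGF-β-treated genotypes and with TGF-β in p38α∆ MSCs, and of hypoxia and glycolysis genes with TGF-β in p38α∆ MSCs. The call of JNK and AP-1 genes between the TGF-β-treated genotypes was lost with each number as its own term (adjusted p = 0.107 with an estimated correlation). Smad1 (0.11), Smad2 (0.08), Smad4 (0.01), Smad5 (0.02), Smad7 (0.21) and Acvrl1, a receptor of endothelial TGF-β signaling (0.18), did not pass between the TGF-β-treated genotypes. Neither did Smad3 (−0.19), whose 2 other probesets gave −0.07 each.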
